# From Pioneer to Repressor: Bimodal foxd3 Activity Dynamically Remodels Neural Crest Regulatory Landscape *In Vivo*

**DOI:** 10.1016/j.devcel.2018.11.009

**Published:** 2018-12-03

**Authors:** Martyna Lukoseviciute, Daria Gavriouchkina, Ruth M. Williams, Tatiana Hochgreb-Hagele, Upeka Senanayake, Vanessa Chong-Morrison, Supat Thongjuea, Emmanouela Repapi, Adam Mead, Tatjana Sauka-Spengler

**Keywords:** foxd3, neural crest, enhancer, pioneer factor, gene regulatory network, stem cells, repressor, chromatin dynamics

## Abstract

The neural crest (NC) is a transient embryonic stem cell-like population characterized by its multipotency and broad developmental potential. Here, we perform NC-specific transcriptional and epigenomic profiling of *foxd3*-mutant cells *in vivo* to define the gene regulatory circuits controlling NC specification. Together with global binding analysis obtained by foxd3 biotin-ChIP and single cell profiles of *foxd3*-expressing premigratory NC, our analysis shows that, during early steps of NC formation, foxd3 acts globally as a pioneer factor to prime the onset of genes regulating NC specification and migration by re-arranging the chromatin landscape, opening *cis*-regulatory elements and reshuffling nucleosomes. Strikingly, foxd3 then gradually switches from an activator to its well-described role as a transcriptional repressor and potentially uses differential partners for each role. Taken together, these results demonstrate that foxd3 acts bimodally in the neural crest as a switch from “permissive” to “repressive” nucleosome and chromatin organization to maintain multipotency and define cell fates.

## Highlights

• FoxD3 primes neural crest specification by modulating distal enhancers
• FoxD3 represses a number of neural crest migration and differentiation genes
• In neural crest, FoxD3 acts to switch chromatin from “permissive” to “repressive”
• Distinctive gene regulatory mechanisms underlie the bimodal action of FoxD3

## Introduction

The winged-helix, forkhead transcription factor (TF) FoxD3 is an important stem cell factor that functions reiteratively during development. At early stages of development, it is thought to maintain pluripotency of epiblast cells. In embryonic stem (ES) cells, its loss leads to premature differentiation into mesendodermal lineages while ectodermal lineage markers are reduced (Liu and Labosky, 2008). Later, FoxD3 plays a critical role in the specification and subsequent differentiation of the neural crest (NC), a remarkable transitory and multipotent embryonic cell population. NC cells are specified at the border of the forming central nervous system (neural plate border, NPB), but then undergo an epithelial to mesenchymal transition (EMT) to delaminate from the neural tube, migrating into the periphery where they give rise to diverse derivatives such as peripheral ganglia, craniofacial skeleton, and pigmentation of the skin (Sauka-Spengler and Bronner-Fraser, 2008). Although individual neural crest cells are multipotent (Baggiolini et al., 2015, Bronner-Fraser and Fraser, 1988), it has been a matter of debate whether the NC population as a whole is homogeneous or a heterogeneous mixture of cells specified toward a particular fate (Harris and Erickson, 2007, Krispin et al., 2010, Nitzan et al., 2013).

The molecular mechanisms by which FoxD3 influences ES cell development *in vitro* have been extensively studied. During the transition from naive to primed pluripotency cells, FoxD3 represses enhancers by recruiting H3K4 demethylase, Lsd1, resulting in a decrease of active enhancer marks and an increase in inactive enhancer marks (Respuela et al., 2016). During the subsequent pluripotent to epiblast cell transition, FoxD3 primes enhancers by co-recruiting nucleosome remodelling and deacetylase complex members Brg1 and histone deacetylases 1/2 (HDAC1/2). As a result, different subsets of enhancers get fully activated or are kept repressed during differentiation, depending on the effects mediated by HDAC1/2 removal or retention (Krishnakumar et al., 2016). These studies led to the realization that FoxD3-mediated gene regulation in ES cells may function via modulation of associated enhancers.

In contrast to ES cells, the molecular mechanisms through which neural crest cells transition from pluripotent cells to fate restricted cells in the embryo and the role of FoxD3 therein remain poorly understood. A neural crest gene regulatory network (GRN) that describes the genes expressed during NC ontogeny and their epistatic relationships has been proposed (Sauka-Spengler and Bronner-Fraser, 2008). Within this framework, FoxD3 is known to act downstream of NPB genes and upstream of factors mediating EMT (Betancur et al., 2010, Simões-Costa and Bronner, 2015). In the zebrafish embryo, *foxd3* is one of the earliest zygotically expressed genes (Lee et al., 2013), first detected during epiboly in the dorsal mesendoderm and ectoderm (Wang et al., 2011) and later in the NPB, tailbud mesoderm, and floor plate (Odenthal and Nüsslein-Volhard, 1998). A second phase of *foxd3* expression occurs in premigratory neural crest cells within the neural folds at all axial levels. Even later, *foxd3* becomes restricted to a subset of migrating cranial neural crest cells and is downregulated in the trunk crest, reappearing in neural crest-derived peripheral glia and other tissues such as the somites (Gilmour et al., 2002, Kelsh et al., 2000).

Here, we tackle the molecular mechanisms by which *foxd3* influences neural crest development by taking advantage of wild-type and mutant zebrafish *foxd3* lines to characterize the transcriptional and epigenetic landscape of *foxd3*-expressing cells *in vivo*. First, using single-cell RNA sequencing, we demonstrate that *foxd3*-expressing cells display a distinct and homogeneous molecular signature in a stage-specific manner. Intriguingly, we observed a decoupling of the different strategies employed by foxd3 to regulate gene expression over the course of neural crest ontogeny. Contrasting with its previously defined role as a transcriptional repressor, early knockout *foxd3*, in the premigratory crest, resulted in global downregulation of neural crest genes, favoring the idea that foxd3 acts as a pioneer factor during early stages of neural crest development. This was shown by comprehensively analyzing the effects of foxd3 depletion on chromatin accessibility, histone modifications, and nucleosome positioning, as well as by generating in-depth stage-specific foxd3 binding maps using our newly developed biotin chromatin immunoprecipitation sequencing (ChIP-seq) method. At later stages, foxd3 assumes its known role as a transcriptional repressor. Biotin ChIP-seq confirms the direct association of foxd3 with a number of genes, both downregulated and upregulated in the foxd3 mutant, exemplifying its bimodal function in NC gene regulation. By exploring the underlying foxd3 DNA binding codes across different stages of NC development (early-activating and late-repressing stages), we show that these two contrasting foxd3 activities are likely to be achieved by engaging differential co-partners. This in turn possibly leads to the recruitment of different chromatin remodeling complexes, such as Brg1 or PRC1 members, that mediate chromatin priming and compaction, respectively. In summary, we demonstrate that foxd3 drives several independent chromatin-organizing mechanisms, switching from activator to repressor roles to orchestrate multiple regulatory programs during NC formation, starting with priming early NC specification to regulating essential signaling pathways, maintaining multipotency by controlling stem cell programs, and preventing premature migration and differentiation into neuronal NC derivatives.

## Results

### Single-Cell RNA-Seq Identifies Distinctive Transcriptional Signatures between foxd3+ Stem Cells and foxd3+ NC Cells

In this study, we examined foxd3 roles throughout premigratory and migratory NC ontology in zebrafish embryos (Figure 1A). We first looked at 75% epiboly stage embryos during which gastrulation takes place, forming the embryonic shield and hypoblast. We then looked at premigratory NC stages, which occur during the zebrafish segmentation period and when NC gets induced and later specified at the NPB 1–2 and 5–6 somite stages (ss), respectively. Finally, we examined a migratory NC stage (14–16ss).

**Figure 1:**
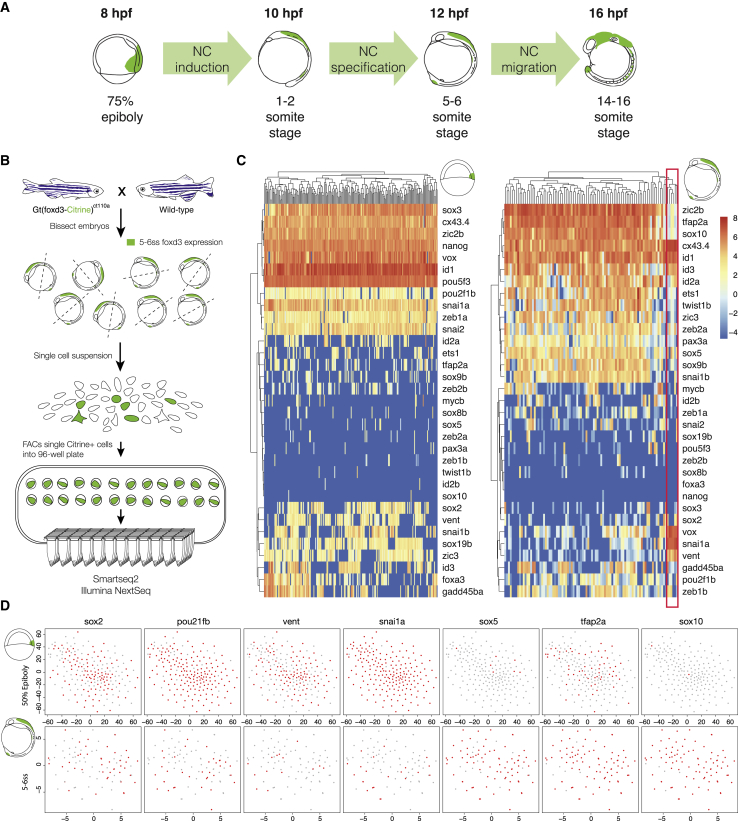
Transcriptome Characterization of *foxd3*-Expressing NC (A) Zebrafish embryo stages examined in this study (hpf – hours post fertilization). 75% epiboly—a gastrulation stage during which embryonic shield and hypoblast are formed. 1–2 and 5–6 somite stages—induced and specified premigratory neural crest (NC), respectively. 14–16ss – migratory NC. Foxd3 expression is labeled in green. (B) Experimental pipeline for obtaining *foxd3*-expressing cells and performing single-cell RNA-seq (scRNA-seq). The genetrap zebrafish line, *Gt(foxd3-citrine)*^*ct110*^, expressing foxd3-Citrine fusion is outcrossed to wild-type resulting in fluorescent signal in endogenous *foxd3*+ cells, enabling their isolation by FACS. 5–6ss Citrine-positive NC cells are collected into individual wells of the 96-well plate and processed for smartseq2-based scRNA-seq. Total of 94 cells was sorted with two empty, External RNA Controls Consortium (ERCC)-only wells left as controls. (C) Heatmaps illustrating the hierarchical clustering of *foxd3+* single cells at 75% epiboly (200 cells) and 5–6ss (93 cells) and showing transcriptional levels (depicted in Log2 RPKM) of selected NC and stem cell genes. NC cells that express negligent levels of *bona fide* NC specifiers (*zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1*, or *pax3a*) but high levels of *lratb*, *cxcr4b*, and *ved*, as well as other markers of stemness (*snai1a*, *vent*, *vox*, and *cx43.4*), possibly representing pluripotent non-specified NC progenitors maintained in premigratory NC (boxed and labeled in red). (D) tSNE plots for selected stem cell (*sox2*, *pou2f1*, *vent*) and NC genes (*snai1a*, *sox5*, *tfap2a*, *sox10*) indicate individual epiblast, and NC cells do not reveal cell subpopulations. Clustering of 5–6ss NC cells identifies a small group of cells that appear to be pluripotent non-specified NC progenitors. See Figure S1 for scRNA-seq quality control (QC) and more details.

As a first step in characterizing the global developmental functions of foxd3, we examined *foxd3*-positive stem and NC cells at a single-cell level, to ascertain whether these seemingly different cell populations were non-heterogeneous. There have been debates in the literature regarding whether the premigratory neural crest is a homogeneous or heterogeneous cell population (Harris and Erickson, 2007, Krispin et al., 2010, Nitzan et al., 2013). We used a gene trap line, *Gt(foxd3-citrine)*^*ct110*^ (Hochgreb-Hägele and Bronner, 2013), which drives the expression of foxd3-Citrine fusion, yielding a fluorescent signal in endogenous *foxd3+* cells. This line enabled us to carry out RNA sequencing (RNA-seq) on single *foxd3*-expressing NC cells (single-cell RNA-seq [scRNA-seq]) isolated from the developing zebrafish embryos by fluorescence-activated cell sorting (FACS) (Figure 1B). 

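Single *foxd3+* cells were sorted from 5–6ss embryos and their RNA was sequenced with added ERCC spike-in transcripts. The table holds reads per gene for 94 cells, mapped by the authors with STAR and counted with featureCounts, together with the exon length of each gene. RPKM was computed for each cell from its reads over genes and these lengths, and a gene above an RPKM of 1 was taken as detected. The paper's filter of at least 100000 reads and 2000 detected genes left 93 cells; the cell removed had 15682 reads. The kept cells had 434035 to 14428577 reads over genes, with a median of 4592473, and ERCC transcripts took 1.095% to 9.60% of reads, with a median of 2.36%. No embryo or pool is named for the cells, so they are taken as 1 sample. Shares of cells are given with exact (Clopper-Pearson) 95% intervals that cover counting error only, and no test between embryos can be made. The symbols *cx43.4*, *lratb* and *crestin* could not be matched to a gene identifier of the table, so these genes were not examined. This does not mean that they were not measured, and the paper shows *lratb* and *cx43.4* in these cells.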

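Detected genes numbered 2699 to 5657 per kept cell, with a median of 3886 genes. The cell below the read minimum still had 3494 detected genes. The *foxd3* transcript (ENSDARG00000021032), a forkhead factor gene whose locus carries the Citrine reporter, was detected in 93 of 93 cells (exact 95% interval from 96.1%), at a median of 619 RPKM.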

Metrics show that our libraries are of excellent quality (high complexity, a high number of uniquely mapped sequencing reads, and up to ∼5,500 transcripts detected per cell; Figures S1A and S1B). We performed t-distributed stochastic neighbor embedding (tSNE) and principal-component analyses (PCAs) of single-cell transcriptomes at 5–6ss, based on either all 5,243 or the top 500 most divergent genes (Figures S1C and S1D). 

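The 6 transcription factor genes *zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1* and *pax3a*, which specify the neural crest, were all detected in 43 of the 93 cells, and 5 of them in 31 cells. At most 2 of the 6 genes were detected in 6 cells, which is 6.45% (exact 95% interval 2.40% to 13.5%). In these 6 cells *foxd3* had a median of 34.3 RPKM, against 664 RPKM in the other 87 cells. The *tfap2a* transcript was above an RPKM of 1 in 0 of the 6 cells and in 86 of the 87 others, and *sox10* in 1 of the 6 and in all 87 others. The 6 cells were not the shallowest libraries: their median was 6079716 reads over genes and 3339 detected genes. With a gene taken as detected from a single read, 0 cells fell under the limit of 2 genes, which allows a share of up to 3.89%.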

Surprisingly, we failed to identify multiple NC-specific subpopulations but instead singled out a small population of NC cells which expressed extremely low levels of *bona fide* NC specifiers (*zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1*, or *pax3a*) and lower levels of *foxd3* itself. However, these cells expressed high levels of *lratb*, *cxcr4b*, and *ved*, as well as other markers of multipotent progenitors (*snai1a*, *vent*, *vox*, and *cx43.4*; Figure 1C, outlined in red), suggesting that they may represent pluripotent non-specified NC progenitors maintained in premigratory NC.

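Several early progenitor genes were detected in a higher share of the 6 cells with few neural crest transcripts than of the others. The chemokine receptor gene *cxcr4b* was detected in 4 of these 6 cells, at a median of 119.7 RPKM, and in 23 of the 87 other cells. Of the ventral homeobox genes, *ved* was detected in 4 of the 6 (median 82.5 RPKM) and 7 of the 87, *vent* in 4 (84.0 RPKM) and 5, and *vox* in 5 (403 RPKM) and 32. The EMT factor gene *snai1a* was detected in 5 of the 6 cells, at a median of 654 RPKM, and in 17 of the 87. Some genes of the tailbud, somites and neural plate were also found there, and others were not. The mesoderm factor genes *tbx16* (5 of 6 cells, median 268 RPKM, against 19 of 87) and *msgn1* (4 of 6, 137.0 RPKM, against 17 of 87), the segmentation clock gene *her1* (5 of 6, 119 RPKM, against 8 of 87) and the muscle factor gene *myf5* (5 of 6, 414 RPKM, against 11 of 87) had a higher median in the 6 cells, as did *tbxta*, *her7*, *myod1* and the neural and pluripotency gene *sox2* (5 of 6, 29.9 RPKM, against 9 of 87). Other genes of these tissues that were examined had a median near 0 there: *tbx6*, *fgf8a*, *sox3*, *sox19a* and *pax6a* were detected in 1 of the 6 cells, and *meox1*, *mespba*, *neurog1* and *elavl3* in 0. The 6 cells were chosen by their neural crest genes and no embryo or pool is named for them, so no p is given. The paper proposes that the cells may be non-specified progenitors kept in the premigratory neural crest. Its basis is *cxcr4b*, *ved*, *snai1a*, *vent*, *vox*, *lratb* and *cx43.4*, and not the mesoderm and somite genes above. It picked those genes on these same cells, so their higher share is not independent evidence.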

In addition, to identify potential differences between the *foxd3*-positive stem and NC cells, we compared the transcriptional *foxd3*+ single-cell signatures at 50% epiboly (5.3 hours post fertilization [hpf]) (Satija et al., 2015) and 5–6ss (this study) (Figures 1C, 1D, S1E, and S1F). tSNE plots comparing expression of core NC and stem cell genes in single *foxd3+* cells show that, at both stages, nearly all *foxd3+* cells expressed the pluripotency factor *cx43.4* and NPB specifiers *id1* and *zic2b* at high levels, while more than 50% of cells expressed *pou2f1b*, *zic3*, and id3 (Figures 1C and 1D). Interestingly, however, the expression of core pluripotency factors was different at the two stages examined. The majority of *foxd3+* single cells at 50% epiboly expressed *Oct4* orthologs (*pou5f3*, *pou2f1b*), *SoxB* ortholog (*sox3*), *nanog*, and *vox* (reminiscent of *Xenopus XOct*, *Xsox2*, and *XVent*) (Buitrago-Delgado et al., 2015). In contrast, 5–6ss single *foxd3+* cells did not express *nanog*, and only a few cells expressed *sox3* or *pou5f3* at low levels (Figures 1C and S1E), while the greater portion of cells expressed paralogous factors *sox2*, *pou2f1b*, *vent*, and *vox* (Figures 1C, 1D, and S1E). Furthermore, *foxd3+* gastrula progenitors expressed a different complement of orthologs of EMT factors compared to premigratory NC, with *zeb1a*, *snai1a*, and *snai2* present at 50% epiboly, but poorly expressed in most 5–6ss *foxd3+* NC cells, which favored *zeb1b*/*2a* and *snai1b* (Figures 1C, 1D, and S1E). 

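Among the pluripotency genes, *nanog* was detected in 0 of 93 cells, which allows a share of up to 3.89%. The SoxB gene *sox3* was detected in 8 cells (8.60%, exact 95% interval 3.79% to 16.2%) and the Oct4 ortholog *pou5f3* in 7 cells (7.53%, 3.08% to 14.9%). Of their paralogs, *pou2f1b* was detected in 42 cells (45.2%, 34.8% to 55.8%) and *sox2* in 14 cells (15.05%, 8.48% to 24.0%). The ventral homeobox gene *vox* was found in 37 cells (39.8%, 29.8% to 50.5%) and *vent* in 9 cells (9.68%, 4.52% to 17.6%). The threshold matters for *pou2f1b*, *vox* and *vent*. With 1 read or more as detection, *pou2f1b* had a share of 79.6% and *vox* of 65.6%, and *vent* was also in most cells.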

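Among the EMT factor genes, *snai1b* was detected in 79.6% of the 93 cells (exact 95% interval 69.9% to 87.2%), *zeb2a* in 74.2% and *zeb1b* in 53.8%. The paralogs *zeb1a* (24.7%, 16.4% to 34.8%), *snai1a* (23.7%, 15.5% to 33.6%) and *snai2* (16.1%, 9.32% to 25.2%) were each detected in fewer cells. The intervals of *zeb1a* and *zeb1b*, and those of *snai2* and *snai1b*, do not overlap.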

NC specifiers (*sox5*, *sox10*, *twist1b*, *pax3a*) were expressed at high levels in almost all 5–6ss *foxd3+* NC cells but were absent from the majority of 50% epiboly *foxd3+* cells, where early NC specifiers (*snai1b*, *sox9b*, *tfap2a*, *ets1*, *id2a*) were expressed more pervasively (Figures 1C, 1D, and S1F). 

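Neural crest specifier genes were detected in most of the 93 cells: *sox10* in 94.6% (exact 95% interval 87.9% to 98.2%), *tfap2a* in 92.5% (85.1% to 96.9%), *sox5* in 84.9%, *id2a* in 82.8%, *ets1* in 80.6%, *sox9b* in 79.6%, *pax3a* in 72.04% and *twist1b* in 66.7% (56.1% to 76.1%). Median levels were high for *tfap2a* (459.9 RPKM) and *sox10* (289 RPKM). The 50% epiboly cells with which the paper compares these values come from another study and were not analysed here.

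**Figure D1:**
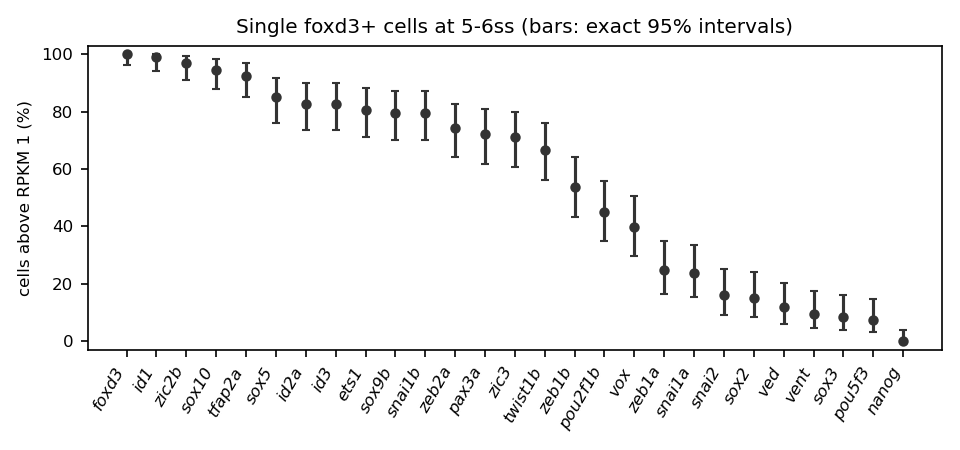
Percent of the 93 single *foxd3+* cells at 5–6ss with each gene above an RPKM of 1, for 27 genes. Points are the measured shares and bars exact 95% intervals for counting error; *foxd3* stands at 100.0% and *nanog* at 0.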

In *Xenopus*, it has been suggested that neural crest cells may retain blastula-stage competence (Buitrago-Delgado et al., 2015). We found that orthologs of *Xenopus* genes were indeed expressed in the 50% epiboly *foxd3+* cells in zebrafish (Figure 1C). However, as described above, our data revealed that 5–6ss *foxd3*+ cells do not express the same but rather paralogous pluripotency factors to those found in the epiblast. This suggests a possible redeployment of a paralogous GRN rather than maintenance of the epiblast GRN in the newly specified neural crest, in agreement with the recent single-cell-based analysis performed in both frog and fish (Briggs et al., 2018), and thus challenging the proposition that NC cells are residual blastula cells (Buitrago-Delgado et al., 2015).

Taken together, the results show that both *foxd3*+ epiblast and *foxd3*+ premigratory NC cell populations are non-heterogeneous, as well as distinctive from one another.

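Across the 93 premigratory cells, the number of detected genes among the 6 specifiers *zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1* and *pax3a* was 4 in 12 cells, 3 in 1 cell and 0 in 2 cells. Genes of the Id family were detected widely: *id1* in 98.9% of cells (exact 95% interval 94.2% to 100.0%) and *id3* in 82.8% (73.6% to 89.8%). The zinc finger gene *zic2b*, a factor of the neural plate border, was detected in 96.8% of cells and its relative *zic3* in 70.97%.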

### Knockout of foxd3 Leads to Downregulation of NC Specifier Genes at Premigratory NC Stages and Upregulation of NC Differentiation Genes at Migratory NC Stages

We next inquired how foxd3 depletion affects NC progenitor cells on a transcriptional level using two zebrafish transgenic lines *Gt(foxd3-mCherry)*^*ct110R*^ and *Gt(foxd3-Citrine)*^*ct110*^ (Figures 2A and 2B) in which the fluorescent reporter proteins interrupt the DNA binding domain, creating mutant fluorescent *foxd3* alleles (Hochgreb-Hägele and Bronner, 2013). These lines were crossed, and dissociated embryonic cells obtained from corresponding clutches were fluorescence activated cell (FAC)-sorted to isolate Citrine only expressing *foxd3+* cells (C) as a control and *foxd3*-mutant cells expressing both fluorophores (Citrine and Cherry; CC) (Figures 2A and 2B). 

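Bulk RNA was sequenced from sorted Citrine-only (C) and Citrine and Cherry (CC) cells at 75% epiboly, 5–6ss and 14–16ss, with 2 libraries per genotype and stage, and from *foxd3*-negative cells (Neg) with 2 libraries each at 75% epiboly and 14–16ss. Reads had been mapped with STAR and counted per gene with featureCounts, with the gene antisense to *foxd3* removed by the authors, and the files hold raw counts. Total counts were 30032674 and 56436384 in C and 62336974 and 38674376 in CC at 75% epiboly. At 5–6ss they were 40434178 and 36434928 in C and 41359252 and 41194995 in CC. At 14–16ss they were 66329090 and 52131274 in C and 41717340 and 73827587 in CC. The Neg libraries held 22205378 and 23648771 counts at 75% epiboly and 39398487 and 60762328 at 14–16ss. CC was compared with C within each stage by edgeR's quasi-likelihood test with TMM scaling, over the 18384, 19000 and 20195 genes with enough counts at 75% epiboly, 5–6ss and 14–16ss, and a gene was called at an adjusted p under 0.05. Positive log2 fold changes are higher in CC, and levels are TMM-normalized counts given as mean ± SD of the 2 libraries. DESeq2, which the paper used, served as the main alternative. The test was tried on counts simulated with the means and dispersions of these libraries at 5–6ss, where it recovered 44% of genes at a log2 fold change of 1 and 74% at 2, and at 75% epiboly, where it recovered 50% and 90%. Gene lists were counted by their called members and compared with all other genes by camera, first with its preset correlation of 0.01 and then with a correlation estimated from the libraries. No list differed from the other genes at any stage with the estimated correlation at an adjusted p under 0.05. With 2 libraries per group, this test rests on few degrees of freedom and can miss a difference of a whole list. It therefore does not show that a list is unchanged. The files do not say whether libraries with the same replicate number were collected together.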

PCA and scatterplots of normalized read counts comparing RNA-seq biological replicates show a high level of reproducibility in our experiments (Figure S2). 

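The biological coefficient of variation between replicate libraries in the CC against C comparisons was 0.183 at 75% epiboly, 0.251 at 5–6ss and 0.152 at 14–16ss. The chi-square per degree of freedom between the 2 libraries of a genotype was 38.6 in C and 38.9 in CC at 75% epiboly, 32.8 and 33.4 at 5–6ss, and 32.3 and 34.3 at 14–16ss. It was 3.59 between the Neg libraries of 75% epiboly and 338 between those of 14–16ss. A library sequenced again would give a value near 1, so these values show only that replicates are separate libraries, and they do not measure how well the replicates reproduce each other.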

*De novo* assembly and analysis of the *foxd3*-mutant transcriptomes revealed the presence of truncated foxd3 fluorescent fusion transcripts (Figure S3A), encoding only 93 N-terminal amino acids, as shown previously (Hochgreb-Hägele and Bronner, 2013). The truncated N-terminal foxd3 variants are non-functional (Yaklichkin et al., 2007), whereas dominant negative activity is associated with the C terminus regions (Kubic et al., 2015, Zhu et al., 2014). Utilizing these lines, we investigated transcriptional changes in the absence of the functional foxd3 protein at three key stages of neural crest ontogeny (75% epiboly, 5–6ss, and 14–16ss) (Figure 2A).

**Figure 2:**
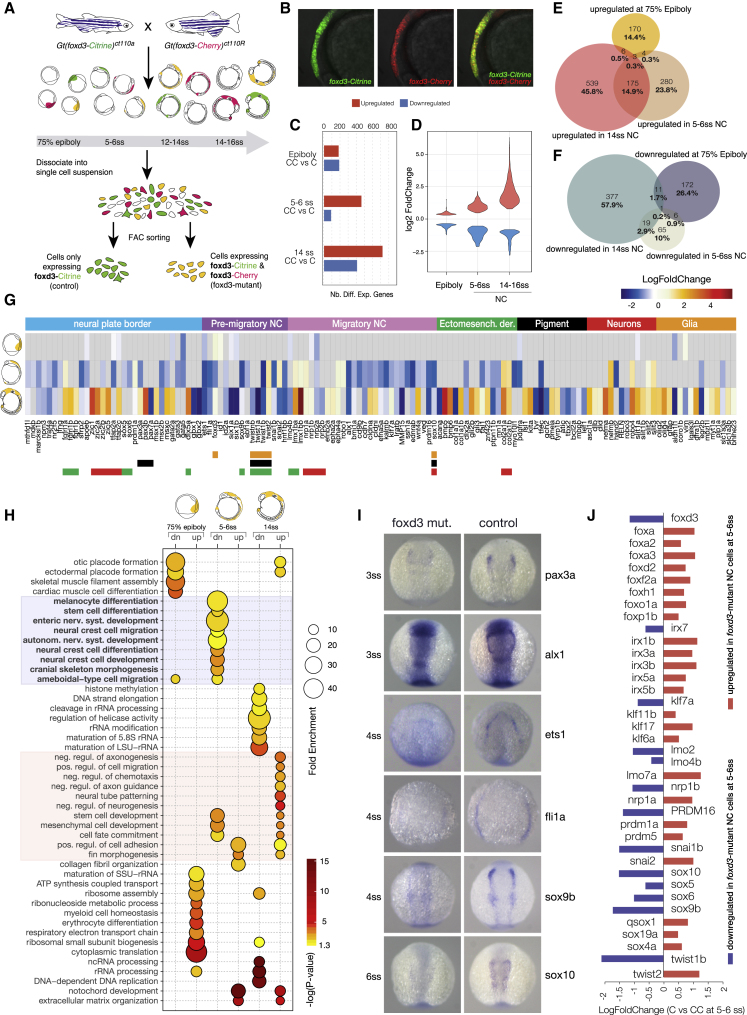
Transcriptional Profiling of *foxd3* Mutant NC (A) Experimental strategy for obtaining *foxd3*-mutant (yellow) and *foxd3*-control (green) NC cells. Mutant (Citrine/Cherry; CC) and control (Citrine only; C) NC cells were isolated by FACS from crosses of heterozygote fluorescent *foxd3* transgenic fish, *foxd3-mCherry and foxd3-Citrine* at three stages—75% epiboly, 5–6ss, and 14ss. (B) Lateral view of a *foxd3*-mutant embryo expressing both Citrine and mCherry instead of foxd3 in premigratory NC. (C and D) (C) Bar plot comparing numbers of differentially expressed genes in *foxd3*-mutant and control NC and (D) violin plots comparing fold-change differences. (E and F) Venn diagrams comparing upregulated (E) and downregulated (F) genes in *foxd3*-mutant cells. (G) Heatmap showing fold change in expression of known NC genes between *foxd3*-mutant and control cells at 75% epiboly, 5–6ss, and 14ss. Genes are grouped to reflect NC-GRN structure. (H) Bubble plot summarizing enrichment and ps (Benjamini-Hochberg corrected) for the most significant biological process GO terms associated to differentially expressed genes. (I) In situ hybridization of 3–6ss zebrafish embryos (dorsal view) showing decrease or loss in expression of NC specifier genes in *foxd3*-mutants. (J) Bar plot representing fold change in expression of NC factors showing that paralogs are differentially regulated by foxd3.

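At 75% epiboly, 1 of 18384 genes was higher in CC and 0 were lower. The higher gene was the tubulin gene *tuba1c* (ENSDARG00000055216, chromosome 23, 35591853 to 35595371 on danRer10), at 1029 ± 2.58 in C and 4028 ± 344 in CC, a log2 fold change of 1.97 (SE 0.135, adjusted p = 0.0116). The *foxd3* transcript itself was 6093 ± 2743 in C and 15363 ± 2617 in CC, a log2 fold change of 1.33 (SE 0.291, adjusted p = 0.806), and DESeq2 called it higher. At an unadjusted p under 0.05, 362 genes were higher and 416 lower, and DESeq2 called 7 higher and 38 lower. With replicate number as a block, 243 genes were higher and 184 lower; leaving out C replicate 2 gave 108 and 89, C replicate 1 24 and 74, CC replicate 1 20 and 46, and CC replicate 2 13 and 14.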

At 75% epiboly, differential expression analysis between *foxd3*-mutant (CC) and control samples (C) yielded comparable numbers of upregulated and downregulated genes. In contrast at 5–6ss and 14–16ss, a larger number of putatively repressed foxd3 targets (or upregulated genes) was observed (Figures 2C and 2D), suggesting a possible change between activator and repressor roles of foxd3 during NC ontogeny. 

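At 5–6ss, 255 genes were higher in CC and 58 lower, so 81.5% of the called genes were higher. The largest increases included *xkr9* (3.26), the secreted chaperone gene *clu* (2.40) and the cartilage gene *cnmd* (2.20), and the largest decreases the pigment cell factor gene *tfec* (−4.58), *gnb3b* (−3.84) and the growth factor gene *hbegfb* (−2.74), each a log2 fold change. At 14–16ss, 3597 genes were higher and 3324 lower, so 51.97% were higher. Here the largest increases included *dachc* (6.82), the homeobox gene *irx4b* (6.00) and *myrf* (5.94), a regulator of myelin genes, and the largest decreases the BMP antagonist gene *grem2b* (−3.92), *alx4b* (−3.86) and the tight junction gene *cldn19* (−3.41). DESeq2 called 950 higher and 411 lower at 5–6ss, and 3333 higher and 3413 lower at 14–16ss. With replicate number as a block, 1196 genes were higher and 671 lower at 5–6ss. There, 1 model over 12 libraries gave 578 and 185, and edgeR without its low-count filter 524 and 179. Without CC replicate 2, 144 genes were higher and 30 lower at 5–6ss, without C replicate 2 38 were lower, and without CC replicate 1 2120 genes were lower at 14–16ss. The calls of *tfec* and *gnb3b* were lost without C replicate 2 and without CC replicate 2, and that of *tfec* also without CC replicate 1.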

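Of the 255 genes higher in CC at 5–6ss, 204 were also higher at 14–16ss, where 48.0 would be shared by independent lists of these sizes (Fisher's exact test, one-sided, p = 6.0e-101). Of the 58 lower genes, 37 were also lower at 14–16ss, against 10.2 (exact p = 6.2e-15). The direction turned for 9 genes that were higher first and lower later and for 5 that were lower first and higher later, among them *pax3a*, a neural plate border factor, and *klf7a*. Genes higher at both stages included the collagen genes *col2a1a* and *col2a1b*, the Notch ligand gene *jag1a* and *lmx1bb*. The single called gene at 75% epiboly, *tuba1c*, was also higher at 14–16ss (log2 fold change 1.83), and 0 genes called at 75% epiboly were called at 5–6ss. By DESeq2, 10 genes were lower at both 75% epiboly and 5–6ss, and 12 at both 75% epiboly and 14–16ss.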

Sets of upregulated and downregulated genes were distinct at different stages, with some level of overlap between 5–6ss and 14–16ss, in particular among the genes de-repressed in *foxd3* mutants (Figures 2E and 2F).

FoxD3 is required for maintenance of the multipotent NC progenitor pool and, at later stages, for control of distinct NC lineage decisions, mostly by repressing mesenchymal and promoting neuronal derivatives (Dottori et al., 2001, Kos et al., 2001, Lister et al., 2006, Montero-Balaguer et al., 2006, Mundell and Labosky, 2011, Stewart et al., 2006, Teng et al., 2008). Examination of gene ontology (GO) terms overrepresented in differentially regulated genes indicated that at 75% epiboly, foxd3 appears to repress cell metabolism pathways, in particular ribosome biogenesis, RNA processing, and translation genes, as well as to negatively control genes involved in progenitor adhesion and migration (e.g., *nrp2a*, *nrp1b*, *slit1a*; ^∗^p < 0.05; Figures 2G and 2H), while at the same time priming genes involved in tissue-specific programs (*gata2a*, *gata5*, *ets1*, *six1a*/*b*, *tfap2a*/*c*, etc.) 

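At 75% epiboly, no ribosomal protein gene passed the test over all genes. Of 78 measured ribosomal protein genes, edgeR called 0 (at an unadjusted p under 0.05 48 higher, by DESeq2 none, 28 higher when adjusted over the list alone), with a median log2 fold change of 0.41. Examples are *rps29* (0.80), *rpl36* (0.68) and *rps11* (0.66). The list's difference from other genes had an adjusted p = 0.563 with an estimated correlation. Of 37 ribosome biogenesis genes, edgeR called 0 (at an unadjusted p under 0.05 1 higher, by DESeq2 none, none when adjusted over the list alone), and of 19 translation factor genes, edgeR called 0 (at an unadjusted p under 0.05 none, by DESeq2 none, none when adjusted over the list alone). The guidance receptor genes *nrp2a* (335 ± 27.2 in C and 106 ± 20.8 in CC, a log2 fold change of −1.65 (SE 0.257, adjusted p = 0.491)) and *nrp1b* (log2 fold change −0.85) and the ligand gene *slit1a* (−0.52) were not called, and DESeq2 called *nrp2a* lower. The endoderm factor gene *gata5* (2885 ± 672 in C, 888 ± 136 in CC, a log2 fold change of −1.70 (SE 0.197, adjusted p = 0.274)) and the mesoderm and crest factor gene *ets1* (a log2 fold change of −1.11 (SE 0.206, adjusted p = 0.602)) were not called, and were lower by DESeq2 and by edgeR in some other settings. Also not called, by edgeR with all libraries and its filter or by DESeq2, were *gata2a* (−0.85), *six1b* (−1.51) and *tfap2a* (−0.45), which were lower in some other edgeR settings, and *six1a* (−1.34) and *tfap2c* (−0.51), called in none. Of the 11 genes the study names here, edgeR called 0 (at an unadjusted p under 0.05 1 higher and 10 lower, by DESeq2 1 higher and 3 lower, 1 higher and 10 lower when adjusted over the list alone), and a list chosen on these samples is not independent evidence of its direction.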

(Figures 2G and 2H). 

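In *foxd3*-mutant cells at 5–6ss, the transcripts of most neural crest specifier genes fell. The SoxE gene *sox10* (ENSDARG00000077467, chromosome 3, 2013056 to 2022138 on danRer10) stood at 9012 ± 322 in C and 2996 ± 332 in CC (SD, n = 2 each), a log2 fold change of −1.59 (SE 0.116, adjusted p = 0.0116). Its relative *sox9b* (ENSDARG00000043923, chromosome 3, 62341795 to 62348451) was 2844 ± 147 in C and 804 ± 20.4 in CC, a log2 fold change of −1.82 (SE 0.126, adjusted p = 0.0116). The EMT factor genes *twist1b* (4186 ± 243 in C and 888 ± 69.2 in CC; log2 fold change −2.24, adjusted p = 0.0116) and *snai1b* (1878 ± 253 in C and 598 ± 98.98 in CC; −1.65, adjusted p = 0.0193) and *ets1* (1733 ± 86.7 in C and 460.2 ± 114 in CC; −1.91, adjusted p = 0.0193) fell as well. Of 14 neural crest specifier genes, 10 fell and 4 did not pass the test (1 higher and 11 lower when adjusted over the list alone; adjusted p = 0.135 with an estimated correlation). The 10 include *foxd3*, the mutated gene itself, and the paper names several of the list's genes on these samples. Of 20 neural plate border genes, which act earlier, 1 rose and 2 fell (3 higher and 9 lower when adjusted over the list alone). Beside these, of 11 blood and vessel genes 1 fell and 10 did not pass (1 higher and 7 lower when adjusted over the list alone), with a median log2 fold change of −1.63, and of 78 ribosomal protein genes 2 fell (67 lower when adjusted over the list alone). The paper picked its lower genes from these samples; 10 of the 15 measured fell (14 lower when adjusted over the list alone), which is not independent evidence.

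**Figure D2:**
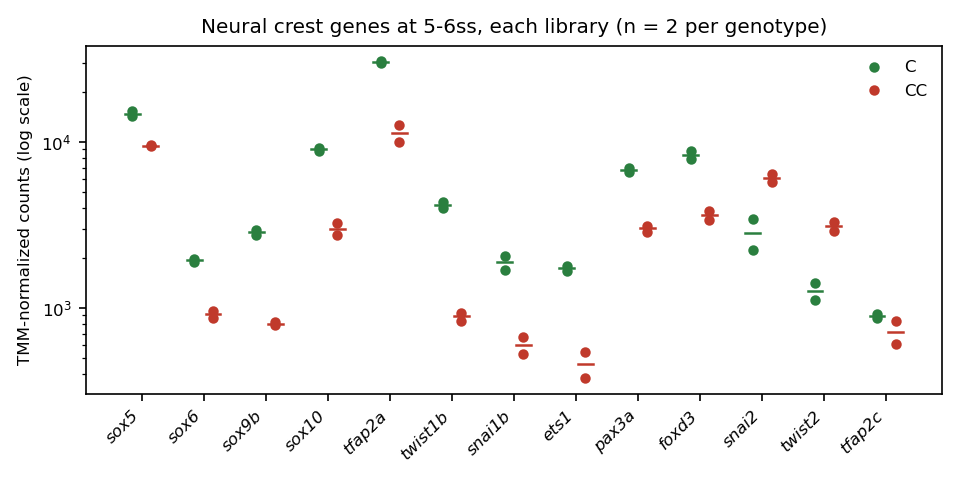
TMM-normalized counts of 13 neural crest genes in each C and CC library at 5–6ss, on a log axis. Points are the 2 libraries of each genotype and bars their means; *sox10* has means of 9012 in C and 2996 in CC.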

Strikingly at 5–6ss, we found *foxd3*-mutant cells (CC) downregulated a large proportion of known NC genes distributed across all defined NC-GRN modules (^∗∗^p < 0.01; Figures 2G and 2H), many of which were *bona fide* NC transcription factors (∼40%) and signaling or cell junction and adhesion molecules (∼25%) (Figures 2G and S3B). 

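The AP-2 gene *tfap2a* (ENSDARG00000059279, chromosome 24, 8581298 to 8592141), a factor of the neural plate border and crest, fell at 5–6ss from 30135 ± 557 in C to 11281 ± 1938 in CC (SD, n = 2 each), a log2 fold change of −1.42 (SE 0.129, adjusted p = 0.0157). Its paralog *tfap2c* was 893 ± 32.5 in C and 716 ± 160.5 in CC and was not called (a log2 fold change of −0.32 (SE 0.201, adjusted p = 0.522)), nor in any alternative. The gene *prdm1a*, needed for the choice between crest and sensory neurons, was 7234 ± 2039 in C and 13217 ± 1088 in CC and was not called by edgeR (a log2 fold change of 0.87 (SE 0.189, adjusted p = 0.0844)); DESeq2 called it higher.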

Some factors previously reported to act upstream of *foxd3*, such as *prdm1* and *tfap2a/c* (Li and Cornell, 2007, Powell et al., 2013, Sauka-Spengler and Bronner-Fraser, 2008), were downregulated (Figure 2G), challenging proposed epistatic relationships within the NC-GRN. Statistical overrepresentation of the entire set of genes downregulated at 5–6ss yielded highly significant association with neural crest and stem cell development GO terms as well as terms linked to onset of EMT, cell adhesion changes, and NC cell migration (Bonferroni; ^∗∗^p < 0.01; Figure 2H). 

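The endothelin receptor gene *ednrab*, used by migrating crest (log2 fold change −2.12, SE 0.233, adjusted p = 0.0193), *fli1*, a factor of vessels and crest mesenchyme (−1.64, adjusted p = 0.0212), and the BMP target gene *msx2b* (−1.47, adjusted p = 0.0464) fell in CC at 5–6ss. Of the SoxD genes, which act beside *sox10*, *sox6* fell by 1.07 on the log2 scale (adjusted p = 0.0267) and *sox5* by 0.64 (adjusted p = 0.0307). Of 24 Sox genes, 4 fell and 20 did not pass (3 higher and 6 lower when adjusted over the list alone). Of 18 pluripotency genes, edgeR called 0 (at an unadjusted p under 0.05 2 higher and 5 lower, by DESeq2 2 higher and 4 lower, 2 higher and 4 lower when adjusted over the list alone). The call of *sox6* was lost without CC replicate 2, and that of *sox5* without C replicate 1, without CC replicate 1 and without CC replicate 2.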

Interestingly, enriched terms also linked to NC derivative fates (pigment cells, cranial skeletal development, and autonomic and enteric nervous system). However, this enrichment was correlated to the defect in expression of the core NC TFs (*pax3a*, *sox9b*, *sox10*, *tfap2a*, etc.) that act both in NC specification and later in NC differentiation rather than to the loss of NC downstream differentiation markers proper, which were unaffected at premigratory stage (5–6ss) (Figure 2G). 

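Among genes of crest derivatives at 5–6ss, those of ectomesenchyme and cartilage changed in both directions. Of 10 pigment cell genes, 1 fell and 9 did not pass (1 lower when adjusted over the list alone); the member that fell was *tfec*, a factor of the pigment cell progenitor. Of 15 ectomesenchyme and cartilage genes, 4 rose, 3 fell and 8 did not pass (4 higher and 5 lower when adjusted over the list alone). Among those that fell were *hand2* and *alx1*, factors of the jaw and face mesenchyme, with log2 fold changes of −2.45 (SE 0.406, adjusted p = 0.0454) and −1.86 (SE 0.215, adjusted p = 0.0212). The call of *hand2* was lost without C replicate 2 and without CC replicate 2.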

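The paired box gene *pax3a* (ENSDARG00000010192, chromosome 2, 47517818 to 47578737), which acts at the neural plate border and later in pigment cells, fell at 5–6ss from 6768 ± 295 in C to 3005 ± 178 in CC (SD, n = 2 each), a log2 fold change of −1.17 (SE 0.106, adjusted p = 0.0157). Not called at this stage were the melanosome gene *pmelb* (log2 fold change −2.13, SE 1.04), the receptor tyrosine kinase gene *kita* (1.02, SE 0.309) and the myelin gene *plp1a* (0.89, SE 0.328). Of 17 genes on the list of glia, 2 fell and 15 did not pass (2 lower when adjusted over the list alone); those that fell were *egr2b*, a factor of hindbrain and Schwann cells, and the glutamate transporter gene *slc1a3a*. The test on simulated counts recovered 10% of genes at a log2 fold change of 0.5 at this stage and 44% at 1. Most changes of these sizes would therefore be missed at this depth and number of libraries.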

Downregulation of NC specifiers was confirmed by in situ hybridization (Figure 2I).

Analysis of *foxd3* mutant cells (CC) at migratory NC stages (14–16ss) showed dysregulation of NPB and derivative markers (Figure 2G). 

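At 14–16ss, many genes of the neural plate border and of neurons rose in CC. Of 20 neural plate border genes, 13 rose, 6 fell and 1 did not pass (13 higher and 6 lower when adjusted over the list alone; adjusted p = 0.207 with an estimated correlation); *zic1*, *zic2a* and *zic5*, zinc finger factors of the early neural plate, had log2 fold changes of 4.00 (SE 0.172, adjusted p = 2.2e-08), 3.01 and 2.69. Of 23 genes of neurons, 15 rose, 3 fell and 5 did not pass (17 higher and 3 lower when adjusted over the list alone; adjusted p = 0.250). Of 17 genes of glia, 9 rose, 4 fell and 4 did not pass (9 higher and 5 lower when adjusted over the list alone; adjusted p = 0.322), and of 15 genes of pigment cells, 4 rose, 5 fell and 6 did not pass (4 higher and 5 lower when adjusted over the list alone; 4 higher and 3 lower by DESeq2). Beside these, of 17 neural plate and tube genes 13 rose, 1 fell and 3 did not pass (adjusted p = 0.191 with an estimated correlation), and of 10 notochord and floor plate genes 9 rose and 1 fell (adjusted p = 0.189). The floor plate signal gene *shha* had a log2 fold change of 2.02 and the neural tube factor gene *sox2* of 1.71. The lists of neurons, glia and pigment cells include genes that the paper names on these samples. Their counts are therefore not fully independent evidence of a direction.

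**Figure D3:**
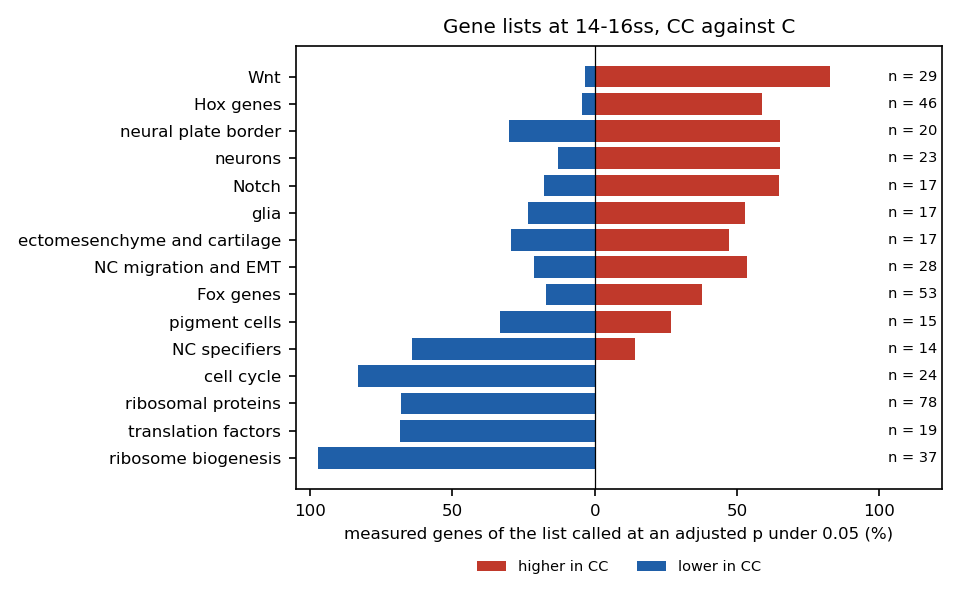
Percent of the measured members of selected gene lists that were higher or lower in CC than in C at 14–16ss at an adjusted p under 0.05 from edgeR. Lists of cells outside the crest, some of which also rose, are not drawn. Each bar is 1 list with its number of measured genes.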

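In mutant cells at 14–16ss, the ectomesenchyme genes *lmx1bb* (368 ± 16.0 in C and 21240 ± 3579.9 in CC; log2 fold change 5.85, SE 0.168, adjusted p = 1.3e-09) and *bmp5*, a bone morphogenetic protein gene (788 ± 16.2 and 25618 ± 3301; 5.02, SE 0.150, adjusted p = 1.4e-09), rose. Smaller increases were found for *bmp6* (3.32) and the collagen gene *col2a1b* (1.57). Of genes for axons and neurons, *robo4* (3.28), *slit1a* (2.30), *slit1b* (1.54), *slit3* (1.73) and the Delta ligand gene *dlb* (1.09) rose, while *dld*, another Delta ligand gene, fell (−0.51, adjusted p = 0.00575; the call was lost without CC replicate 1). Of genes that the paper places in pigment lineages, *kita* (2.96), *pmela* (1.63), *tyrp1b* (1.64), *isl1a* (1.87) and *ascl1a* (2.21) rose. Here *isl1a* and *ascl1a* stand on the list of neurons and not on that of pigment cells. The gene *pmelb* did not pass (0.15, adjusted p = 0.843), and the call of *tyrp1b* was lost without CC replicate 2 and in 1 model over 12 libraries. Glial genes that rose were *gfap* (1.43), *olig4* (2.63), *gfra1b* (2.86), *plp1a* (1.80) and *slc1a3b* (1.203), and *plp1b* did not pass (−0.97, adjusted p = 0.0892). Of the 25 genes the study names here, 22 rose, 1 fell and 2 did not pass (22 higher and 2 lower when adjusted over the list alone; adjusted p = 0.122 with an estimated correlation); chosen on these samples, they are not independent evidence of a direction.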

Surprisingly, in migrating *foxd3*-mutant NC, we observed an untimely upregulation of markers of ectomesenchymal derivatives (*lmx1ba/b*, *bmp5/6*, *col2a1b*) and neuronal lineages (*delta b/d*, *robo4*, *slit1a/b*, *slit2*/*3*), but only partially of melanophore, xanthophore (*isl1*, *kita1*, *pmela*/*b*, *tyrp1b*, *ascl1a*), and glial lineages (*gfap*, *olig2*/*4*, *gfra1b*, *myt1a*/*b*, *plp1*, *slc1a3b*, *bhlhe23*), which normally would be expressed much later or not expressed in *foxd3+* NC derivatives (Figure 2G). Notably, two other characterized zebrafish *foxd3* mutants, mother superior (*mos*) (Montero-Balaguer et al., 2006) and sympathetic (*sym1*) (Stewart et al., 2006), showed cranio-facial defects at later stages of development (∼3 dpf [days post fertilisation]) affecting branchial arches while *sym1* mutants were also lacking sympathetic neurons. Our observed mis-expression of differential markers at 14–16ss that were expected to be expressed at later stages (∼20ss) suggests a likely dysregulation of differentiation of daughter cell types at stages prior to that at which the phenotype is observed.

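Several of these genes already stood higher in CC at 5–6ss. The cartilage collagen gene *col2a1a* was 3328 ± 256 in C and 9449 ± 962 in CC (SD, n = 2 each), a log2 fold change of 1.50 (SE 0.120, adjusted p = 0.0134), and *col2a1b* had a log2 fold change of 1.41 (adjusted p = 0.0275). The LIM homeobox gene *lmx1bb* rose by 0.94 on the log2 scale (adjusted p = 0.0291), a call lost in 1 model over 12 libraries. The guidance receptor gene *robo4* (1.33, adjusted p = 0.0193) and the ligand gene *slit3* (1.26, adjusted p = 0.0154) rose; *slit2* (0.62, adjusted p = 0.0693) was not called by edgeR with all libraries and its filter, and was higher by DESeq2, without a filter, with the replicate block and without CC replicate 1. Of the 29 genes the study names as higher at this stage, 11 rose and 18 did not pass (29 higher when adjusted over the list alone; 29 by DESeq2; adjusted p = 0.135 with an estimated correlation), which is not independent evidence, since they were picked from these samples. Beside these, of 10 notochord and floor plate genes 2 rose and 8 did not pass (6 higher when adjusted over the list alone; adjusted p = 0.272 with an estimated correlation), and of 7 hatching gland genes edgeR called 0 (at an unadjusted p under 0.05 6 higher, by DESeq2 2 higher, 6 higher when adjusted over the list alone), with a median log2 fold change of 1.83 and an adjusted p = 0.327 for the list with an estimated correlation.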

Several derivative and ectomesenchymal markers (*col2a1a*/*b*, *lmx1bb*/*b*) and cell surface signaling molecules (*epha4a*, *slit2*/*3*, *robo4*), were already de-repressed at the premigratory stage (Figure 2G), in line with a role of foxd3 in preventing premature differentiation into NC derivatives. Statistical overrepresentation tests associated the upregulated gene sets to multiple GO terms reflecting biological processes essential for NC migration (cell migration and adhesion), suggesting a possible role of foxd3 in active repression mesenchymal and migrating programs at this stage (Figures 2G and 2H). 

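Of 28 genes of crest migration and EMT measured at 5–6ss, 3 rose, 2 fell and 23 did not pass (10 higher and 6 lower when adjusted over the list alone). The semaphorin receptor gene *nrp1a* rose by 1.02 on the log2 scale (SE 0.111, adjusted p = 0.0193), whereas its relatives *nrp1b* (−1.95) and *nrp2a* (−0.71) did not pass. Among the largest increases were the collagen gene *col6a1* (2.07) and *filip1b* (2.14). At 14–16ss, 15 of 28 list members were higher and 6 lower (15 higher and 6 lower when adjusted over the list alone; adjusted p = 0.300 with an estimated correlation), among them the cadherin gene *cdh6* (1.90).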

Interestingly, a number of derivative markers associated with late NC differentiation (neurogenesis, axonogenesis), not expressed above background (> 1FPKM) in *foxd3+* control cells (C) at this stage, were upregulated (de-repressed) in *foxd3*-mutant cells (CC), suggesting a continuous repressive role of foxd3, possibly ensuring commitment to specific NC lineages.

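Among 23 genes of neurons at 5–6ss, edgeR called 0 (at an unadjusted p under 0.05 6 higher, by DESeq2 4 higher, 3 higher when adjusted over the list alone). By 14–16ss, the neuronal RNA-binding protein gene *elavl3* (1.37), the proneural gene *neurod4* (1.71) and the dopamine receptor gene *drd2b* (5.57) had risen in CC. The neurofilament gene *nefma* had 0 counts in both C libraries and a mean of 61.5 normalized counts in CC at that stage.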

To assess whether the foxd3 mutant cells retain their NC identity, we performed comparative differential expression analysis of *foxd3*-control (C) and *foxd3*-mutant (CC) cells versus the corresponding foxd3-negative embryonic cells. 

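Sorted *foxd3*-negative cells (Neg) served as the reference for C and for CC at 75% epiboly and at 14–16ss, with 2 libraries per group and the same edgeR test over 16754 to 21155 genes. At 75% epiboly, 3102 genes were higher and 2710 lower in C than in Neg, and 3450 higher and 3021 lower in CC. At 14–16ss, 656 genes were higher and 2683 lower in C, and 827 higher and 1886 lower in CC. The Neg libraries at 14–16ss differed from each other far more than any other pair: without Neg replicate 2, 6120 genes were higher and 5932 lower in C and 6782 and 6299 in CC, and without Neg replicate 1 3673 and 5028 in C and 2992 and 4044 in CC. Without C replicate 1, 379 genes were higher and 1672 lower in C, without C replicate 2 378 and 1617, without CC replicate 1 537 and 1001 in CC, and without CC replicate 2 526 and 1180. At 75% epiboly, without Neg replicate 1 1651 and 1106 genes were higher and lower in C and 1766 lower in CC, and without Neg replicate 2 1655 and 1103 in C and 1716 lower in CC. The 5–6ss Neg files hold 8 genes each and were not used.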

Examination of their transcriptional signature shows that *foxd3*-mutant cells retain a mesenchymal NC-like phenotype and have distinct signatures from the other cells in their environment (Figure S3C). This is consistent with extensive phenotypic analysis of *foxd3*-mutants demonstrating that they exhibit defects in formation of the full complement on NC derivatives (Hochgreb-Hägele and Bronner, 2013).

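Mutant cells carried several neural crest transcripts far above the *foxd3*-negative cells at 14–16ss. The *foxd3* values follow in part from sorting on its reporter. Against Neg, the log2 fold change in CC was 8.09 for *foxd3*, 6.30 for *sox10*, 4.51 for *snai1b*, 4.07 for *twist1b*, 3.85 for *sox9b*, 3.10 for *tfap2a*, 2.44 for *sox5* and 1.54 for *ets1*. In control cells, the values were 7.58 for *foxd3*, 6.77 for *sox10*, 4.92 for *snai1b*, 5.68 for *twist1b*, 4.17 for *sox9b*, 3.26 for *tfap2a* and 3.22 for *ets1*. The epidermal and border factor gene *tfap2c* was lower than in Neg in both, by −3.35 in CC and −5.18 in C. Not called in CC were *twist1a* (−0.19, adjusted p = 0.83), *snai2* (−1.48, adjusted p = 0.055), *fli1* (−0.25, adjusted p = 0.625) and *id2a* (0.17, adjusted p = 0.785). In C, *twist1a* was called higher than in Neg (2.56), while *snai2*, *fli1* and *id2a* were not called. At 75% epiboly, *foxd3* stood above Neg by 3.89 in C and 5.23 in CC, while *tfap2a* stood below it, by −2.65 and −3.09.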

Interestingly, several paralogs belonging to the same gene family were differentially regulated in the mutant cells. For instance, key NC factors (*snai1b*, *twist1b*, etc.) were downregulated, while *snai2* and *twist2* were upregulated (Figure 2J), offering a possible mechanism for rescue of *foxd3* transcriptional phenotype by paralogous genes (Marletaz et al., 2015). Additionally, several Fox transcription factors were upregulated in *foxd3* mutants, which suggests a different, upstream compensating mechanism by different Fox family members.

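Within gene families, paralogs went in opposite directions at 5–6ss. The gene *twist2* (ENSDARG00000078266, chromosome 9, 46038780 to 46043000), a paralog of *twist1b*, rose from 1264 ± 204 in C to 3102 ± 287 in CC (SD, n = 2 each), a log2 fold change of 1.30 (SE 0.156, adjusted p = 0.0229). The *snai1b* paralog *snai2* (ENSDARG00000040046, chromosome 24, 35501019 to 35507036) was 2817 ± 837 in C and 6072 ± 483 in CC, a log2 fold change of 1.11 (SE 0.202, adjusted p = 0.0564); edgeR did not call it, and DESeq2, the test without a filter, the replicate block and 1 model over 12 libraries did. By 14–16ss, *twist2* was still higher in CC (1.096, adjusted p = 0.00162), and *snai2* was lower (−1.40, adjusted p = 5.1e-04). The paralogs *twist1b* (−1.64) and *twist1a* (−2.79) were lower at that stage.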

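Of 50 measured Fox genes at 5–6ss, 1 rose, 1 fell and 48 did not pass (6 higher and 1 lower when adjusted over the list alone; adjusted p = 0.289 with an estimated correlation), and the member that fell was *foxd3*. The member that rose was *foxa*, a gene of endoderm and axial mesoderm, from 4202 ± 110.3 to 9059 ± 1460.1 (SD, n = 2 each), a log2 fold change of 1.11 (SE 0.132, adjusted p = 0.0225). Its relatives *foxa2* (0.62, adjusted p = 0.0587) and *foxa3* (1.21, adjusted p = 0.0803), also of endoderm and floor plate, did not pass, nor did *foxd2* (0.83, adjusted p = 0.0906), *foxf2a* (1.06) and *foxo1a* (0.90). DESeq2 called 8 Fox genes higher and 1 lower. At 14–16ss, 20 of 53 were higher and 9 lower (21 higher and 9 lower when adjusted over the list alone; adjusted p = 0.207).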

Altogether, these results show that foxd3 may play different regulatory roles depending on the temporal context. Importantly, in the absence of a functional foxd3 protein, much of the NC specification module is absent at 5–6ss. We also find unexpected other Fox proteins and alternative NC factor upregulation that suggests a potential compensation in the mutant and explains a partial rescue of NC specification by early delaminating NC stages (Figures 2J and S3D). While genes associated with NC and stem cell processes are downregulated in the mutant premigratory NC, genes governing migration and differentiation are upregulated at migratory stages (Figure 2H), suggesting that foxd3 switches from an activator to a repressor of NC programs.

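At 14–16ss, genes of ectomesenchyme and cartilage changed in both directions in CC, and more Notch pathway genes rose than fell. Of 17 ectomesenchyme and cartilage genes, 8 rose, 5 fell and 4 did not pass (8 higher and 5 lower when adjusted over the list alone, adjusted p = 0.186 with an estimated correlation). The member *col2a1a* rose by 3.15 on the log2 scale. The collagen gene *col9a1a*, which fell by 2.85, is not on this list but on that of notochord and floor plate. Of 17 Notch pathway genes, which hold neural progenitors back from differentiation, 11 rose, 3 fell and 3 did not pass (11 higher and 3 lower when adjusted over the list alone; adjusted p = 0.194), with *notch3* at 2.78 and *jag1a* at 1.74. At 5–6ss, 3 rose and 14 did not pass of 17 (6 higher and 2 lower when adjusted over the list alone), among them *notch3* (0.56) and *notch2* (0.87). Of 18 pluripotency genes, 7 rose, 1 fell and 10 did not pass at 14–16ss (9 higher and 1 lower when adjusted over the list alone), and of 22 Sox genes 10 rose, 3 fell and 9 did not pass (10 higher and 3 lower when adjusted over the list alone). From genes of the crest that are lower in the premigratory mutant cells and genes of migration and differentiation that are higher at migratory stages, the paper proposes that foxd3 turns from an activator into a repressor of crest programs.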

### Biotin-ChIP Confirms Direct Bimodal Action of foxd3 on the NC Gene Regulation

To further investigate the apparent bimodal function of foxd3 in gene regulation throughout NC ontogeny, we interrogated the genome-wide dynamics of direct foxd3 binding from early steps of NC induction (75% epiboly, 1–2ss) and specification (5–6ss) to migratory NC stages (14ss). To this end, we used our recently developed binary biotagging approach (Trinh et al., 2017), enabling specific biotinylation of target proteins *in vivo* for subsequent use in biochemical procedures (Figure 3A). The effector transgenic zebrafish line*, TgBAC(foxd3-Avi-2A-Citrine)*^*ox161*^, expressing Avi-tagged foxd3 protein in an endogenous fashion (Figure 3B), was crossed to the ubiquitous BirA driver, *Tg(ubiq:NLS-BirA-2A-Cherry)*^*ox114*^, expressing the biotin ligase, BirA, targeted to the nucleus (Figure 3A). The resulting progeny was collected for biotin ChIP-seq (Figure 3C), with BirA-only expressing embryos used as control.

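Biotin ChIP was done on nuclei with biotin-tagged foxd3, with 1 ChIP library and 1 input library each at 75% epiboly, 1–2ss, 5–6ss and 14ss, and on BirA-only embryos at 5–6ss as the control. The authors mapped reads to danRer10 with Bowtie, down-sampled the input and called peaks with HOMER at a fixed size of 200 bp. The paper gives a number of unique reads for each library, and the lists carry no score, so a stricter threshold could not be examined. Each stage has 1 library, so intervals on shares of peaks are exact (Clopper-Pearson) and cover counting error only. Peaks were taken as overlapping at 1 bp or more with bedtools, and a peak was assigned to the gene with the nearest start site among genes with a mean FPKM above 1 over the C and CC libraries of the stage tested.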

**Figure 3:**
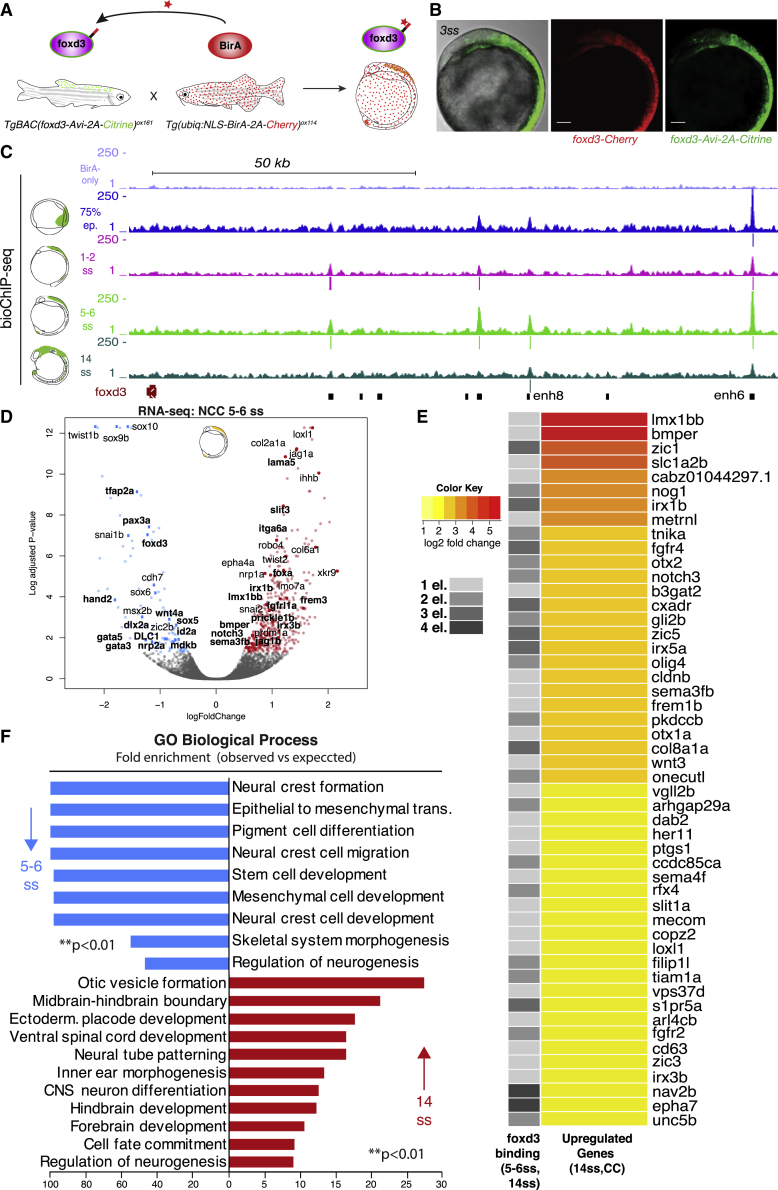
Biotin-ChIP Analysis Supports a Direct Bi-modal foxd3 Regulatory Action on NC Gene Expression (A) Experimental strategy for biotagging foxd3 protein *in vivo*. Zebrafish transgenics expressing Avi-tagged *foxd3* and ubiquitous NLS-BirA are crossed to obtain embryos expressing biotinylated foxd3 for use in biotin ChIP-seq. (B) Lateral view of the embryo issued from crosses of *TgBAC(foxd3-Avi-2A-Citrine)*^*ox161*^ and *Gt(foxd3-mCherry)*^*ct110R*^ shows overlap of Citrine and Cherry reporters. Scale bars correspond to 100 μm. (C) Genome browser screenshot showing mapped foxd3-biotin-ChIP-seq at 75% epiboly (in blue), 1–2ss (in pink), 5–6ss (in light green) and 14ss (in dark green) developmental zebrafish stages within the *foxd3* regulatory locus. BirA-only ChIP-seq control at 5–6ss is shown in purple (top track). Positions of called peaks are indicated as vertical lines underneath each biotin-foxd3 ChIP track. The bottom track black boxes display identified *cis*-regulatory elements of the *foxd3* gene. (D) Volcano plot highlighting that most NC specifiers are downregulated in *foxd3*-mutant NC at 5–6ss. On the left side (downregulated genes), genes directly bound by foxd3 at 1–2ss are marked in bold. On the right side (upregulated genes), genes that are still upregulated at 14ss and are directly bound by foxd3 at 5–6ss and 14ss are marked in bold. (E) Heatmap displaying top 50 most upregulated genes, based on log_2_-fold change of differential gene expression, out of total 223 genes, at 14ss in *foxd3* mutant (CC) NC that were found to be occupied by foxd3 at 1, 2, 3, or 4 associated *cis*-regulatory elements at 5–6ss and 14ss. (F) Bar plot showing GO terms significantly enriched (^∗∗^p < 0.01) to downregulated genes at 5–6ss in blue and upregulated genes at 14ss in red in *foxd3*-mutant embryos that were bound by foxd3 at 1–2ss and at 5–6ss/14ss, respectively.

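Foxd3 peaks were found at start sites and at distal sites. The control list holds 89 peaks, so few foxd3 peaks could overlap it, and the overlaps given next do not measure specificity. The BirA control list shared 4 of its peaks with the 75% epiboly peaks, 1 with those at 1–2ss, 2 with those at 5–6ss and 2 with those at 14ss. Within 1 kb of a start site lay 32.4% of the 5–6ss peaks, 25.4% of the 1–2ss peaks, 11.4% of the 75% epiboly peaks and 6.99% of the 14ss peaks, against 10.1% of the control peaks. Positions shifted by 50 kb gave 4.18% to 6.18% in these lists.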

Biotin ChIP-seq revealed 624 foxd3-bound regions at 75% epiboly, 531 at 1–2ss NC, 2,955 at 5–6ss NC and 658 at 14ss NC, with only 89 non-specific peaks identified in the BirA-only controls. 

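The foxd3 peaks of different stages overlapped in part. Of 531 peaks at 1–2ss, 202 (38.0%, exact 95% interval 33.9% to 42.3%) overlapped a peak at 5–6ss, where 2955 were listed. Of 658 peaks at 14ss, 101 (15.4%, 12.7% to 18.3%) did, and of 624 peaks at 75% epiboly, 121 (19.4%, 16.4% to 22.7%). Open chromatin of C cells held 76.4% of the 5–6ss peaks and 56.7% of the 1–2ss peaks at their own stage, 29.3% of the 75% epiboly peaks, and, in the 5–6ss ATAC list, 25.4% of the 14ss peaks and 20.2% of the 89 control peaks. There is 1 library per stage, so a change in peak number between stages cannot be tested here.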

The substantial increase in foxd3-occupied genomic loci at 5–6ss followed by a drop in the peak number at 14ss suggests that the 5–6 somite stage represents a highly dynamic interface stage encompassing both activating and repressive modes of foxd3 action.

We next sought to distinguish genes that are either directly activated or repressed by foxd3. To this end, we annotated each NC foxd3-biotin ChIP-seq peak to the nearest expressed gene at the corresponding or later stage. 

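Peaks were linked to expressed genes by the nearest start site, 1–2ss and 5–6ss peaks with the genes of 5–6ss and 5–6ss and 14ss peaks with those of 14–16ss. The share of called genes with a peak was compared with that of expressed genes not called, by Fisher's exact test (two-sided). Beside it, genes in the same of 10 classes of territory length, the distance between the neighbouring start sites, were drawn 100000 times. In simulations, the Fisher test passed in 6.5% of cases at 5–6ss where called genes had longer territories and no link to peaks, and in 100% at 14–16ss, against 2.0% and 20.5% for the matched draws. At a true odds ratio of 3, it passed in 108 of 200 cases at 5–6ss.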

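Among genes lower in CC at 5–6ss, 6 of 57 expressed ones (10.5%, exact 95% interval 3.96% to 21.5%) had a foxd3 1–2ss peak, against 466 of 12904 genes not called (3.61%; odds ratio 3.14, Fisher's exact test p = 0.0171). The 6 genes include *pax3a*, *tfap2a* and the Wnt ligand gene *wnt4*. Matched genes carried a peak in 4.41% of cases (permutation p = 0.0755), and without CC replicate 2 2 of 28 genes had 1 (exact p = 0.274). Among genes higher in CC at 14–16ss, 788 of 2602 (30.3%, 28.5% to 32.1%) had a 5–6ss or 14ss peak, against 1394 of 8115 (17.2%; odds ratio 2.09, exact p = 1.9e-44), and matched genes 20.0% (permutation p = 2e-05, the smallest the draws can give). Among genes lower at 14–16ss, the share was 17.5% (536 of 3059, exact p = 0.674). The paper describes the genes in such shares as directly bound by foxd3.

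**Figure D4:**
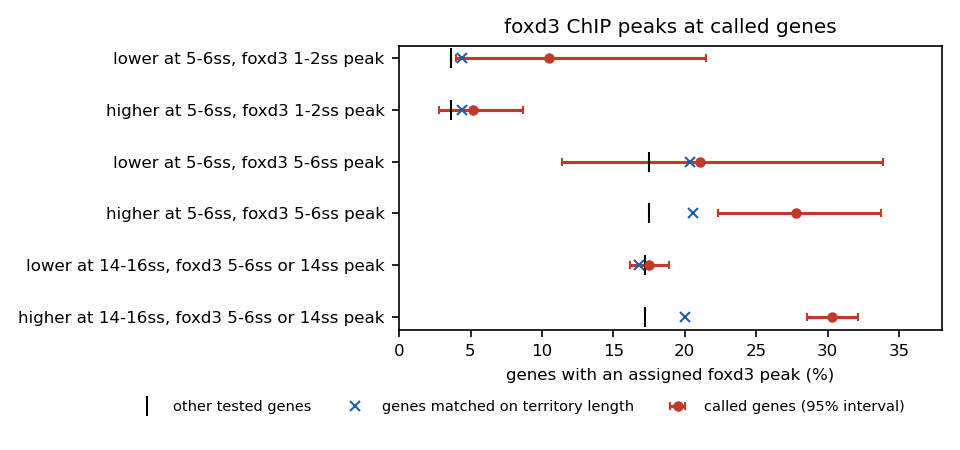
Percent of called genes with a foxd3 peak (points, with exact 95% intervals) and percent of expressed genes not called, for genes lower and higher in CC at 5–6ss and 14–16ss. Genes higher at 14–16ss stand at 30.3% against 17.2%.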

We found that 14.3% of genes downregulated in the 5–6ss *foxd3*-mutant NC (Figure 3D) and 30.8% of genes upregulated in the 14ss *foxd3-*mutant NC were normally directly bound by foxd3. Notably, 61 out of 223 direct foxd3 target genes (at 5–6ss and 14ss) were found upregulated in *foxd3* mutants starting from 5–6ss (Figure 3D). This further supports our hypothesis that foxd3-mediated activation of later NC factors and foxd3 repression of those no longer used co-occur at the premigratory NC stage.

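Of the 788 genes higher in CC at 14–16ss that had a foxd3 peak at 5–6ss or 14ss, 68 were also higher at 5–6ss. Among all genes higher at 5–6ss, 70 of 252 expressed ones (27.8%, exact 95% interval 22.3% to 33.7%) had a 5–6ss peak, against 17.5% of genes not called (Fisher's exact test p = 5.7e-05; matched genes 20.5%, permutation p = 0.00624). Genes lower at 5–6ss carried a peak of the same stage in 12 of 57 cases (21.1%, 11.4% to 33.9%, exact p = 0.484). Peaks of 1–2ss lay at 13 of the 252 higher genes (5.16%, exact p = 0.230).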

Statistical overrepresentation of foxd3-primed, directly controlled genes, downregulated in *foxd3*-mutant at 5–6ss (Figure 3D) revealed a significant association with neural crest, stem cell, and mesenchymal cell development, NC cell migration, and regulation of neurogenesis (^∗∗^p < 0.01; Figure 3F). Important genes in NC development, such as *pax3a*, *tfap2a*, *nrp2a*, and *foxd3* itself, appeared to be positively regulated by the upstream action of foxd3 at early premigratory NC stages. Similarly, expression of transcription factors *id2a* and *gata3*, a signaling molecule *wnt4a* and a cytokine *mdkb* (all implicated in NC neuronal lineages), also appeared to be activated by foxd3 (Figure 3D). Conversely, by 14ss stage, foxd3-facilitated gene repression was directed at various genes involved in cell fate commitment, including *olig2*, *tfap2c*, and *hey2*, wnt signaling genes (e.g., *wnt3*), and neuronal differentiation (e.g., *slit2/3*, *neurod4*, *gli2b*, *otx2*, and *efna1b*; Figures 3E and 3F).

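The paired box gene *pax3a* had a foxd3 1–2ss peak inside the gene, on chromosome 2 from 47572294 to 47572493, 6344 bp from its start site. A 5–6ss peak overlapped it, from 47572352 to 47572551. For *tfap2a*, the 1–2ss peak lay on chromosome 24 from 8500237 to 8500436, 91805 bp from the start site, and a 14ss peak inside the gene from 8589292 to 8589491. The guidance receptor gene *nrp2a* had a 1–2ss peak on chromosome 1 from 5203171 to 5203370, 154973 bp away. No peak of any stage was assigned to *foxd3* itself by the nearest start site. The paper marks called peaks in the regulatory locus of *foxd3*, and this rule can give such peaks to another gene. At 5–6ss *nrp2a* did not pass the edgeR test (adjusted p = 0.0760).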

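The gene *id2a*, an inhibitor of differentiation factors, had a foxd3 1–2ss peak 63 bp from its start site, on chromosome 17 from 34857788 to 34857987. Its log2 fold change at 5–6ss was −0.67 (SE 0.134, adjusted p = 0.0692) and at 14–16ss −0.89 (adjusted p = 1.7e-04). The zinc finger gene *gata3*, a factor of sympathetic neurons, had peaks at the same site at all 4 stages, 78660 bp from its start site at 1–2ss (chromosome 4, 24996553 to 24996752), and a log2 fold change of −1.33 at 5–6ss (adjusted p = 0.118). The Wnt ligand gene *wnt4* (1–2ss peak on chromosome 11 from 38965598 to 38965797) fell at 5–6ss (−0.78, SE 0.116, adjusted p = 0.0349). The midkine gene *mdkb* (peak inside the gene, chromosome 25, 7749324 to 7749523) had a log2 fold change of −0.60 (adjusted p = 0.0534). The call of *wnt4* was lost without C replicate 1, without CC replicate 1, without CC replicate 2 and in 1 model over 12 libraries.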

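At 14–16ss, fate genes with an assigned foxd3 peak stood higher in CC. The motor neuron and oligodendrocyte factor gene *olig2* (5–6ss peak on chromosome 9, 32959750 to 32959949) rose by 1.71 on the log2 scale, *tfap2c* (5–6ss peak on chromosome 6, 56164766 to 56164965) by 1.77 and the Notch effector gene *hey2* (5–6ss peak 184 bp from its start site, chromosome 20, 39693420 to 39693619) by 1.19. The Wnt ligand gene *wnt3* (14ss peak on chromosome 12, 22135588 to 22135787) rose by 2.45 and *otx2b*, a forebrain factor gene (5–6ss peak on chromosome 17, 44154052 to 44154251), by 2.81. Of neuronal genes, *gli2b* (5–6ss peak on chromosome 11, 43570735 to 43570934) rose by 2.70, the ephrin gene *efna1b* (14ss peak inside the gene, chromosome 16, 23372040 to 23372239) by 1.92, and *slit2*, with a 5–6ss peak inside the gene, by 1.14. No peak was assigned to *slit3*. Of 18 direct targets the study names, 13 rose, 2 fell and 3 did not pass at 14–16ss (13 higher and 2 lower when adjusted over the list alone, adjusted p = 0.207 with an estimated correlation). The 18 join genes that in the paper appear activated by foxd3, among them *pax3a* and *wnt4*, with genes it describes as repressed. Both *pax3a* and *wnt4* rose at this stage, so the 13 are not a count of repressed targets. Since the study chose the 18 on these samples, they are not independent evidence.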

Cumulatively, our foxd3 biotin ChIP-seq data in premigratory and migratory NC argue for direct activation of a large portion of NC specification genes, followed by direct repression of cell differentiation genes, particularly to prevent premature differentiation into neuronal lineages.

### foxd3 Affects Chromatin Accessibility of Distal *cis*-Regulatory Elements

The counter-intuitive finding that a large number of NC specification factors (Figures 2G and 3D) were downregulated in *foxd3*-mutant at 5–6ss raises the intriguing possibility that, much like FoxA1/A2 factors during endodermal specification (Iwafuchi-Doi et al., 2016), FoxD3 may act as a pioneer factor during NC specification. Therefore, in addition to its described role as a transcriptional repressor (Xu et al., 2007, Xu et al., 2009), FoxD3 may modulate the local epigenetic state of multiple *cis*-regulatory elements and thus positively control NC genes. To assess chromatin accessibility status in *foxd3*-mutant NC cells, we carried out cell-type specific assay for transposase-accessible chromatin using sequencing (ATAC-seq) at different stages of NC formation on either FAC-sorted *foxd3*-expressing (C) and *foxd3*-mutant NC cells (CC) (75% epiboly and 5–6ss) or on dissected *foxd3*-mutant and control anterior embryonic cells at 1–2ss. In addition, we used our previously published 16ss *sox10*-specific ATAC-seq (Trinh et al., 2017), containing an extensive cohort of open *cis*-regulatory elements in migratory NC.

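ATAC peaks are listed per library for C and CC, with 2 libraries each at 75% epiboly and 5–6ss, and at 1–2ss, where the paper used dissected anterior cells of control and mutant embryos in place of sorted cells, with 2 libraries of C and 1 of CC. The authors mapped reads to danRer10 with Bowtie, displaced them by +4 and −5 bp, called peaks with MACS2 in each library and removed peaks in unmappable regions. The lists carry no score and no read counts, so accessibility itself could not be compared and the depth of each library is unknown. Peaks numbered 68424 and 70790 in C and 43596 and 84672 in CC at 75% epiboly, 78101 and 73363 in C and 71688 in CC at 1–2ss, and 95296 and 89252 in C and 86319 and 79747 in CC at 5–6ss. A group's peaks were those of replicate 1 that overlapped a peak of replicate 2 by 1 bp or more, and elements found in C or CC alone had no overlap with a group peak of the other genotype. Each element, promoters included, was assigned to the gene with the nearest start site, and a promoter was taken from 1000 bp upstream to 100 bp downstream of a start site.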

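Peaks found in both replicates numbered 31300 in C and 28669 in CC at 75% epiboly, 31847 in C at 1–2ss, and 51452 in C and 41288 in CC at 5–6ss. At 75% epiboly, 48.1% of the C peaks lay in gene bodies, 27.9% between genes and 24.0% at promoters. At 1–2ss promoters held 23.1% of the C peaks and at 5–6ss 18.6%.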

We recovered a constant number of open chromatin regions (ATAC-seq peaks) at all early stages with a similar genomic distribution as distal (intronic, intergenic) or proximal (promoter). The dramatic increase in the total number of open elements in late migratory and differentiating NC cells was entirely accounted for by novel distal non-promoter elements (Figure 4A). 

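The genomic places of C and CC peaks were close at 75% epiboly, CC cells having 25.1% at promoters, 47.5% in gene bodies and 27.4% between genes. At 5–6ss, 21.4% of CC peaks were at promoters (exact 95% interval 21.0% to 21.8%, for counting error only). Elements found in 1 genotype lay at promoters less often: 14.6% of those in C alone and 10.9% of those in CC alone at 75% epiboly, against 28.9% of shared elements. Of the 5–6ss elements, 60.1% of those shared by C and CC overlapped a C peak at 75% epiboly, but 20.1% of those in C alone and 16.1% of those in CC alone.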

The foxd3 depletion did not affect the distribution of peaks according to genomic annotation (p = 0.8743 and 0.614 for epiboly and 5–6ss, respectively), and over 60% of total peaks observed in *sox10*-specific differentiated cells were already opened at earlier stages (Figures 4B and 4E). To verify whether the open chromatin state of promoters and distal *cis*-regulatory elements correlates with gene expression, we analyzed the transcription levels of the closest associated genes. We noted a bimodal distribution of gene expression levels associated with putative enhancer elements at all stages but with putative promoters only at epiboly. Unimodal distributions after epiboly for genes associated with putative promoters indicated an onset of the *cis*-regulatory role for foxd3 at 5–6ss (Figure 4C). Moreover, while at 75% epiboly, the difference in number of unique peaks in control (C) and cells is negligible (21% versus 19%), the number of peaks in control cells at 5–6ss is almost 2-fold of that in mutants (33% versus 17%) (Figure 4D).

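At 75% epiboly, 10859 elements were found in C alone and 7750 in CC alone, which is 27.8% and 19.8% of all elements, with 20441 shared. At 5–6ss, 18533 elements were found in C alone and 8162 in CC alone, which is 31.1% and 13.7%, with 32919 shared. A group reduced to 1 library is not filtered by its replicate, which raises its share by construction, so the next values hold the effect of this filter and do not show by themselves that a library matters. Elements in C alone made up 62.6% of all at 75% epiboly without C replicate 1, 61.4% without C replicate 2, 3.81% without CC replicate 1 and 19.1% without CC replicate 2. The shares in CC alone were 7.72%, 6.65%, 64.5% and 41.2%. At 5–6ss, elements in C alone made up 56.3% without C replicate 1, 59.2% without C replicate 2, 15.2% without CC replicate 1 and 11.8% without CC replicate 2, and those in CC alone 5.88%, 5.56%, 44.8% and 47.1%. At 1–2ss, where CC has 1 library, 7739 elements were in C alone and 47461 in CC alone.

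**Figure D5:**
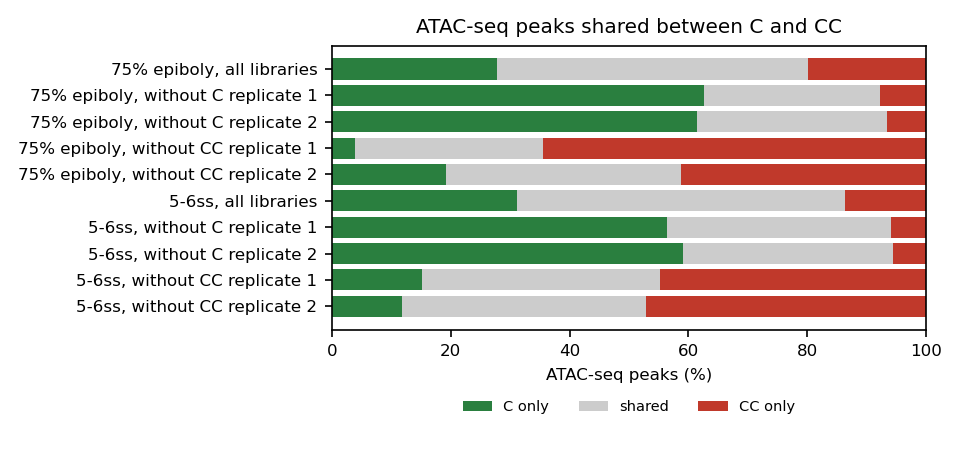
Percent of ATAC elements found in C alone, shared, or found in CC alone at 75% epiboly and 5–6ss, with all libraries and with each library left out. With all libraries at 5–6ss, 31.1% are in C alone and 13.7% in CC alone.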

**Figure 4:**
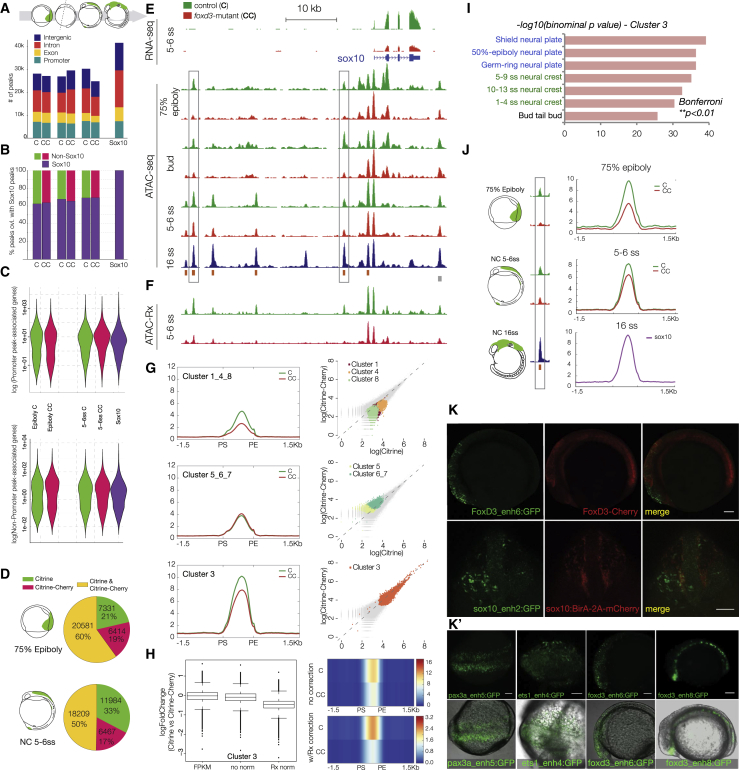
Epigenomic Profiling of Chromatin Accessibility in *foxd3* Mutant NC across Developmental Time (A and B) (A) Stacked bar plots depicting genomic annotation of ATAC-seq peaks across stages analyzed (75% epiboly; bud stage; 5–6ss and 14–16ss) and (B) quantification of open elements at earlier stages as a proportion of accessible elements detected in migrating/differentiating NC. (C) Violin plots correlating putative promoter and *cis*-regulatory elements with gene expression levels. Bimodal distribution of gene expression is associated with putative enhancers at all stages, but with promoters only at epiboly. (D) Pie charts comparing Citrine-only, Cherry-only, and Citrine/Cherry peak number proportions of ATAC-peaks. (E) Genome browser screenshot showing RNA-seq and ATAC-seq profiles in *foxd3* mutant (red) and *foxd3*-control cells (green) within *sox10* locus. (F) Tracks showing normalized ATAC-Rx profiles obtained using reference exogenous *Drosophila* epigenome. (G) Mean density maps of merged profiles and corresponding scatterplots of raw counts for *k*-means clusters featuring elements with differential accessibility and signal levels in *foxd3*-mutant and controls at 5–6ss. (H) Boxplots and heatmap (raw read counts) showing fold change in accessibility and comparing ATAC signal levels between control (C) and mutants (CC) *k*-cluster 3 elements with and without Rx normalization. (I) Bar chart depicting functional annotation of *k*-cluster 3 shows enrichment in zebrafish gene expression ontology terms linked to NC and neural plate development (Bonferroni; ^∗∗^p < 0.01). For further analysis of *k*-cluster, see Figure S4. (J) Merged profiles for 3,565 elements open at 75% epiboly showed more prominent accessibility defect than at 5–6ss (C ≫ CC, > 50%), suggesting biological compensation over time. (K and K′) *Cis*-regulatory elements from *k*-cluster 3 show NC-specific reporter activity. (K) Lateral and frontal view of embryos injected with *foxd3*-enh6 and *sox10*-enh2 GFP reporter constructs into the genetic background of *foxd3*-*Cherry* and *sox10*:*BirA-2A-Cherry*, respectively. Scale bars correspond to 100 μm. (K′) Fluorescent and bright-field overlay images of *pax3a* and *ets1* (dorsal view) and foxd3 (lateral view) enhancers. Scale bars correspond to 100 μm.

To investigate whether the accessibility dynamics of distal regulatory elements could account for the drastic depletion of NC specification genes at 5–6ss, we compared the ATAC-seq profiles in *foxd3*-mutant (CC) and *foxd3*-control cells (C) (Figure 4E). *K-*means clustering identified 8 cohesive groups of elements with 3 general trends: (1) *k*-clusters 1, 4, and 8 contained lower signal elements with prominent accessibility differences between mutant and controls (C ≫ CC), (2) *k*-clusters 5, 6, and 7 comprised elements of equally low comparable accessibility (C ≈ CC), and (3) *k*-cluster 3 contained highly accessible regions with broad ATAC-seq peak distribution that showed intermediate signal decrease in mutants (C > CC) (Figure 4G). Functional annotation of *k*-clusters using GREAT Tool (McLean et al., 2010) singled out two clusters reflecting NC regulatory mechanisms—*k*-clusters 3 and 4 showed specific enrichment of zebrafish gene expression ontology terms linked to NC and neural plate development (Bonferroni; ^∗∗^p < 0.01; Figures 4I and S4A).

To quantify the observed difference in ATAC-seq signal, we adapted a ChIP-Rx method (Orlando et al., 2014) that enables genome-wide quantitative comparative analysis of histone modification ChIP signal (ATAC-Rx). To this end, ATAC was performed on mutant (CC) and control (C) *foxd3*-expressing NC cells at 5–6ss, spiked with *Drosophila melanogaster* S2 cells as a reference exogenous epigenome (Figure 4F). 

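For ATAC-Rx at 5–6ss, 1 library of C and 1 of CC cells were mixed with *Drosophila* S2 cells and mapped by the authors to danRer10 and dm6 together. The files hold MACS2 peaks with no read counts, so the normalization to the spike-in could not be repeated and depth is unknown. Peaks numbered 80217 in C and 70876 in CC. Of these, 37897 were shared, 42320 were found in C alone and 32875 in CC alone.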

Quantification after Rx normalization demonstrated a discernible fold-change difference in accessibility between control (C) and mutant (CC) elements (Figure 4H), thus further confirming the defect in opening of specific distal *cis*-regulatory elements in the *foxd3*-mutant, previously identified by *k*-means clustering.

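Elements that were open in C alone by ATAC at 5–6ss were found in the ATAC-Rx list of C but not CC in 23.2% of 18533 cases, in that of CC but not C in 11.9%, in both in 26.1% and in neither in 38.8%. Elements open in CC alone gave 21.4% of 8162, 12.2%, 23.3% and 43.2%. Shared elements were in both ATAC-Rx lists in 77.8% of 32919 cases. Each genotype has 1 ATAC-Rx library, so no test between libraries can be made; the exact 95% intervals, for counting error alone, were 22.6% to 23.8% and 20.5% to 22.3% for the C-specific shares. From the change in accessibility after Rx normalization, the paper concludes that certain distal elements open less in mutant cells.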

To investigate dynamics of chromatin opening over developmental time, we performed *k*-means clustering of the 75% epiboly and bud stage ATAC data. We found a subset of *k*-cluster 3 elements was open at 75% epiboly (∼20%; 3,565 el. [elements]), with a more prominent change in enhancer accessibility in *foxd3* mutants at this stage (C ≫ CC; > 50%) as compared to 5–6ss (Figure 4J), suggesting the defect in foxd3 mutants is compensated over time.

Using an efficient reporter assay in zebrafish, we tested the activity of ∼30 putative regulatory elements from *k*-clusters 3 and 4. *k*-cluster 4 regions were not active at 5–6ss but perhaps are used at later stages, to maintain NC specifiers that remained downregulated in 14–16ss *foxd3* mutants. *k*-cluster 3 elements drove reporter expression at 5–6ss with striking NC-specific activity, recapitulating endogenous expression of their cognate genes (Figures 4K and 4K′), thus strongly suggesting they act as their *cis*-regulatory elements.

### Hotspot Enhancers Associated with Downregulated NC Specification Genes Harbor Specific NC Regulatory Code

*k*-cluster 3 included elements involved in both neural and NC development (Figure 4I). However, *foxd3*-mutants presented defects only in NC formation, suggesting that neural *cis*-regulatory modules may not require *foxd3* activity for proper function. Further *k*-means clustering of *k*-cluster 3 revealed two pooled subgroups that were generated by assembling subclusters that exhibited similar accessibility characteristics (Figures 5A–5C): (1) *k*-cluster 3.1 containing *cis*-regulatory elements that displayed lower accessibility in *foxd3* mutants and (2) *k*-cluster 3.2 containing elements with no accessibility change. GREAT analysis further functionally segregated these subclusters: *k*-cluster 3.2 was associated with ontology terms linked only to neural plate and tube development while *k*-cluster 3.1 contained enhancers implicated in NC specification or neuronal differentiation (Bonferroni; ^∗∗^p < 0.01; Figures 5D and 5F). From henceforth, we refer to putative elements in *k*-cluster 3.1 as “hotspot enhancers.”

**Figure 5:**
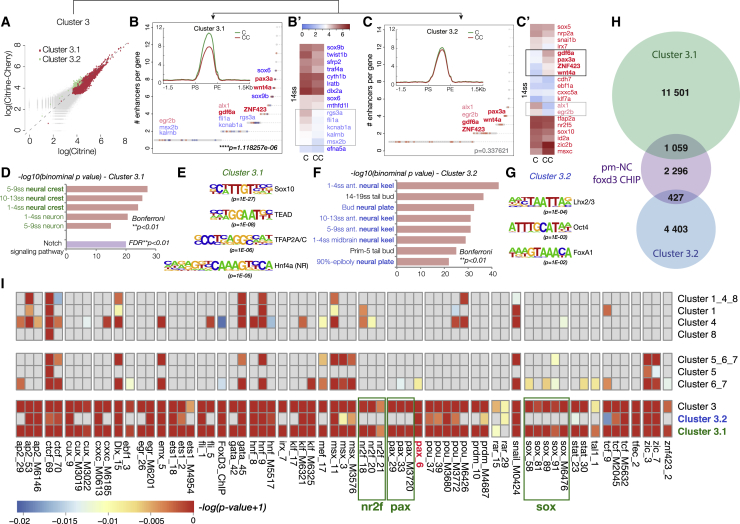
Characterization of Hotspot Enhancers (A) Scatterplot showing subclustering of *k*-cluster 3, one containing elements of lower accessibility in *foxd3* mutants (*k*-cluster 3.1; 12,366 el.; R_Cl3.1_ = 0.77) (B) and the other elements with no change in chromatin accessibility (*k*-cluster 3.2; 4,754 el.; R_Cl3.2_ = 0.97) (C). (B and C) Plots representing genes assigned to *k*-cluster 3.1 (B) and *k*-cluster 3.2 (C) ranked by the number of associated elements. (B′ and C′) Heatmaps showing later expression (14ss) of NC genes depleted in 5–6ss mutant NC. Genes controlled solely by 3.1 elements (in blue) are shown in (B′) and those harboring both 3.1 and 3.2 elements (in red) are depicted in (C′). Genes that remain downregulated at 14ss are labeled in light color print, and those overexpressed are shown in bold. (D and F) Functional annotation by GREAT associates *k*-cluster 3.1 with neural crest specification or neuronal differentiation (D) and *k*-cluster 3.2 with neural plate/tube development (F) (Bonferroni; ^∗∗^p < 0.01). (E and G) Top transcription factor binding site (TFBS) motifs enriched in 3.1 (E) and 3.2 (G) elements. (H) Venn diagrams showing a number of elements from *k*-clusters 3.1 (in green) and 3.2 (in blue) that are directly bound by foxd3 at premigratory NC (pm-NC) stages (in purple: 75% epiboly, 1–2ss, and 5–6ss ChIP-seq peaks). (I) Comprehensive TF binding motif map representing significantly enriched TFBS for TF expressed at 5–6ss across different *k*-clusters.

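Among genes lower in CC at 5–6ss, 34 of 58 (58.6%, exact 95% interval 44.9% to 71.4%) had an element open in C alone, against 41.1% of genes not called (Fisher's exact test p = 0.0105). Examples are *ets1*, with 6 elements in C alone and 0 in CC alone, *tfap2a* with 5 and 1, *twist1b* with 3 and 0, *snai1b* with 3 and 0 and *sox10* with 2 and 0, while *sox9b* had 6 shared elements and none in 1 genotype. Genes higher at 5–6ss had an element in C alone in 147 of 255 cases (57.6%, exact p = 1.7e-07) and in CC alone in 33.7% (exact p = 2.9e-05). Genes in the same of 10 classes by number of ATAC peaks had an element in C alone in 62.8% of draws for the lower genes (permutation p = 0.479) and 57.3% for the higher genes (permutation p = 0.944). Elements in CC alone were found at 24.1% of the lower genes, against 22.2% of genes not called (exact p = 0.752) and 39.7% of these matched genes (permutation p = 0.0064). The matched number of peaks counts the tested elements too, so the match can take away a real excess. With the lower genes of DESeq2, the share with an element in C alone was 42.6% (exact p = 0.477).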

To link the putative regulatory elements identified in *foxd3*-mutant (CC) and control (C) NC cells to their transcriptional programs, we first assigned all identified non-promoter ATAC-seq elements to the genes expressed at each corresponding stage (Figure S4C). To connect the transcriptional and regulatory *foxd3* phenotypes at 5–6ss, we assigned hotspot enhancers (*k*-cluster 3.1) and elements from *k*-cluster 3.2 to the corresponding genes expressed at this stage and ranked those genes by the number of elements associated (Figures 5B and 5C). Hotspot enhancers correlated to the ensemble of NC specification genes downregulated at 5–6ss with high statistical significance (^∗∗∗∗^p = 1.12E−60). Moreover, no other *k*-cluster, including 3.2, showed significant association to genes either up- or downregulated in the *foxd3*-mutant at 5–6ss.

A number of NC specifiers that were downregulated in *foxd3*-mutants at 5–6ss recovered their expression by 14ss. 

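At 14–16ss, some crest specifier genes stood close to their control levels and others did not. In CC, *sox10* had 41870 normalized counts against 60401 in C, a log2 fold change of −0.53 (SE 0.131, adjusted p = 0.00795), *sox9b* a log2 fold change of −0.37 (adjusted p = 0.0318) and *snai1b* of −0.47 (adjusted p = 0.0135); all 3 were still lower. Not called were *tfap2a* (−0.21, adjusted p = 0.207), *sox5* (−0.25, adjusted p = 0.137) and *sox6* (−0.12, adjusted p = 0.575). The border gene *pax3a* was higher in CC (7280.4 ± 1225 in C and 16299 ± 2452 in CC; 1.16, SE 0.149, adjusted p = 1.0e-04), and *ets1* was lower (−1.72, adjusted p = 2.4e-06). Of 14 specifier genes, 2 rose, 9 fell and 3 did not pass (2 higher and 9 lower when adjusted over the list alone, adjusted p = 0.218 with an estimated correlation). The 2 that rose include *foxd3*, the mutated gene itself.

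**Figure D6:**
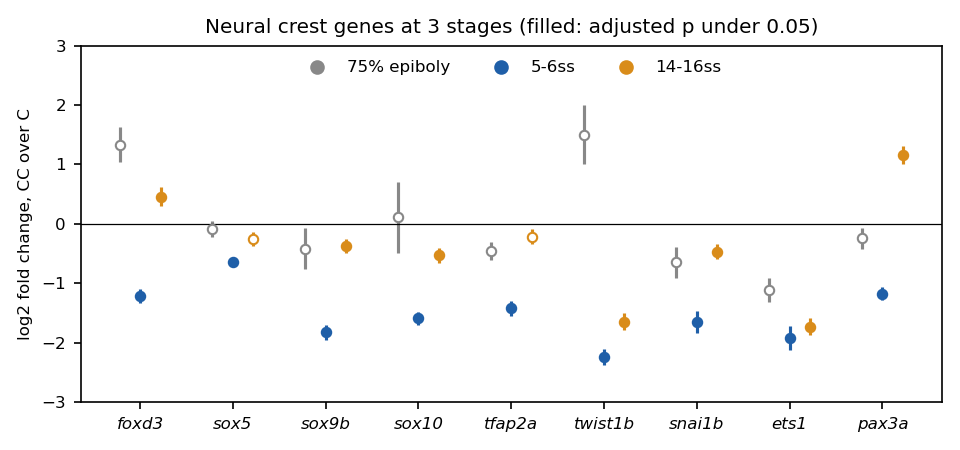
Log2 fold change (CC over C) with its standard error for 9 neural crest genes at 75% epiboly, 5–6ss and 14–16ss. Filled points have an adjusted p under 0.05 from edgeR; *pax3a* is lower at 5–6ss and higher at 14–16ss.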

We inquired whether *k*-cluster 3.2 regulatory elements (unaffected by loss of foxd3) could act instead of hotspot *k*-cluster 3.1 enhancers to rescue cognate gene expression. However, the genes controlled by both hotspot enhancers and *k*-cluster 3.2 elements (Figure 5C′) compared to those controlled solely by hotspot elements (Figure 5B′) did not recover more efficiently (50% versus 40% of genes, respectively, were still depleted in *foxd3*-mutants at 14ss). Instead, an important fraction (∼25%) of downregulated NC specifiers harboring 3.2 elements, were, in fact, upregulated in 14ss *foxd3*-mutant NC, and such upregulation was not observed for genes solely controlled by hotspot activating enhancers. Moreover, genes differentially upregulated at 14ss associated to *k*-cluster 3.2 with high statistical significance (p = 4.73E−74), suggesting that *k*-cluster 3.2 elements, were in fact linked to foxd3-mediated repression.

In line with their predicted assigned functions, transcription factor binding site (TFBS) analysis using Homer suite (Heinz et al., 2010) revealed that *k*-cluster 3.1 (hotspot enhancers) and *k*-cluster 3.2 elements harbored distinct regulatory codes. Hotspot enhancers presented a canonical neural crest signature featuring *bona fide* NC master regulators Sox10 (Sauka-Spengler and Bronner-Fraser, 2008), TFAP2a, and nuclear receptor NR2 (Rada-Iglesias et al., 2012) as top enriched binding motifs (Figure 5E), while *k*-cluster 3.2 top enriched motifs were Lhx2/3, a transcription factor involved in neural development and cortical neurogenesis (Bery et al., 2016), Oct4-Sox2, and multiple FoxA motifs (Figure 5G). Interestingly, the only other *k*-clusters that were enriched in NC motifs (TFAP2a and Ets1, but not Sox10) were *k*-clusters 1, 4, and 8 (Figure S4B), suggesting that regulatory elements whose opening is dependent on foxd3 display unifying features of an NC enhancer. Furthermore, we also found a number (∼10%) of hotspot and *k*-cluster 3.2 elements were directly bound by foxd3 at premigratory stages (Figure 5H). 

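Of the 3318 elements of cluster 3.1 that stand in cluster 4 of the overexpression clustering, 483 (14.6%, exact 95% interval 13.4% to 15.8%) overlapped a foxd3 peak at 5–6ss and 106 (3.20%) a peak at 1–2ss. Of the 2103 elements of cluster 3.1 in overexpression clusters 5, 7 and 9, 148 (7.04%, 5.98% to 8.22%) overlapped a 5–6ss peak and 32 (1.52%) a 1–2ss peak. The BirA control peaks overlapped 1 element of the first list and 0 of the second, which allows a share of up to 0.175%. A list of the elements of cluster 3.2 was not analysed here.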

Given the paucity of available zebrafish TFBSs, we also formulated a new approach to build comprehensive TF binding motif maps for each enhancer *k*-cluster to be used in statistical enrichment analyses. Similarly, the majority of NC TF motifs were present in the hotspot *k*-cluster 3.1 neural crest enhancers (Figure 5I), while *k*-cluster 3.2 elements clearly lacked sox10, nr2f, and most pax motifs, except for a single pax cluster, comprising human TF binding motifs for Pax3 and Pax7, previously shown to control both NC, neuronal and mesenchymal derivatives (Manderfield et al., 2014, Murdoch et al., 2012). Moreover, *k*-cluster 3.2 enhancers harbored the majority of hnf, tcf, klf, zic, and pou motifs, suggesting these elements could both drive NC derivative as well as stem cell maintenance programs at later stages of NC development and mediate repressive activity.

This analysis singled out *k*-cluster 3.1 as the *bona fide* NC enhancer cluster that contained hotspot *cis*-regulatory modules driving NC specification genes at premigratory stages. Defects in the chromatin accessibility of these hotspot enhancers resulted in the decrease of NC specifiers’ expression in *foxd3* mutants.

### foxd3 Primes Late Regulatory Elements Used in Migratory NC

To quantitatively evaluate events of chromatin opening at 5–6ss, we performed differential accessibility analysis using the DiffBind package (Stark and Brown, 2011). We identified 900 peaks that were differentially accessible in *foxd3*-control (C) versus *foxd3*-mutant (CC) neural crest (Figures 6A–6C); these elements exhibited low signal at 75% epiboly, only starting to open at 5–6ss, but were clearly accessible in the NC at 16ss (Figure 6D). Functional annotation of identified elements revealed significant enrichment of GO terms for stem cell development and differentiation, neural crest differentiation and migration, and mesenchymal cell differentiation (^∗∗^p < 0.01), as well as gliogenesis (^∗^p < 0.05), further suggesting these regions may act as *cis*-regulatory elements at later stages of NC ontogeny (Figure 6E). Interestingly, assigned genes included cell adhesion and migration factors that were de-repressed in *foxd3* mutant NC at later stages. Conversely, other associated NC regulatory factors that drive specific NC lineages and are normally highly expressed at later stages were depleted in the *foxd3* mutant at 14ss (Figure 6A). These results clearly suggest that, in addition to the NC specification program at premigratory NC stages, foxd3 continues to aid the opening of the *cis*-regulatory elements associated with NC differentiation, while, at the same time, negatively controlling gene expression of cell surface and migration machinery that ultimately has to be deactivated in order for cells to settle and differentiate. Importantly, association of stem cell development/differentiation genes to late NC enhancers further supports a role for foxd3 in controlling stem cell identity in the migrating and differentiating NC.

**Figure 6:**
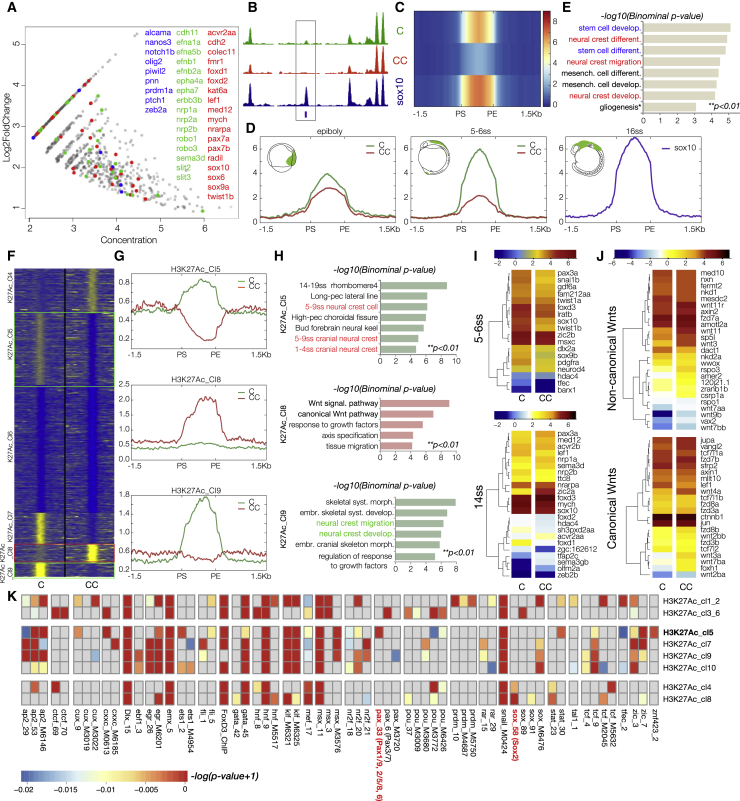
Differential ATAC-Seq Analysis and Clustering of Enhancers Based on H3K27Ac Profiles (A) Annotated MA plot depicting late opening enhancers significant by DiffBind analysis (p < 0.05, FDR<0.1) of the ATAC-seq signal at 5–6ss with annotated associated genes (stem cell genes, blue; cell adhesion/migration cues, green; NC specification and differentiation, red). (B) Genome browser screenshot exemplifying the type of element isolated by DiffBind (boxed). (C and D) (C) Heatmap (raw read counts) of all elements and (D) collapsed merged profiles indicating that identified elements are closed at epiboly and only start to open at 5–6ss. (E) Functional annotation of DiffBind-identified enhancers shows association with later roles in NC (^∗∗^p < 0.01). (F–H) (F) Heatmap depicting *k*-means linear enrichment clustering of H3K27Ac signal across non-promoter ATAC-seq peaks in *foxd3*-mutant (CC, Citrine/Cherry) and control (C, Citrine) at 5–6ss, (G) associated mean merged profiles for selected clusters, and (H) corresponding ontology enrichment bar plots indicating functional role of selected clusters. (I) Heatmaps showing expression of NC specification genes (log FPKM) associated with K27Ac_Cl5 at 5–6ss and NC migration/differentiation genes associated with K27Ac_Cl9 at 14ss in *foxd3*-mutant (CC) and control cells (C). (J) Heatmap depicting expression at 14ss of canonical and non-canonical Wnt pathway molecules (in log FPKM) associated with K27Ac_Cl8 that displays an increase in enhancer K27 acetylation in mutants. (K) TF binding motif map representing significantly enriched TFBS for TF expressed at 5–6ss across different K27Ac-clusters. See Figure S5 for other K27Ac clusters and corresponding ontology enrichment bar plots.

Taken together, our findings demonstrate that foxd3 controls NC gene activation by acting at a *cis*-regulatory level both during early NC specification and at later migratory NC stages. This realization contributes to converging evidence that foxd3 plays multiple, sometimes opposing, roles, particularly during the transition from NC specification to migration/differentiation stages.

### H3K27Ac on NC Enhancers Is Altered in foxd3 Mutants

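For H3K27Ac ChIP at 5–6ss, MACS2 peaks called by the authors at standard settings are listed for 1 ChIP of C and 1 of CC, each with an input; the lists carry no score and no read counts. They hold 85571 peaks in C, covering 80909502 bp, and 69192 in CC, covering 68800623 bp. Of these, 52163 C peaks overlapped a CC peak, 33408 (39.0%) were in C alone and 17074 CC peaks (24.7%) in CC alone. Start sites of genes, where H3K27 acetylation is usually found, were within 1 kb of 2.91% of C peaks and 2.93% of CC peaks, below the 4.15% at positions shifted by 50 kb; ATAC peaks of the same cells reached 19.0% to 20.0%. The lists are therefore not read here as places of acetylation, and no gene or element is given a value from them. One label of the CC sample names another stage, 14–16ss, which could not be settled from the files.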

To examine whether H3K27 acetylation, a hallmark of active enhancers, was affected in *foxd3*-mutant NC at 5–6ss, we carried out H3K27Ac ChIP using FAC-sorted *foxd3*-mutant (CC) and control *foxd3*-expressing NC cells (C). *k*-means clustering of H3K27Ac signal identified 10 clusters with differential patterns of H3K27 acetylation on putative *cis*-regulatory elements (Figures 6F, 6G, and S5). Four clusters (K27Ac_clusters 1, 2, 3, and 6) contained elements with no change in H3K27 acetylation, whereas four clusters showed a decrease (K27Ac_Cl5, 7, 9, and 10) and two an increase (K27Ac_Cl4 and Cl8) in H3K27Ac signal in *foxd3* mutant NC. In K27Ac_Cl5, acetylation in *foxd3*-mutants was abrogated below background levels, possibly indicating active removal of the H3K27Ac mark from the enhancers when they were not primed or bound by NC-specific TFs. Functional annotation of this cluster yielded specific enrichment of zebrafish GO terms linked to early (premigratory) NC, as well as nervous system development (Bonferroni; ^∗∗^p < 0.01; Figure 6H). The majority of NC genes downregulated in *foxd3* mutants at 5–6ss were associated with one or more K27AC_Cl5 elements (p = 1.59E−05; Figure 6I), suggesting that some of the enhancers initially opened by foxd3 and used during early NC specification also depended on this factor for appropriate acetylation. Similarly, H3K27Ac_Cl9 elements, characterized by strong K27Ac signal in controls and defect in *foxd3*-mutant cells (Figure 6G), were mainly associated with factors regulating late NC events such as migration and differentiation into derivatives such as cranial skeletal elements (Figure 6H). Interestingly, a number of these genes were upregulated in *foxd3*-mutants by 14ss, indicating a supplementary *foxd3*-linked gene and enhancer regulatory mechanism (Figure 6I). The putative role of foxd3 in repression of these NC genes until post-migratory stages is reminiscent of the observations made in studies of Foxd3 function in germ and pluripotent stem cells (Krishnakumar et al., 2016, Respuela et al., 2016).

In contrast, the increased H3K27 acetylation in *foxd3*-mutants suggests foxd3 involvement in active removal of this histone modification from cluster K27Ac_Cl8 enhancers that control of Wnt signaling pathway components (Figures 6G and 6H). Correspondingly, both canonical Wnt signaling ligands (*Wnt1*,*3*,*3a*,*8a/b*, *10a/b*), receptors (*fzd3*,*8b*,*10*, *fzdb*, *sfrp1a*), signal transduction effectors (*apc*, *axin2*, *wntless*, *tcf3a/b*, *tcf15*), as well as non-canonical Wnt signaling ligands (*wnt4a*,*5b*, *7b*,*11*,*11r*,*16*) and signal transduction effectors (*daam1a/b*, rho, *plc*, *nfat3b*), were differentially upregulated in *foxd3*-mutants at 14ss (Figure 6J).

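In mutant cells at 14–16ss, most Wnt pathway genes rose, and so did many genes of tissues outside the crest. Of 29 measured, 24 rose, 1 fell and 4 did not pass (25 higher and 3 lower when adjusted over the list alone; adjusted p = 0.207 with an estimated correlation). The canonical ligand genes *wnt8b* and *wnt3a* had log2 fold changes of 3.82 (SE 0.184, adjusted p = 4.7e-08) and 3.75 (SE 0.198, adjusted p = 9.8e-08), and the non-canonical ligand gene *wnt4* of 2.05. The member that fell was *tcf7l1a*, a transcription factor gene of the pathway (−0.41). This list was taken from Wnt genes that the paper names as higher in these samples. Its count is therefore not independent evidence of a direction. Of 9 genes known to be switched on by Wnt signaling, 3 rose, 2 fell and 4 did not pass (3 higher and 2 lower when adjusted over the list alone): *axin2* rose by 0.40 and *cdx4* by 0.79, while *lef1* (−1.205) and *nkd2b* (−1.22) fell. Beside these, 13 of 17 neural plate and tube genes rose (14 higher and 2 lower when adjusted over the list alone), as did 9 of 10 notochord and floor plate genes (9 higher and 1 lower when adjusted over the list alone), 7 of 13 epidermis genes (7 higher when adjusted over the list alone; 12 higher by DESeq2) and 4 of 7 hatching gland genes (4 higher when adjusted over the list alone). Whether the Wnt transcripts come from crest cells or from other cells in the sort was not tested. At 5–6ss, 2 rose, 1 fell and 26 did not pass of 29 Wnt pathway genes (6 higher and 3 lower when adjusted over the list alone), with *daam1b* (1.03) and *tcf7l1a* (0.91) higher.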

Interestingly, DNA motif enrichment patterns identified in individual K27Ac clusters differed from binding maps of hotspot *k*-cluster 3.1 enhancers. For instance, elements from K27Ac_Cl5 cluster, featuring complete repression in H3K27Ac signal in *foxd3*-mutants, lacked enrichment in sox, prdm, or pax3/7 motifs but harbored motifs for other pax TFs (pax1/9, pax2/5/8, pax6) and ets (erythroblast transformation specific). In general, K27Ac clusters containing elements acetylated in a *foxd3*-dependent manner (K27Ac_Cl5, 7, 9, and 10; Figures 6F and 6G) showed enrichment in tfap2, nr2f, and zic motifs, while elements from clusters K27Ac_Cl4 and 8, which may normally require foxd3 binding for maintenance of repressive state (Figures 6F and 6G), are enriched in binding motifs for neural and stem cell TF sox2. Regions of low acetylation across ATAC peaks in K27Ac_Cl3_6 are enriched in CTCF binding motifs (Figure 6K).

These results show that foxd3’s effects on H3K27 acetylation of enhancers are context dependent. While correlating positively with H3K27ac deposition on enhancers of early specification and late fate commitment genes, foxd3-dependent H3K27Ac is negatively associated with expression of Wnt signaling genes.

### Ectopic Expression of foxd3 Modifies the Chromatin Landscape in Early Embryos

Under some conditions, FoxD3 has been shown to auto-regulate itself (Hromas et al., 1999, Lister et al., 2006, Pohl and Knöchel, 2001). Indeed, here we reveal that in *foxd3*-mutants, the transcription of truncated *foxd3* form was increased at 75% epiboly, depleted at 5–6ss and again upregulated at 14–16ss, indicating different feedback loops controlling *foxd3* expression at different stages of development. 

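The *foxd3* transcript, which in CC cells comes from 2 fusion alleles, fell at 5–6ss from 8346 ± 657 in C to 3613 ± 344 in CC (SD, n = 2 each), a log2 fold change of −1.21 (SE 0.118, adjusted p = 0.0159). At 14–16ss it was 38319 ± 6242 in C and 52577 ± 9851 in CC, a log2 fold change of 0.46 (SE 0.157, adjusted p = 0.0408); the call was lost without C replicate 1, without CC replicate 1, with RLE scaling and in 1 model over 12 libraries. At 75% epiboly the increase did not pass the edgeR test with all libraries, and it passed in DESeq2, with the replicate block and without each library in turn.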

To investigate the direct action of foxd3-mediated chromatin priming and subsequent gene activation, we performed *foxd3* overexpression experiments by injecting *foxd3* mRNA into heterozygous *Gt(foxd3-mCherry)*^*ct110*^ embryos (Figure 7A). To assess the degree of auto-regulation upon ectopic *foxd3* expression versus control, we first quantified fluorescence intensity and the number of endogenous foxd3-mCherry cells at 50% epiboly by FACS (Figures 7B and S6A). While we did not observe an increase in fluorescent cell number, we noticed an overall increase in the fluorescence intensity when compared to control non-injected embryos, consistent with supplemental gene activation at the *foxd3*-*mCherry* locus. Remarkably, cells from *foxd3* mRNA-injected embryos failed to exhibit the highest mCherry fluorescence found in the control cells (Figure 7B; P5 compartment – black arrow), suggesting also a potential repression at the *foxd3*-*mCherry* locus. Our findings suggest that foxd3 both activates and represses itself and that its activity may be dependent on the concentration and spatial position of the cells within an embryo. Thus, under overexpression conditions, the bimodal action of foxd3 may occur at an even earlier stage than normal.

**Figure 7:**
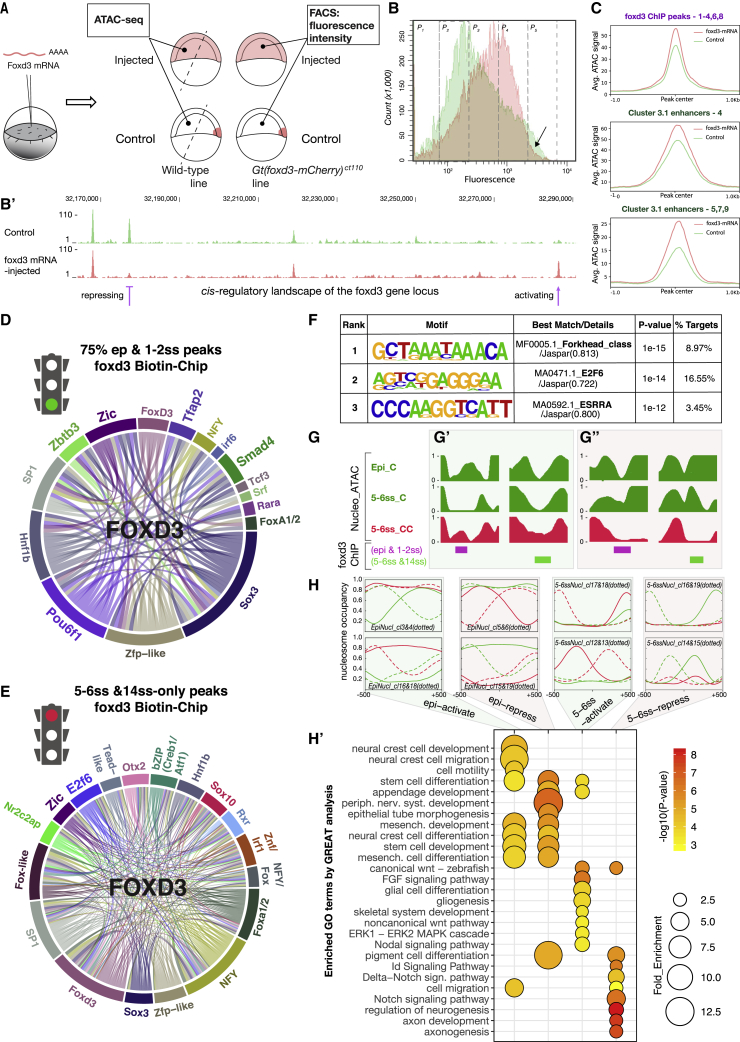
Putative Mechanisms of the Bimodal foxd3-Mediated NC Gene Regulation (A) Experimental strategy for *foxd3* overexpression *in vivo*. *Gt(foxd3-mCherry)*^*ct110*^ heterozygous embryos were used for FACS and wild-type embryos for ATAC-seq experiments at 50% epiboly stages. For ATAC-seq, embryos were dissected (dashed lines) to only collect “foxd3-naive” cells that do not normally express foxd3. Native and ectopic foxd3 expression is illustrated in dark pink and lighter pink, respectively. (B) FACS graph portraying a number of *foxd3-mCherry* expressing cells and underlying fluorescence intensities from control (green) and *foxd3* mRNA injected (pink) embryos. P1–P5 – compartments of different fluorescence levels from the lowest to the highest. Black arrow indicates a loss of highest intensity fluorescence in *foxd3* mRNA injected embryos versus control. (B′) Genome browser screenshot depicting region ∼60 kb upstream from the *foxd3* transcription start site (TSS). Green and pink ATAC-seq tracks represent genome accessibility from control and *foxd3* overexpressing embryonic cells. Purple arrows indicate either relative loss or acquisition of chromatin accessibility upon *foxd3* overexpression. (C) Mean density maps of merged profiles for *k*-means clusters featuring elements with differential accessibility between the *foxd3* mRNA injected (in pink) and control (in green) 50% epiboly-staged embryos using either foxd3 binding maps or *k*-cluster 3.1 elements as a reference. (D) Circle plot showing statistically significant TF motif co-occurrences on the “early NC” foxd3-bound activating elements. (E) Circle plot showing different statistically significant TF motif co-occurrences on the “late NC” foxd3-bound elements, underlying repressive activity. (F) *De novo* TF binding motifs enriched within foxd3-bound elements associated with NC genes negatively regulated by foxd3 at 14ss. (G) Nucleosomal occupancy profiles expressed as relative NucleoATAC normalized cross-correlation signals. Profiles show changes in nucleosome positioning within the regulatory elements in control (C; green) and *foxd3*-mutant (CC; red) cells. Direct foxd3 binding at either early (epiboly, 1–2ss in magenta) or late stage (5–6ss, 14ss in green) results in either nucleosome clearing (G′; permissive role) or nucleosome compaction (G″; repressive role). Both processes are altered and nucleosomal patterns inverted in *foxd3*-mutant NC (G′ and G″). (H) Mean density maps of merged profiles of nucleosomal clusters obtained by *k*-means analysis showing differential nucleosomal patterns between *foxd3*-mutants (CC; red) and controls (C; green). Both nucleosome-loose clusters of elements with activating patterns (epi-activate and 5–6ss-activate) and nucleosome-compact clusters with repressive patterns (epi-repress and 5–6ss-repress) are identified. (H′) Bubble chart depicting functional annotation of different nucleosomal clusters by GREAT (Bonferroni; p < 0.01). Only elements directly bound by foxd3 are analyzed.

To probe foxd3’s capability to prematurely prime *cis*-regulatory elements, we again overexpressed it but, this time, dissected the embryos to analyze chromatin accessibility (ATAC-seq) in cells that do not normally express foxd3 endogenously at this stage (“foxd3-naive” cells) (Figure 7A). 

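ATAC was done on dissected cells of wild-type 50% epiboly embryos injected with *foxd3* mRNA and on control embryos, with 3 libraries each. The files hold 3 lists of elements that the authors made by merging the libraries of each group, down-sampling them and clustering signal with SeqMINER: 3318 and 2103 elements of cluster 3.1, the hotspot enhancers, and 2626 elements bound by foxd3. They carry no signal or read counts for injected or control embryos, so a change on injection cannot be tested here, and the paper states that the libraries were down-sampled to an equal number of reads. The lists were overlapped with the ChIP and ATAC peaks at 1 bp or more, and shares are given with exact (Clopper-Pearson) 95% intervals for counting error.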

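The listed elements were mostly open at 75% epiboly in *foxd3+* cells of uninjected embryos. Of the 3318 elements of cluster 3.1 in overexpression cluster 4, 94.7% (exact 95% interval 93.8% to 95.4%) overlapped a C peak at 75% epiboly. Of the 2103 elements in overexpression clusters 5, 7 and 9, 77.8% (76.004% to 79.6%) did so. Cluster 3.1 was made by the authors from 5–6ss ATAC peaks of C and CC, so the overlap of these elements with C peaks of that stage, 99.4% and 97.4%, is set by construction and shows nothing new. Of the 2626 bound elements, 76.7% (75.0% to 78.3%) overlapped a C peak at 75% epiboly and 83.6% at 5–6ss.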

When comparing datasets from *foxd3*-injected embryos versus controls, we failed to detect the opening of *de novo* genomic regions that were not normally accessible in the *foxd3*-expressing cells. This suggests that foxd3 activity remains specific to a defined set of putative downstream targets. Interestingly, we observed that ectopic foxd3 activity increased accessibility of a large number of putative elements directly bound by foxd3 (as uncovered in our ChIP experiments), including a number of hotspot enhancer elements (Figure 7C). 

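Of the 2626 elements bound by foxd3, 83.4% (exact 95% interval 81.96% to 84.8%) overlapped a foxd3 peak at 5–6ss, 14.4% a peak at 1–2ss, 9.25% a peak at 75% epiboly and 6.25% a peak at 14ss; the authors took these elements from the pooled foxd3 peaks, so these overlaps are set by construction. Genes lower in CC at 5–6ss had such an element as nearest in 12 of 58 cases (20.7%, 11.2% to 33.4%), against 9.96% of genes not called (Fisher's exact test p = 0.0133). Genes higher at 5–6ss did so in 19.2% of 255 cases (exact p = 8.6e-06). Elements of cluster 3.1 in overexpression cluster 4 lay at 15 of 58 lower genes (25.9%, against 12.6%, exact p = 0.00505) and at 11.8% of higher genes (exact p = 0.775), and those in clusters 5, 7 and 9 at 13.8% of lower (exact p = 0.149) and 12.9% of higher genes (exact p = 0.0124). Genes with territories of the same length, drawn after the result was seen, had these shares for the lower genes: 12.2% (permutation p = 0.0853) for the bound elements and 15.4% (permutation p = 0.0483) for cluster 4. For the higher genes, matched genes gave 12.2% (permutation p = 0.00128) for the bound elements, 15.7% (permutation p = 0.0883) for cluster 4 and 10.4% (permutation p = 0.216) for clusters 5, 7 and 9.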

Elements that showed enhanced accessibility upon ectopic *foxd3* expression associated with genes involved in early neural plate and neural crest development and in particular with those controlling Wnt and BMP signaling (Figures S6B and S6B′). Furthermore, within the *foxd3* genomic locus itself, we identified *cis*-regulatory elements showing changes in accessibility in both directions upon *foxd3* expression (Figure 7B′, purple arrows). Bimodal auto-regulation of *foxd3* (Figures 7B and 7B′) offers an excellent example of foxd3’s capacity to both activate and repress a gene by priming or decommissioning different *cis*-regulatory elements.

### *In silico* Combinatorial Transcription Factor Analysis Suggests Distinct Gene Regulatory Mechanisms Underlie the Bimodal Action of foxd3

Because late *cis*-regulatory regions were not fully opened by ectopic *foxd3* expression, we speculated that foxd3 likely requires *in vivo* interacting partners to exert its bimodal activity. To identify putative foxd3 partners, we analyzed the underlying foxd3 biotin ChIP sequences during either gene activation or gene repression. The classification of foxd3-bound regulatory elements solely using one of the bimodal actions was based on the assumption that these roles are temporally distinct, with foxd3 mainly acting as activator during early stages (75% epiboly; 1–2ss; “early” peaks), and as a repressor at later stages of NC ontogeny (5–6ss; 14ss). Given that at the 5–6ss foxd3 may mediate both activities, the set of “late” peaks was obtained by removing peaks already bound at earlier stages, thus focusing primarily on the foxd3-repressed genomic loci. After *de novo* TF binding motif enrichment analysis on early and late foxd3-bound NC genomic regions, we selected 20 out of 20 identified (early) and 27 out of 32 identified (late) significantly enriched sequence motifs to be used for *in silico* 2-way TF combinatorial analysis. For visualization purposes, different motifs annotated to the same TF were pooled (Figures 7D, 7E, S6C, and S6D). Combinatorial analysis yielded a signature of putative foxd3 co-activators at early stages (Sox3, SP1, Zic, Hnf1ba, Pou6f1, zinc-finger protein (ZFP), Zbtb3, and Smad4) (Figure 7D). Conversely, late stage peaks were enriched for NFY, SP1, Otx2, Sox10, E2F6, Rxr, bZIP, Nr2c2ap, Foxd3, and other Fox-like TF motif complexes (Figure 7E). Given that some of the lineage specification factors enriched at later stages overlap foxd3 binding genomic coordinates, we cannot unequivocally discriminate whether these factors co-operate or compete with foxd3. Surprisingly, we did not observe an extensive enrichment of fox/foxd3 motifs from our foxd3 biotin ChIP-seq sets at early NC stages (when foxd3 is mostly playing a priming role), while fox/foxd3 were the most highly enriched out of all motifs at foxd3-bound DNA sequences at later NC stages (when foxd3 primarily acts as a repressor) (Figures 7D, 7E, S6C, and S6D). This is suggestive of differences between foxd3 binding affinities during its priming versus repressive modes and is consistent with previous studies showing that some co-binding pioneer transcription factors exhibit only a partial DNA sequence motif recognition when binding to the nucleosome, but recognize canonical motifs when binding “naked” DNA (Soufi et al., 2015). Thus, our findings support the hypothesis that foxd3 is a bimodal NC regulator, which progressively changes from a co-pioneering factor toward a repressor during NC ontogeny.

### Foxd3 Mediates Gene Repression via Chromatin Modulation together with Other Factors

To focus on potential factors that may directly co-repress NC genes at later stages, we scanned foxd3-occupied genomic loci associated with genes significantly upregulated in the 14ss *foxd3*-mutant NC for *de novo* TF binding motifs. Interestingly, only three significantly enriched motifs were identified: foxd3 (MF0005.1_Forkhead_class/Jaspar(0.813); p = 1E−15), e2f6 (MA0471.1_E2F6/Jaspar(0.722), p = 1E−14), and Esrra (MA0592.1_ESRRA/Jaspar(0.800), p = 1E−12) (Figure 7F). E2F6 was found to co-occupy the highest proportion of foxd3-bound repressive peaks (16.55%) (Figure 7F).

Next, we identified a set of genomic regions accessible early (75% epiboly; 1–2ss), then bound by foxd3 from 5–6ss and ultimately closed by 14–16ss, suggesting foxd3-facilitated compaction. Such regulatory elements (314) were associated to 293 gene loci, 44% of which were upregulated in *foxd3*-mutants at 14ss, indicating these were directly regulated by foxd3 via modulation of chromatin accessibility at enhancers. Moreover, GREAT analysis revealed a significant enrichment for neuronal fate specification terms (Figure S6E′; ^∗∗^p < 0.01), including genes such as *olig2/4*, *mnx1*, *fgf8a*, *gli1*, *neurog1*, and *robo1*, confirming our previous observations that foxd3 prevents premature activation of neuronal pathways (Figure 2H). TF motif enrichment analysis of these 314 elements using the same initial set of 32 motifs (Figure 7E) yielded 19 significant co-occurring motifs (12 different TFs) (Figure S6E). We again noted promiscuous foxd3 binding, as the top five different fox/foxd3 motifs were enriched on 85% of repressed loci. Interestingly, 98.1% of all repressed loci exhibited the Hnf1b a/b motif sequence, while other predominantly enriched motifs underlying foxd3-mediated co-repression were otx2 (92.7%), sox10 (79.9%), two NFY motifs (78.7% and 79.9%), and e2f6 (70.7%). Combinatorial TF analysis showed that fox motif factors had the highest number of statistically significant co-occurrences, followed by foxd3 co-occupation with sp1, zfp-like, e2f6, otx2, sox3, NFY, znf-irf1, hnf1b a/b, and sox10 motifs (Figure S6E). Otx2, sox3, and sox10 factors, involved in NC differentiation and neural development, may not co-operate with foxd3 to mediate repression but rather compete for underlying binding sequences to promote multipotent NC cell differentiation (Beby and Lamonerie, 2013, Carney et al., 2006, Dee et al., 2008). Conversely, e2f6 factor is known to function as a transcriptional repressor that associates with Polycomb repressive complexes (PRC1 and PRC2) (Gaubatz et al., 1998, Leseva et al., 2013, Trimarchi et al., 2001). We explored e2f6/foxd3 co-operation in transcriptional repression by scanning four different e2f6 motifs across all foxd3-bound regions associated with the genes upregulated in 14ss *foxd3*-mutant embryos (Figure 3E) and found that 82.3% of them were significantly enriched for e2f6 binding (chi-square test; ^∗∗∗^p < 0.0004). This indicates that e2f6 likely plays an important role in NC development by co-operating with foxd3 to repress target genes in order to maintain NC multipotency.

### Foxd3 Affects Nucleosomal Positioning on NC Enhancers

Our analysis suggests that foxd3-mediated chromatin compaction at regulatory elements is one mechanism employed for specific gene repression. However, the role of foxd3 in gene activation and maintenance may involve other mechanisms including nucleosomal rearrangements at NC enhancers. FoxD3 forkhead DNA binding domain, like that of FoxA proteins, is composed of three helices and two large loops (“wings”), remarkably similar to the winged-helix structures of linker histone H1 that avidly binds nucleosomes (Clark et al., 1993). Such pioneer factors have been suggested to induce nucleosome repositioning, possibly by recruiting hyperdynamic histone variants, such as H2A.Z and H3.3 and other chromatin and DNA modifying proteins, to allow binding of *cis*-regulatory elements by transcriptional complexes (Chen and Dent, 2014, Spitz and Furlong, 2012, Zaret and Carroll, 2011). To assess whether foxd3 affects nucleosomal positioning on NC enhancers, we analyzed nucleosome profiles in *foxd3*-mutant and control neural crest cells. To this end, we generated nucleosomal occupancy tracks using the NucleoATAC algorithm that enables calling nucleosome positions using Tn5 footprints embedded in ATAC-Seq data (Schep et al., 2015). *k*-means clustering identified cohesive groups of elements that presented significant differences in nucleosomal patterns between *foxd3*-mutant (CC) and control (C) NC. 

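The files list the elements of 20 clusters that the authors made at 75% epiboly and at 5–6ss by k-means in deepTools on NucleoATAC signal of C and CC. The nucleosome signal itself and read counts are not in them, so occupancy could not be compared and depth is unknown. The 5–6ss list names cluster 9 in duplicate and has no cluster 10; the clusters the paper reads as activated or repressed by foxd3 are not touched by this. Elements were called bound where they overlapped a foxd3 peak at 1 bp or more, of 75% epiboly or 1–2ss for the first list and of 5–6ss or 14ss for the second, and bound elements were assigned to the nearest gene. The shares of called genes near a bound element were compared with those of genes not called by Fisher's exact test, two-sided, with p adjusted over all comparisons of both lists.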

Interestingly, while no changes in chromatin architecture at promoters were observed, nucleosomal clustering at 5–6ss singled out groups with differential nucleosomal density in *foxd3*-mutants (Figure S6F). Overall, we found that foxd3 influences the nucleosome positioning at NC regulatory elements in a context-dependent manner, resulting in both “permissive” and “repressive” chromatin organizations (Figure 7G). We find clear evidence of permissive foxd3 occupancy resulting either in the removal of the nucleosomes from the core enhancer region (early foxd3 binding; 75% epiboly to 1–2ss) or maintenance of nucleosome-free conformation (later foxd3 binding, from 5–6ss). Both processes were altered in *foxd3*-mutants, resulting in compaction of enhancer cores that are habitually nucleosome-free (Figure 7G′). Conversely, at other elements, repressive foxd3 binding was associated with the nucleosomal maintenance and compaction, as absence of functional foxd3 protein in mutant NC resulted in clearing of nucleosomes from enhancer cores (Figure 7G″).

To analyze genome-wide changes in nucleosomal positioning at gene regulatory regions upon *foxd3* gene perturbation, we performed *k*-means clustering and identified cohesive groups of elements showing differential nucleosomal patterns between *foxd3*-mutants and controls. At both stages of development analyzed (75% epiboly and 5–6ss), we identified clusters of nucleosome-loose elements with activating patterns and nucleosome-compact clusters with repressive patterns but displaying opposite nucleosomal positioning in *foxd3*-mutants (Figure 7H). 

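At 5–6ss, the activated clusters (12, 13, 17 and 18) hold 13507 elements, of which 309 (2.29%, exact 95% interval 2.04% to 2.55%) overlapped a foxd3 peak of 5–6ss or 14ss. The repressed clusters (14, 15, 16 and 19) hold 15282, of which 462 (3.02%, 2.76% to 3.31%) did. At 75% epiboly, 47 of 9893 elements of the activated clusters (0.475%, 0.349% to 0.631%) and 83 of 12312 of the repressed ones (0.674%, 0.537% to 0.835%) overlapped a peak of 75% epiboly or 1–2ss. Bound elements were not confined to these clusters: in cluster 6 of the 5–6ss list, which the paper assigns to neither group, 155 of 3555 (4.36%) were bound.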

Functional annotation of foxd3-bound regulatory elements belonging to the identified nucleosomal clusters at early stage suggests foxd3-directed activation of NC and stem cell development programs, as well as preparation for neural crest migration (Figure 7H′; epi-activate). 

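Bound elements of the 75% epiboly clusters were few. They were nearest to 16 (activated) and 32 (repressed) genes not called at 14–16ss, but to a larger share of the higher genes. Those of activated clusters were nearest to 18 of 3597 genes higher at 14–16ss (0.500%), against 0.121% of genes not called (Fisher's exact test, adjusted p = 1.6e-04), and those of repressed clusters to 31 (0.862%, against 0.241%, adjusted exact p = 4.5e-06). Genes matched on territory length gave 0.188% and 0.364% (permutation p = 2e-05 for each). In simulations with a larger share of bound genes, both tests passed too often at 14–16ss where called genes had long territories and no link to peaks. The p-values for this stage may therefore be too small. Among genes higher at 5–6ss, repressed clusters had 4 of 255 (1.57%, adjusted exact p = 0.0290), and draws matched on territory length, chosen after the result was seen, gave a permutation p = 0.0704. For genes lower at 14–16ss, 5 of 3324 lay near activated and 7 near repressed clusters (adjusted exact p = 0.730 and 0.964).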

Concurrently foxd3 appears to directly negatively control premature NC and stem cell differentiation, and formation of derivatives (peripheral nervous system, melanocytes) (Figure 7H′; epi-repress). Similarly, in the *bona fide* premigratory NC cells at 5–6ss, foxd3-mediated rearrangements of nucleosomes directly control activation of relevant signaling pathways (FGF, ERK1-ERK2 MAPK, as well as non-canonical Wnt signaling), as well as the onset of gliogenesis (Figure 7H′; 5–6ss-activate), while, at the same time, directly repressing late differentiation events (pigment cells, axonogenesis) and components of signaling pathways no longer active in migrating crest (Id, Notch/Delta) (Figure 7H′; 5–6ss-repress).

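At 5–6ss, bound elements of both kinds of cluster lay at a larger share of genes higher in CC than of genes not called. They were also nearest to genes not called at 14–16ss (112 for activated and 168 for repressed clusters) and to lower genes (28 and 41). Of 3597 genes higher at 14–16ss, 108 (3.00%, exact 95% interval 2.47% to 3.61%) were nearest to a bound element of activated clusters, against 0.844% of genes not called (Fisher's exact test, adjusted p = 4.7e-19), and 149 (4.14%, 3.52% to 4.85%) to one of repressed clusters, against 1.27% (adjusted exact p = 1.9e-23). Of 255 genes higher at 5–6ss, 10 (3.92%, adjusted exact p = 0.00374) and 18 (7.06%, adjusted exact p = 4.5e-06) did so. Of 58 genes lower at 5–6ss, 1 lay at a bound element of activated and 2 at 1 of repressed clusters (adjusted exact p = 0.676 and 0.433), and for genes lower at 14–16ss the shares were 0.842% and 1.23% (adjusted exact p = 1.0 and 0.993). Draws matched on territory length, chosen after the result was seen, gave 1.18% and 1.76% for genes higher at 14–16ss (permutation p = 2e-05 for each, the smallest the draws can give). Both tests passed too often at 14–16ss in simulations of foxd3 peaks without a link, so the p-values for that stage may be too small. From the functions of genes near bound elements, the paper concludes that foxd3 activates signaling pathways and gliogenesis and represses late differentiation at this stage.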

## Discussion

Gene expression is the product of interplay between proximal and distal *cis*-regulatory elements, controlling competence at the chromatin level (Ong and Corces, 2012, Wang et al., 2015). Moreover, broad epigenetic changes to the *cis*-regulatory landscape, including histone and DNA demethylation, histone acetylation, and loss of heterochromatin characterize different stages of transition from naive to primed pluripotency (Krishnakumar and Blelloch, 2013). Several mechanisms explaining how Foxd3 promotes pluripotency *in vitro* have been proposed. FoxD3 can recruit Tle4 to repress differentiation-associated genes induced by NFAT signaling through regulation of histone de-acetylation (Zhu et al., 2014). In two recent studies investigating the transition from ESCs to EpiCs, EpiLCs, and PGCKs, mouse FoxD3 was implicated in the regulation of stem cell pluripotency by associating to different enhancer marks and subsequently manipulating transcriptional competency of downstream genes (Liber et al., 2010). The first report showed that FoxD3-bound enhancers associated with genes primed for expression upon exit from naive pluripotency, with FoD3 promoting nucleosome depletion by recruiting SWI/SNF complex chromatin remodeler Brg1, while simultaneously acting as a repressor and preventing enhancer acetylation by recruiting HDACs (Krishnakumar et al., 2016). The other study showed that FoxD3-bound active enhancers associated with highly expressed genes that become silenced upon exit from naive pluripotency, where corresponding enhancers were decommissioned through recruitment of Lsd1, and a reduction in p300 activity (Respuela et al., 2016). Surprisingly, the two studies found a minimal overlap (only ∼12%) in FoxD3 bound peaks (Plank et al., 2014, Sweet, 2016, Yong et al., 2016). The discrepancies between the different putative mechanisms of FoxD3 re-enforced the need for *in vivo* studies that would characterize the regulatory context within which FoxD3 mediates different activator and repressor roles across developmental time.

### Foxd3 Is a Pioneering Factor for NC Specification

The studies described above suggest FoxD3 plays an array of complex independent roles during NC ontogeny, but its role during NC specification has remained elusive. Although Foxd3 was thought to act mostly as a transcriptional repressor, previous reports failed to recover more differentially upregulated versus downregulated genes in *foxd3* mutant cells (Respuela et al., 2016, Yaklichkin et al., 2007). Strikingly, our analysis showed that foxd3 plays a central activating role in NC specification, both directly and indirectly controlling the expression of an entire NC specification module. We present evidence that foxd3 acts at a global level to prime NC factors by modulating the accessibility of their *cis*-regulatory elements. Thus, much like its relatives, FoxA1 and FoxA2, shown to regulate enhancer dynamics for specific gene expression controlling pluripotent stem cell potential, cell fate transitions, lineage choice, and differentiation (Adam et al., 2015, Sérandour et al., 2011, Zaret and Carroll, 2011), foxd3 acts as a pioneer factor in the NC. By studying dynamics of chromatin opening across several stages, we identified a set of hotspot enhancers, a substantial portion of whose accessibility was dependent on a direct foxd3 binding. Quantification of accessibility levels using normalized ATAC assay and statistical differential binding analysis indicated that defects in *foxd3*-mutant cells are most striking at the onset of enhancer opening and affect early genes at the onset of NC specification, late genes at the onset of migration and genes involved in the multipotent progenitor potential maintenance.

### Foxd3 Affects H3K27 Acetylation on NC Enhancers

Previous studies suggested that one of the *modi operandi* of pioneer factors was the recruitment of H3K27 acetyltransferase activity, a hallmark histone modification of active enhancers (Choi et al., 2016, Kerschner et al., 2014). In contrast, a recent report found that, following FoxA1/A2 activity, accessible nucleosomes in liver-specific enhancers had reduced H3K27Ac, suggesting that the initial role of pioneer factors in opening and controlling nucleosome occupancy at enhancers was temporally uncoupled from the acetylation role (Iwafuchi-Doi et al., 2016). We found that lack of foxd3 during NC specification resulted in differential K27 acetylation, with some NC regulatory elements showing depletion and others an increase in H3K27Ac mark in mutant embryos. We show that early NC specifiers, downregulated in *foxd3*-mutants, are controlled positively via this mechanism, as they associated to the K27Ac-depleted elements with a high statistical significance. At the same time, we demonstrate that those *cis*-regulatory elements, which show significant areas of hyperacetylation in mutants, negatively control essential components of Wnt signaling pathway. Therefore, in NC cells foxd3 activity both enables and inhibits H3K27 Acetylation of NC regulatory elements, thus promoting both the activation of NC specification genes and the repression of factors that need to be downregulated for the NC migration/differentiation to proceed.

### Bimodal Action of foxd3

Here, we present strong evidence that during NC formation *in vivo*, in addition to its conventional role as a repressor (Yaklichkin et al., 2007), foxd3 acts as a pioneer factor to prime NC gene expression. In line with recent *in vitro* studies (Krishnakumar et al., 2016, Respuela et al., 2016), we demonstrate that foxd3 functions primarily by changing the chromatin landscape of *cis*-regulatory elements and sets up a number of hotspot NC gene enhancers (*k*-cluster 3.1), as well as later migratory NC regulatory elements required for the specification of distinct NC lineages. The foxd3 binding to the NC enhancers that were associated with the downregulated genes in the absence of foxd3 is strongly indicative of its direct central role in NC gene activation via enhancer priming during early steps of NC ontogeny. On the other hand, later in NC development, foxd3 represses or decommissions a considerable number of active enhancers associated with mesenchymal or neuronal genes found upregulated in *foxd3*-mutants. This indicates that, in the developing embryos, foxd3 is capable of modulating the NC chromatin regulatory landscape in a bimodal fashion, facilitating both permissive and repressive states. These mechanisms do not exhibit sharp temporal boundaries but instead occur concomitantly, with a gradual shift toward the repressive activity after NC specification. Whether such bimodal activity of foxd3 could enable early NC fate transitions and maintenance of multipotency remains to be investigated in future.

### Distinct Regulatory Co-factors Likely Underpin foxd3’s Dual Mechanisms of Action

Regulation of gene expression is largely determined by co-operative interactions between different transcription factors that are dependent on underlying DNA binding motifs (Kato et al., 2004). For instance, another Fox pioneering factor, FoxA, was shown to both promote gene expression but also to co-occupy the enhancers of silenced genes such as *cdx2* together with transcriptional repressors such as Rfx and type II nuclear hormone receptor (Watts et al., 2011). Our combinatorial TF analyses uncovered a number of novel foxd3 co-factors required for either gene priming or repression that together control NC induction and maintain NC multipotency. One of the identified putative foxd3 co-binding partners required for the pioneering activity, zbtb3, was previously shown to be critical in the early embryonic development and stem cell self-renewal by promoting Nanog expression in mice (Ye et al., 2018). Interestingly, its fly homolog GAF was shown to influence chromatin organization, including promoting nucleosome removal by associating with chromatin remodeling complexes, such as nucleosome remodeling factor or facilitates chromatin transcription (FACT) (Adkins et al., 2006). Furthermore, ZFPs were revealed as most likely foxd3 partners during early NC development. Intriguingly, BRG1, a catalytic subunit of chromatin remodeling SWI/SNF complex previously shown to interact with foxd3 (Krishnakumar et al., 2016), is known to be attracted to targeted chromatin regions via its N-terminal ZFP-interaction domain (Kadam and Emerson, 2003). Thus, our results suggest foxd3/ZFP-dependent recruitment of Brg1 to the associated enhancers that subsequently leads to nucleosome depletion and enhancer activation. Other known NC factors, such as zic and tfap2, also seem to be playing a co-pioneering role together with foxd3 in early NC development as previously shown using foxd3/tfap2 double mutant analyses (Wang et al., 2011).

In search of co-repressing partners of foxd3, we identified a putative novel NC regulator, e2f6, that potentially co-represses NC differentiation genes together with foxd3. E2F6 exerts its repressive functionality through recruitment of PRC complexes in a DNA sequence-targeted fashion (Attwooll et al., 2005, Ogawa et al., 2002, Trimarchi et al., 2001). Notably, a previous study exploiting a similar strategy to ours to uncover TF motif co-occurrences on FoxA2 binding sites, which were associated with upregulated genes in FoxA1/2 mutants, also identified E2F6 as a potential co-repressor in mouse liver cells (Iwafuchi-Doi et al., 2016).

Here, we present striking evidence that, during NC ontogeny, foxd3 may switch from permissive to repressive nucleosome/chromatin organization of NC *cis*-regulatory elements to independently control NC specification and NC differentiation events. Furthermore, we identified potential distinctive transcription co-factors at different stages of NC ontogeny, indicating possible mechanisms underlying foxd3 bimodality. Thus, our current data provide a platform for future hypothesis-driven experiments that will be crucial for deciphering the exact mechanism of foxd3 bimodality underlying NC gene regulation *in vivo*.

The beta version of the interactive ShinyApp associated with the data produced in this study and Pagoda App (Fan et al., 2016) presenting single-cell catalogs can be downloaded from https://github.com/tsslab/foxd3. The live app can also be accessed here: https://livedataoxford.shinyapps.io/FoxD3-project-TSS-Lab/.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

H3K27ac antibody	Abcam	Cat#Ab4729; RRID: AB_2118291
IgG antibody	Millipore	Cat#12-370; RRID: AB_145841

**Critical Commercial Assays**		

RNAqueous Micro Total RNA isolation kit	Ambion	Cat#AM1931
SmartSeq2 V4 kit	Takara Clontech	Cat#634889
Nextera XT library preparation kit	Illumina	Cat#FC-131-1024
Dynabeads Protein A	Life Technologies	Cat#10006D
Dynabeads Streptavidin M-280	Invitrogen	Cat#11206D
MicropPlex Library Preparation kit	Diagenode	Cat#05010012
NextSeq ® 500/550 High Output Kit v2 (75 cycles)	Illumina	Cat#FC-404-2005
Nextera DNA kit	Illumina	Cat#FC-121-1030
NEB Next High-Fidelity 2X PCR Mas-ter Mix	New England Biolabs	Cat#M0543S
Long Range HotStart PCR kit	KAPA Biosystems	Cat#KK3501
InFusion HD Cloning kit	Clontech	Cat#638910
DIG RNA Labelling Kit	Roche	Cat#11277073910

**Deposited Data**		

RNA-seq data (inc. single cell)	This paper	ShinyApp GEO: GSE106676, Pagoda https://github.com/tsslab/foxd3
ChIP-seq data	This paper	ShinyApp GEO: GSE106676
ATAC-seq data	This paper	ShinyApp GEO: GSE106676

**Experimental Models: Organisms/Strains**		

Zebrafish Gt(foxd3-citrine)^*ct*110^	Sauka-Spengler laboratory	ct110
Zebrafish Gt(foxd3-mCherry)^*ct*110*R*^	Sauka-Spengler laboratory	ct110R
TgBAC(foxd3-Avi-2A-Citrine)^*ox*161^	Sauka-Spengler laboratory	ox161
Tg(ubiq:NLS-BirA-2A-Cherry)^*ox*114^	Sauka-Spengler laboratory	ox114

**Recombinant DNA**		

BAC clone CH211-196F13	CHORI https://bacpacresources.org	CH211-196F13

**Software and Algorithms**		

Sickle	Joshi and Fass (2011)	https://github.com/najoshi/sickle
STAR 2.4.2a	Dobin et al. (2013)	https://github.com/alexdobin/STAR
FeatureCounts (v1.4.6-p4)	Liao et al. (2014)	http://bioinf.wehi.edu.au/featureCounts
R v3.4.2	R Core Team	https://www.r-project.org/
DESeq2 (v.1.14.1)	Love et al. (2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
edgeR	Robinson et al. (2010)	https://bioconductor.org/biocLite.R
SCDE	Fan et al. (2016)	http://hms-dbmi.github.io/scde/index.html
PAGODA	Fan et al. (2016)	http://hms-dbmi.github.io/scde/index.html
Bowtie (v.1.0.0)	Langmead et al. (2009)	http://bowtie-bio.sourceforge.net/bowtie2/index.html
Bedtools (v.2.15.0)	Langmead et al. (2009)	https://github.com/arq5x/bedtools
MACS2 (v2.1.0)	Zhang et al. (2008)	https://github.com/taoliu/MACS
HOMER (v.4.4)	Heinz et al. (2010)	http://homer.ucsd.edu/homer/index.html
SeqMINER	Ye et al. (2011)	http://seqminer.genomic.codes
Deeptools (v.2.2.2)	Ramírez et al. (2016)	https://github.com/deeptools/deepTools
MEME suite	Bailey et al. (2015)	http://meme-suite.org/doc/download.html
Gimmemotifs (v.0.9.0.3)	van Heeringen and Veenstra (2011)	https://gimmemotifs.readthedocs.io/en/master/
GREAT	McLean et al. (2010)	http://great.stanford.edu/public/html/
DiffBind	Stark and Brown (2011)	https://bioconductor.org/packages/release/bioc/html/DiffBind.html

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Tatjana Sauka-Spengler ().

### Experimental Model and Subject Details

For this study, both females and males of transgenic and wild-type zebrafish strains were used. Animals that were bred were from 3 months old to 2 years old. Zebrafish embryos that were used for the experiments were between 8-16 hours post fertilisation.

#### Zebrafish Lines

Genetrap line, *Gt(foxd3-citrine)*^*ct110*^ was generated by (Hochgreb-Hägele and Bronner, 2013). Animals were handled in accordance to procedures authorized by the UK Home Office in accordance with UK law (Animals [Scientific Procedures] Act 1986) and the recommendations in the Guide for the Care and Use of Laboratory Animals. All vertebrate animal work was performed at the facilities of Oxford University Biomedical Services. Adult fish were maintained as described previously (Westerfield, 2000). In brief, adult fish were exposed to 12 hour light – 12 hour dark cycle (8am to 10pm light; 10pm to 8am dark), kept in a closed recirculating system water at 27-28.5°C, fed 3-4 times a day, kept at 5 fish per 1L density. Embryos were staged as described previously (Kimmel et al., 1995). In brief, embryos were staged using a dissecting stereo-microscope. 75% epiboly stage was identified by observing a distinctively thicker dorsal side and visible epiblast, hypoblast and evacuation zone. 1-2ss – by observing first/second segment furrow. 5-6ss – counting 5/6 somites, apparent optical and Kupffer’s vesicles and prominent polster. 14-16ss – counting 14/16 somites, observing otic placode, v-shaped trunk somites.

### Method Details

#### Cell Dissociation and FAC-Sorting

Selected embryos were dissociated with collagenase (20mg/ml in 0.05% trypsin) at 30°C for 10-15mins with intermittent pipetting to achieve a single cell suspension. Cells were centrifuged at 500g for 10mins and re-suspended in Hanks buffer, passed through a 0.22μm filter and centrifuged at 750g for 10min, pelleted cells were re-suspended in ∼500μl Hanks buffer. Fluorescent positive cells were sorted and collected using BD FACS-Aria Fusion.

#### Bulk RNA Extraction, Library Preparation and Sequencing

FACS sorted cells were washed with PBS and stored at 80°C in lysis buffer. RNA was extracted using Ambion RNAqueous Micro Total RNA isolation kit (AM1931), checked on Bioanalyser, samples with RIN>7 were used to prepare cDNA using Takara Clontech SmartSeq2 V4 kit (634889). Sequencing libraries were prepared using Illumina Nextera XT library preparation kit (FC-131-1024). 75% Epiboly-stage cell libraries (Citrine-expressing, Citrine-Cherry-expressing and cells not expressing FoxD3) were sequenced using 80 bp reads using Illumina Nextseq500 platform. 5-6ss and 8ss cell libraries expressing FoxD3 (Citrine-expressing, Citrine-Cherry-expressing) were sequenced using 50bp paired-end (PE) reads on Illumina Hiseq2000 platform, and cells not expressing FoxD3 using 80bp PE reads on Illumina Nextseq500 platform. 12ss cell libraries expressing FoxD3 (Citrine-expressing, Citrine-Cherry-expressing) were sequenced using 100bp PE reads on Illumina Hiseq2000 platform. 14ss cell libraries (Citrine-expressing, Citrine-Cherry-expressing and cells not expressing FoxD3) were sequenced using 80bp PE reads using Illumina NextSeq500 platform.

#### Single Cell RNA Preparation Library Preparation and Sequencing

Individual cells were collected by FACS, cDNA was generated and sequencing libraries were prepared as previously described (Picelli et al., 2014). Briefly, mRNAs were primed with oligo-dT and reverse transcribed using an LNA-containing template switching oligo. Libraries were generated from amplified cDNA by Tagmentation with Tn5. Libraries were sequenced using 50 bp single end reads for 96 cells. A 4 x10^7^ dilution of ERCC spike-in control was used.

#### *In Situ* Hybridisation

In situ hybridisation was performed according to standard protocols, as described previously (Hochgreb-Hägele and Bronner, 2013). Probe synthesis was conducted with the components of the DIG RNA Labelling Kit (Roche). In brief, the digoxigenin RNA probes were of an average length of 100-200 nucleotides. Embryos were fixed 24 hours in 4% paraformaldehyde 1x PBS, manually dechorionated and dehydrated overnight in methanol at -20°C. Then the embryos were rehydrated back to 100% PBT (1x PBS, 0.1% Tween 20). Embryos were treated 10 minutes with proteinase K (10 mg/ml in PBT). The reaction was stopped by rinsing in glycine (2 mg/ml in PBT). Embryos were postfixed in 4% paraformaldehyde in 1x PBS for 20 minutes and then rinsed in PBT. The embryos were prehybridized at least 1 hour at 70°C in hybridization buffer. The hybridization was done in the same buffer containing 50 ng to 100 ng of probe overnight at 70°C. Embryos were washed and were incubated overnight at 4°C with the preabsorbed alkalinephosphatase-coupled anti-digoxigenin antiserum at a 1/5000 dilution in a PBT buffer containing 2 mg/ml BSA, 2% sheep serum. Embryos were washed 6 times for 15 minutes each in PBT at room temperature. Detection was performed in alkaline phosphatase reaction buffer, the reaction was stopped in 1x PBS.

#### Generation of Avi-Tagged *foxd3* Transgenic Line

Tol2-mediated BAC transgenesis, as described in (Trinh et al., 2017), was used to generate *TgBAC(foxd3- Avi-2A-Citrine)*^*ox161*^ transgenic line. pGEM Avi-2A-Citrine-SV40pA-FRT-Kan-FRT recombination donor construct was generated by amplifying Avi-2A-Citrine cassette using Pfu polymerase (Pfu UltraII Hoststart PCR Master Mix, Agilent Technologies) and cloning it into the donor plasmid (#89890, Addgene) using InFusion (InFusion HD Cloning kit, Clontech). The full donor cassette contains a FLAG epitope, a TEV protease recognition sequence, an in-frame 48bp Avi-Tag, a *Citrine* reporter followed by a polyA tail and a Kanamycin selection cassette flanked by flippase recognition target (FRT) sequences. *Citrine* reporter is separated from the *foxd3*-Avi gene by a viral linker, 2A, sequence that mediates ribosome skipping, thus allowing for co-expression of both components from a single transcript (Kim et al., 2011). Genomic context of the *Danio rerio* BAC clone CH211-196F13 (203kb) was used for recombineering, as it harbours the full single exon ORF of the *foxd3* gene and the upstream regions (>200kb), thus encompassing not only the *foxd3* promoter but also associated *cis*-regulatory elements. The *foxd3* gene within the BAC was fused to the Avi-tag producing C-terminally Avi-tagged foxd3 (foxd3-Avi-2A-Citrine) expressed in endogenous-like fashion. NLS-BirA zebrafish transgenic line *Tg(ubiq:NLS-BirA-2A-Cherry)*^*ox114*^ expresses 3xHA epitope, nuclear localisation signal (NLS) sequence fused to BirA, viral 2A sequence and a *Citrine* reporter gene under the control of ubiquitous *ubb* promoter.

#### Foxd3 Biotin-ChIP, Library Preparation and Sequencing

Foxd3 Biotin-ChIP was performed on 700 for 75% epiboly, 350 for 1-2ss, 320 5-6ss experimental and BirA-only, 390 for 14ss whole embryos (∼128,000 cells of interest) were used for a corresponding stage foxd3 Biotin-ChIP. Embryos were manually dechorionated, cells were dissociated with 20 strokes using pestle A in isotonic nuclei extraction buffer (NEB: 0.5% NP40, 0.25% Triton X, 10 mM Tris-HCl (pH 7.5), 3 mM CaCl_2_, 0.25 M sucrose, 1mM DTT, 0.2 mM PMSF, 1X Proteinase inhibitor (PI) in a glass homogeniser and cross-linked using 1% formaldehyde at room temperature for 10 min. Fixation was quenched with 125 mM of glycine for 5min, cross-linker was washed-out by 3x pellet washes with 1x PBS (with 1X PI, 1 mM DTT and 0.2 mM PMSF) centrifuging at 2000g for 4min at 4°C. Pellets were re-suspended in NEB. Cell nuclei were expulsed with 20 strokes using pestle B in a glass homogeniser, pelleted and washed with 1 xPBS (with 1X PI, 1 mM DTT and 0.2 mM PMSF). Nuclei were lysed in SDS lysis buffer (0.7% SDS, 10mM EDTA, 50 mM Tris-HCl (pH 7.5), 1x PI). Cross-linked chromatin was sonicated at 12A, 10x (10s ON, 30s OFF) followed by 8A, 4x (30s ON, 30s OFF). Sheared chromatin samples were pre-cleared in pre-blocked Protein G beads (Dynabeads Protein G, Life Technologies) for 1 hour at 4°C. 1/20 of biotinChIP was collected as an input fraction and stored at -80°C. Pre-cleared chromatin samples were incubated on pre-blocked streptavidin beads (Dynabeads M-280 streptavidin beads, Invitrogen) o/n at 4°C. Beads were washed with SDS Wash Buffer (2% SDS, 10mM Tris-HCl (pH 7.5), 1 mM EDTA) at room temperature, followed by 4x RIPA washes (50 mM Hepes-KOH (pH 8.0), 500 mM LiCl, 1mM EDTA, 1% NP40, 0.7% Na-Deoxycholate, 1x PI) and 1x Na-Cl TE wash (1x TE, 50mM NaCl) at 4°C. Chromatin was eluted from the beads with SDS ChIP elution buffer (50 mM Tris-HCl (pH 7.5), 10 mM EDTA, 1% SDS). Cross-linking was reversed o/n at 70°C in the thermomixer at 1300 rpm. Cellular RNA was digested with RNaseA (0.2 μg/ml) at 37°C for 1 hour, and cellular proteins were removed with Proteinase K (0.4 mg/ml) at 55°C for 2 hours. Chromatin samples were separated from the streptavidin beads and input and ChIP DNA was extracted using a standard phenol-chloroform extraction method. Libraries were prepared using MicropPlex Library Preparation v1 or v2 kit (Diagenode) (75% epiboly - 13 cycles, 1-2ss - 12 cycles, 5-6ss - 12 cycles, BirA-only - 10 cycles, 14ss - 10 cycles of amplification) and sequenced using NextSeq® 500/550 High Output Kit v2 (75 cycles) on NextSeq500 sequencing platform.

#### ATAC, Library Preparation and Sequencing

FACS sorted cells were lysed (10mM Tris-HCl, pH7.4, 10mM NaCl, 3mM MgCl2, 0.1% Igepal) and tagmented using Nextera DNA kit (Illumina FC-121-1030) for 30mins at 37°C. Tagmented DNA was amplified using NEB Next High-Fidelity 2X PCR Master Mix for 11 cycles. Tagmentation efficiency was assessed using Agilent Tapestation. ATAC-Rx was carried out per ATAC protocol described above with the addition of 50% extra Drosophila S2 cells as reference chromatin (Orlando et al., 2014). ATAC-seq libraries were sequenced using 40 bp PE run on Illumina NextSeq500 platform.

#### H3K27Ac ChIP, Library Preparation and Sequencing

FACS sorted cells were cross-linked with 1% formaldehyde. Fixation was quenched with 125 mM of glycine for 5min. Cross-linker was washed-out by 3x pellet washes with 1x PBS (with 1X PI, 1 mM DTT and 0.2 mM PMSF) centrifuging at 2000g for 4min at 4°C. Pellets were re-suspended in isotonic nuclei extraction buffer (NEB: 0.5% NP40, 0.25% Triton X, 10 mM Tris-HCl-pH 7.5, 3 mM CaCl_2_, 0.25 M sucrose, 1mM DTT, 0.2 mM PMSF, 1X Proteinase inhibitors (PIs). Cell nuclei were expulsed with 20 strokes using pestle B in a glass homogeniser, pelleted and washed with 1 xPBS (with 1X PI, 1 mM DTT and 0.2 mM PMSF). Nuclei were lysed in SDS lysis buffer (0.7% SDS, 10mM EDTA, 50 mM Tris-HCl (pH 7.5), 1x PI). Cross-linked chromatin was sonicated at 12A, 10x (10s ON 30s OFF) followed by 8A, 4x (30s ON 30s OFF) and sonicated into 300-800bp fragments. Pre-blocked Protein A Dynabeads were pre-incubated with antibody (Abcam Ab4729) and sonicated DNA-protein complexes were applied to beads o/n at 4°C, IgG antibody (Millipore 12-370) was used as control and an input sample was taken. Samples were washed 6x with RIPA buffer (50 mM Hepes-KOH (pH 8.0), 500 mM LiCl, 1mM EDTA, 1% NP40, 0.7% Na-Deoxycholate, 1x PIs) and 1x NaCl TE wash (1x TE, 50mM NaCl) at 4°C. Chromatin was eluted from the beads with SDS ChIP elution buffer (50 mM Tris-HCl (pH 7.5), 10 mM EDTA, 1% SDS). Cross-linking was reversed o/n at 70°C in the thermomixer at 1300 rpm. Cellular RNA was digested with RNaseA (0.2 μg/ml) at 37°C for 1 hour, and cellular proteins were removed with Proteinase K (0.4 mg/ml) at 55°C for 2 hours. Samples were purified by standard phenol-chloroform extraction and ethanol precipitation. Libraries were prepared using NEBNext® Ultra DNA^*T M*^ library prep kit according to manufacturer’s instructions. Libraries were amplified using (Adli and Bernstein, 2011) protocol for small-cell-number ChIP. H3K27Ac ChIP libraries were sequenced using 50bp PE reads using Illumina Hiseq2500 platform.

#### Enhancer Reporter Constructs

All enhancer inserts were generated by PCR using KAPA Long Range HotStart PCR kit (Kapa Biosystems) and cloned into the E1b:GFP:Ac/Ds vector using the InFusion kit (InFusion HD Cloning kit, Clontech). Fertilised single-cell embryos were injected with 30pg of plasmid DNA and 25pg of Ac mRNA. Injected embryos were imaged on a Zeiss780 LSM inverted confocal microscope equipped with EC Plan-Neofluar 10x/0.30 NA WD=5.2 (Zeiss) objective or using a Zeiss Axio Scope.A1 equipped with 5x/0.15 NA N-Achroplan or 10x/0.3 NA EC Plan-Neofluar objectives (Zeiss) at desired developmental stages.

#### Foxd3 Ectopic Expression Assay

40pg of foxd3 mRNA was injected into single cell stage heterozygous *Gt(foxd3-mCherry)*^*ct110*^ embryos. Whole embryos were collected at 50% epiboly for FACS analysis as described above. For the *foxd3* overexpression followed by ATAC-seq experiments 40pg of *foxd3* mRNA was injected into single cell wild-type fertilised embryos. 50% epiboly embryos were dissected to obtain cells that do not express foxd3 intrinsically: 12,000 cells were used per each experimental/control sample in triplicates. Cells were dissociated with 0.05% trypsin to a single cell suspension, centrifuged and re-suspended in Hanks buffer. Cells were lysed as above and tagmented using Nextera DNA kit (Illumina FC-121-1030) for 15 minutes at 37°C, reactions were quenched with 50mM EDTA for 30 minutes at 50°C. Tagmented DNA was amplified using NEB Next High-Fidelity 2X PCR Master Mix for 15 cycles. Tagmentation efficiency was assessed using Agilent Tapestation and libraries were sequenced using 40bp PE sequencing on Illumina NextSeq500 platform.

#### Bioinformatic Processing

##### Bulk RNA-Seq Processing

Reads were trimmed to remove low quality bases using sickle (Joshi and Fass, 2011) when necessary. Read quality was evaluated using FastQC (Barbaraham). Mapping to GRCz10/danRer10 assembly of the zebrafish genome downloaded from UCSC Genome Browser was performed using STAR2.4.2a.(2) (Dobin et al., 2013). Read counts were obtained using subread FeatureCounts(v1.4.6-p4) (Liao et al., 2014) using standard parameters using a gene model gtf derived from Ensembl annotation downloaded from UCSC genome browser. Gene model for ENSDARG00000095311 (the antisense transcript of FoxD3), was removed from gene models. Differential Expression analysis was carried out using in DESeq2 (v.1.14.1) or (v.1.18.1).

##### Analysis of Single-Cell RNA Sequencing

Short reads (51bp) from 96 cells were aligned to the zebrafish genome (GRCz10/danRer10 assembly) and ERCC spike-in controls using STAR (Dobin et al., 2013) with default parameters. The featureCounts (Liao et al., 2014) was then used to count the number of mapped reads to the reference gene models. Expression values were quantified as read per kilobase of transcript length per million of mapped reads (RPKM) on the basis of Ensembl gene annotation using the “rpkm” function in edgeR (Robinson et al., 2010). We used cells with higher than 100,000 mapping reads and 2,000 detected genes (RPKM>1) for the downstream analysis. With these cut-off criteria, one cell was excluded due to the low sequencing depth. We performed the principal component analysis (PCA) using the custom R script. We selected top 500 genes with the highest absolute correlation coefficient (PCA component loadings) in one of the first three components and then performed PCA and T-distributed stochastic neighbour embedding (tSNE) analyses. The heatmap was visualised on selected gene sets based on the log_2_ of RPKM scale using the “pheatmap” function in R. For purpose of single cell transcriptional cataloguing, the scRNA-seq data is visualised using SCDE package (http://hms-dbmi.github.io/scde/index.html) (Fan et al., 2016). Additional analysis was carried out using PAGODA R package (Fan et al., 2016). 50% epiboly demultiplexed scRNASeq data was kindly provided by R.Satija (Satija et al., 2015), and processed as described above. Only *foxd3*-expressing cells from 50% epiboly scRNA-seq dataset were used in analysis.

##### *De Novo* Transcriptome Assembly

Trinity (v.2.3.2) was run with default parameters on RNA-seq reads from 5-6ss Citrine and 5-6ss Citrine-Cherry after read trimming. FoxD3 ORF truncation was ascertained using blast for a full *foxd3* sequence.

#### ATAC-Seq Processing

Reads were trimmed for quality using sickle when necessary and mapped using Bowtie (v.1.0.0) (Langmead et al., 2009). Bigwig files were generated using an enhanced Perl script courtesy of Jim Hughes. Peak calling was performed as described previously (Buenrostro et al., 2013). Briefly, BAM files were sorted by name and paired end bed files were obtained using bedtools (v.2.15.0) bamtobed -bedpe. Reads that were not properly paired were discarded and paired reads were displaced by +4 bp and -5 bp. Reads were extended to a read length of 100bp. Peak calling was performed using MACS2 callpeak -f BED -shiftsize=100 -nomodel -slocal 1000 parameters (Zhang et al., 2008). To obtain mappable data, a synthetic 40bp-long single end fastq dataset was generated and mapped using bowtie (v.1.0.0) using –m 1 parameter. Bedgraph files were obtained using bedtools genomeCoverageBed -bg -split function.

MACS2-called peaks that overlapped with regions which in the mappable did not correspond to read size (40bp) were discarded. Identification of peaks corresponding to TSS/promoter, intergenic, intronic and TES locations was carried out using Homer (v.4.8) (Heinz et al., 2010) annotatePeaks.pl script. Only peaks present in both replicates were retained, using bedtools to intersect function to generate reference ATAC-seq ensembles for each stage. ATAC-Rx-seq was processed similarly with the exception that a combined genome of containing danRer10 and Drosophila melanogaster dm6 genomes was created and all reads were mapped to the latter. Zebrafish read counts were normalised as described previously (Orlando et al., 2014). K-means clustering of ATAC-seq signal was carried out using SeqMINER software as described (Ye et al., 2011). In brief, we used non-promoter ATAC-seq peaks form 5-6ss samples as reference points for clustering using following settings: no auto-turning, wiggle step - 15, k-means enrichment linear clustering to cluster given loci presenting similar read densities within the specified window (1500bp on each side of the reference coordinate). Nucleosome localisation was carried out using nucleoATAC suite using default parameters in peaks called at each stage. Bedtools was used to generate bigwig files and clustering of nucleoATAC bigwig signal was carried out using deepTools (v.2.2.2) using k-means clustering with 20 clusters.

For the foxd3 over-expression followed by ATAC-seq: Reads were processed as above. Duplicated reads were removed using MarkDuplicates (picard-tools/1.83). All samples were randomly down-sampled to the lowest-read containing sample (10,443,726) using samtools-1.1. Processed experimental BAM files were merged together as well as control BAM files. *K*-means clustering of ATAC-seq signal was carried out using SeqMINR software as described above (Ye et al., 2011), using 3.1 enhancer cluster ATAC-seq peaks and all pulled foxd3 Biotin-ChIP peaks as references for clustering. Averaged ATAC signal plots were generated using deepTools (v.2.2.2) on the selected *k*-means clusters.

#### H3K27Ac-ChIP Processing

Reads were trimmed for quality using sickle when necessary and mapped using bowtie (v.1.0.0). Bigwig files were generated using an enhanced Perl script courtesy of Jim Hughes. MACS2 was used to identify peaks using standard parameters. Only peaks present in both replicates were retained, using bedtools intersect function. *k*-means clustering of H3K27Ac signal was carried out using SeqMINER software as described (Ye et al., 2011).

#### Foxd3 Biotin-ChIP Processing

Foxd3 Biotin-ChIP Processing Reads were trimmed for quality using sickle when necessary and mapped using bowtie (v.1.0.0). Duplicates were removed using MarkDuplicates (picard-tools/1.83). Input reads were normalised to the same number of ChIP reads by random down-sampling using samtools-1.1 (BirA - 18,545,346, 75% epiboly - 28,663,648, 1-2ss - 15,989,800, 5-6ss - 24,270,738, 14ss - 32,322,010 unique reads). Bigwig files were generated using an enhanced Perl script courtesy of Jim Hughes. Peak calling was performed using Homer (v.4.7) (Heinz et al., 2010) findPeaks script using -size 200-minDist 1500 parameters. Peaks were annotated to a nearest expressed gene at a given developmental stage in NC cell population. GO analysis was performed on acquired gene lists in pantherdb.org using statistical overrepresentation binomial test for complete biological processes. Motif discovery and characterisation was performed using Homer screening for *de novo* motifs within given foxd3 Biotin-ChIP-seq peaks. Significantly enriched motifs were annotated manually based on Homer results and levels of gene expression in NC at a corresponding developmental stage. All possible combinations of two motifs were computed using a custom R (v. 3.2.1) script. Homer/4.7 annotatePeaks.pl script was utilised to screen all *de novo* motifs in foxd3 Biotin-ChIP-seq peaks co-occurring in windows of 500bp centred around peaks. A custom Python3 script using the Pandas package (courtesy of Ivan Candido-Ferreira) was used to calculate the frequency of 2-way motif combinations within foxd3-bound ChIP peaks. Combinations enriched at *χ*2 P< 5 x 10^*−*3^ with FDR correction for multiple hypothesis (vs testing co-motif enrichment frequencies against random DNA sequence background) were retained. Two-way networks were plotted using the ‘Circlize’ package in R.

#### Transcription Factor Binding Site Identification on ATAC-Seq Peaks

Initial Transcription Factor Binding Site (TFBS) enrichment analysis of known motifs was performed using Homer suite (findMotifsGenome.pl) (Heinz et al., 2010). The analysis was performed for all *k*-means clusters, using the default 200bp window centred on the ATAC-peak, and all non-promoter putative regions were used as background. Due to paucity of available zebrafish transcription factor binding sites (TFBS), a clustering approach of known transcription factors sites was utilized. TFBS for each gene family of interest were downloaded from CIS-BP (http://cisbp.ccbr.utoronto.ca) (Weirauch et al., 2014). Binding sites were clustered using gimme suite’s cluster option (v. 0.9.0.3) (van Heeringen and Veenstra, 2011). Background values for each of the clustered motifs were obtained using gimme background function. Cutoff values relative to background sequences were obtained using gimme threshold function. Binding sites were identified using gimme scan function using threshold values obtained from previous step in peaks obtained form ATAC-seq processing.

#### *K*-Means Clustering

*K*-means clustering was performed using the R platform (Ye et al., 2011), by applying the linear enrichment clustering approach to the normalised ATAC-seq datasets and computing the accessibility signal over the non-promoter peaks (+/- 1.5 kb from the centre) using the ensemble of peaks containing both elements common all C replicates, as well as elements common to all CC replicates as a reference. Differences in chromatin accessibility for different *k*-means clusters were quantified by plotting the normalised C and CC ATAC-seq counts for all of putative regulatory elements in cluster and calculating Pearson correlation coefficients. *K*-means clustering investigating dynamics of chromatin opening at the NC *cis*-regulatory elements was performed on 75% epiboly and bud stage ATAC-seq datasets, using called 5-6ss non-promoter ATAC peaks as a reference. Functional annotation of each *k*-means cluster was performed using the GREAT Tool (McLean et al., 2010), using whole genome as background. GREAT employs annotations of putative *cis*-regulatory elements to nearby genes and their statistical integration to infer their function. Statistical significance of associated terms was calculated using binomial and hypergeometric tests and either Bonferroni of False Discovery Rate correction.

#### Differential Chromatin Accessibility Analysis

The differential chromatin accessibility analysis of ATAC-seq dataset in foxd3-mutant and control conditions was performed using DiffBind package for differential binding analysis of ChIP-seq (Stark and Brown, 2011). Related plots were generated in R. Significantly differentially accessible peaks were identified using the edgeR package, using a reference ATAC-seq peak ensemble. Benjamini–Hochberg multiple testing correction of the resulting p-values was used to derive false discovery rates (FDRs) and only differentially accessible elements with an FDR<0.1 were taken in account.

### Quantification and Statistical Analysis

Statistical details of experiments can be found in the figure legends, including p-values and FDR cutoffs. Specific p-values are given in the text where appropriate. Sequencing data, significant differences were defined as an adjusted *p*-value<0.05, unless otherwise noted in the appropriate Method Details sub-section. Statistical analyses were performed in Microsoft Excel or R.

### Data and Software Availability

The beta version of the ShinyApp associated with the data produced in this study and Pagoda App (Fan et al., 2016) presenting single cell catalogues can be downloaded from https://github.com/tsslab/foxd3. The live app can be accessed here: https://livedataoxford.shinyapps.io/FoxD3-project-TSS-Lab/. The accession number for the sequencing data generated and reported in this paper is [GEO: GSE106676].

## Supplemental Information

Document S1. Figures S1–S6

Document S2. Article plus Supplemental Information

# Supplementary material for: From Pioneer to Repressor: Bimodal foxd3 Activity Dynamically Remodels Neural Crest Regulatory Landscape In Vivo
**Source:** Dev Cell. 2018 Dec 3;47(5):608–628.e6. doi: 10.1016/j.devcel.2018.11.009
**Supplement:** Document S2. Article plus Supplemental Information

Developmental Cell

From Pioneer to Repressor: Bimodal *foxd3* Activity Dynamically Remodels Neural Crest Regulatory Landscape *In Vivo*

Graphical Abstract

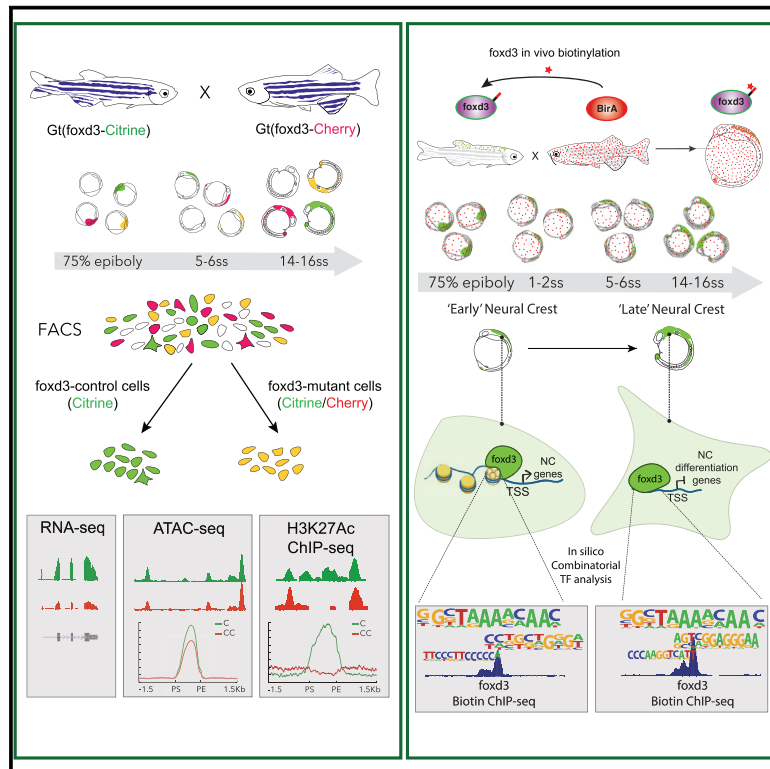

Authors

Martyna Lukoseviciute,
Daria Gavriouchkina,
Ruth M. Williams, ...,
Emmanouela Repapi, Adam Mead,
Tatjana Sauka-Spengler

In Brief

Through transcriptional and epigenomic profiling of *foxd3*-mutant zebrafish neural crest cells (NCCs) and whole-genome mapping of FoxD3 binding, Lukoseviciute et al. uncover bimodal FoxD3 action across NCC development. FoxD3 acts as a pioneer factor to prime genes for NCC specification before switching to being a repressor to control migration and differentiation.

Highlights

- FoxD3 primes neural crest specification by modulating distal enhancers
- FoxD3 represses a number of neural crest migration and differentiation genes
- In neural crest, FoxD3 acts to switch chromatin from “permissive” to “repressive”
- Distinctive gene regulatory mechanisms underlie the bimodal action of FoxD3

From Pioneer to Repressor: Bimodal *foxd3* Activity Dynamically Remodels Neural Crest Regulatory Landscape *In Vivo*

Martyna Lukoseviciute,^{1,4} Daria Gavriouchkina,^{1,4,5} Ruth M. Williams,^{1,4} Tatiana Hochgreb-Hagele,¹ Upeka Senanayake,¹ Vanessa Chong-Morrison,¹ Supat Thongjuea,² Emmanouela Repapi,³ Adam Mead,² and Tatjana Sauka-Spengler^{1,6,*}

⁴These authors contributed equally

⁶Lead Contact

<https://doi.org/10.1016/j.devcel.2018.11.009>

SUMMARY

The neural crest (NC) is a transient embryonic stem cell-like population characterized by its multipotency and broad developmental potential. Here, we perform NC-specific transcriptional and epigenomic profiling of *foxd3*-mutant cells *in vivo* to define the gene regulatory circuits controlling NC specification. Together with global binding analysis obtained by *foxd3* biotin-ChIP and single cell profiles of *foxd3*-expressing premigratory NC, our analysis shows that, during early steps of NC formation, *foxd3* acts globally as a pioneer factor to prime the onset of genes regulating NC specification and migration by re-arranging the chromatin landscape, opening *cis*-regulatory elements and reshuffling nucleosomes. Strikingly, *foxd3* then gradually switches from an activator to its well-described role as a transcriptional repressor and potentially uses differential partners for each role. Taken together, these results demonstrate that *foxd3* acts bimodally in the neural crest as a switch from “permissive” to “repressive” nucleosome and chromatin organization to maintain multipotency and define cell fates.

INTRODUCTION

The winged-helix, forkhead transcription factor (TF) FoxD3 is an important stem cell factor that functions reiteratively during development. At early stages of development, it is thought to maintain pluripotency of epiblast cells. In embryonic stem (ES) cells, its loss leads to premature differentiation into mesendodermal lineages while ectodermal lineage markers are reduced (Liu and Labosky, 2008). Later, FoxD3 plays a critical role in the specification and subsequent differentiation of the neural crest (NC), a remarkable transitory and multipotent embryonic cell population. NC cells are specified at the border of the forming central

nervous system (neural plate border, NPB), but then undergo an epithelial to mesenchymal transition (EMT) to delaminate from the neural tube, migrating into the periphery where they give rise to diverse derivatives such as peripheral ganglia, craniofacial skeleton, and pigmentation of the skin (Sauka-Spengler and Bronner-Fraser, 2008). Although individual neural crest cells are multipotent (Baggiolini et al., 2015; Bronner-Fraser and Fraser, 1988), it has been a matter of debate whether the NC population as a whole is homogeneous or a heterogeneous mixture of cells specified toward a particular fate (Harris and Erickson, 2007; Krispin et al., 2010; Nitzan et al., 2013).

The molecular mechanisms by which FoxD3 influences ES cell development *in vitro* have been extensively studied. During the transition from naive to primed pluripotency cells, FoxD3 represses enhancers by recruiting H3K4 demethylase, Lsd1, resulting in a decrease of active enhancer marks and an increase in inactive enhancer marks (Respuela et al., 2016). During the subsequent pluripotent to epiblast cell transition, FoxD3 primes enhancers by co-recruiting nucleosome remodelling and deacetylase complex members Brg1 and histone deacetylases 1/2 (HDAC1/2). As a result, different subsets of enhancers get fully activated or are kept repressed during differentiation, depending on the effects mediated by HDAC1/2 removal or retention (Krishnakumar et al., 2016). These studies led to the realization that FoxD3-mediated gene regulation in ES cells may function via modulation of associated enhancers.

In contrast to ES cells, the molecular mechanisms through which neural crest cells transition from pluripotent cells to fate restricted cells in the embryo and the role of FoxD3 therein remain poorly understood. A neural crest gene regulatory network (GRN) that describes the genes expressed during NC ontogeny and their epistatic relationships has been proposed (Sauka-Spengler and Bronner-Fraser, 2008). Within this framework, FoxD3 is known to act downstream of NPB genes and upstream of factors mediating EMT (Betancur et al., 2010; Simões-Costa and Bronner, 2015). In the zebrafish embryo, *foxd3* is one of the earliest zygotically expressed genes (Lee et al., 2013), first detected during epiboly in the dorsal mesendoderm and ectoderm (Wang et al., 2011) and later in the NPB, tailbud mesoderm, and floor plate (Odenthal and Nüsslein-Volhard, 1998). A second phase

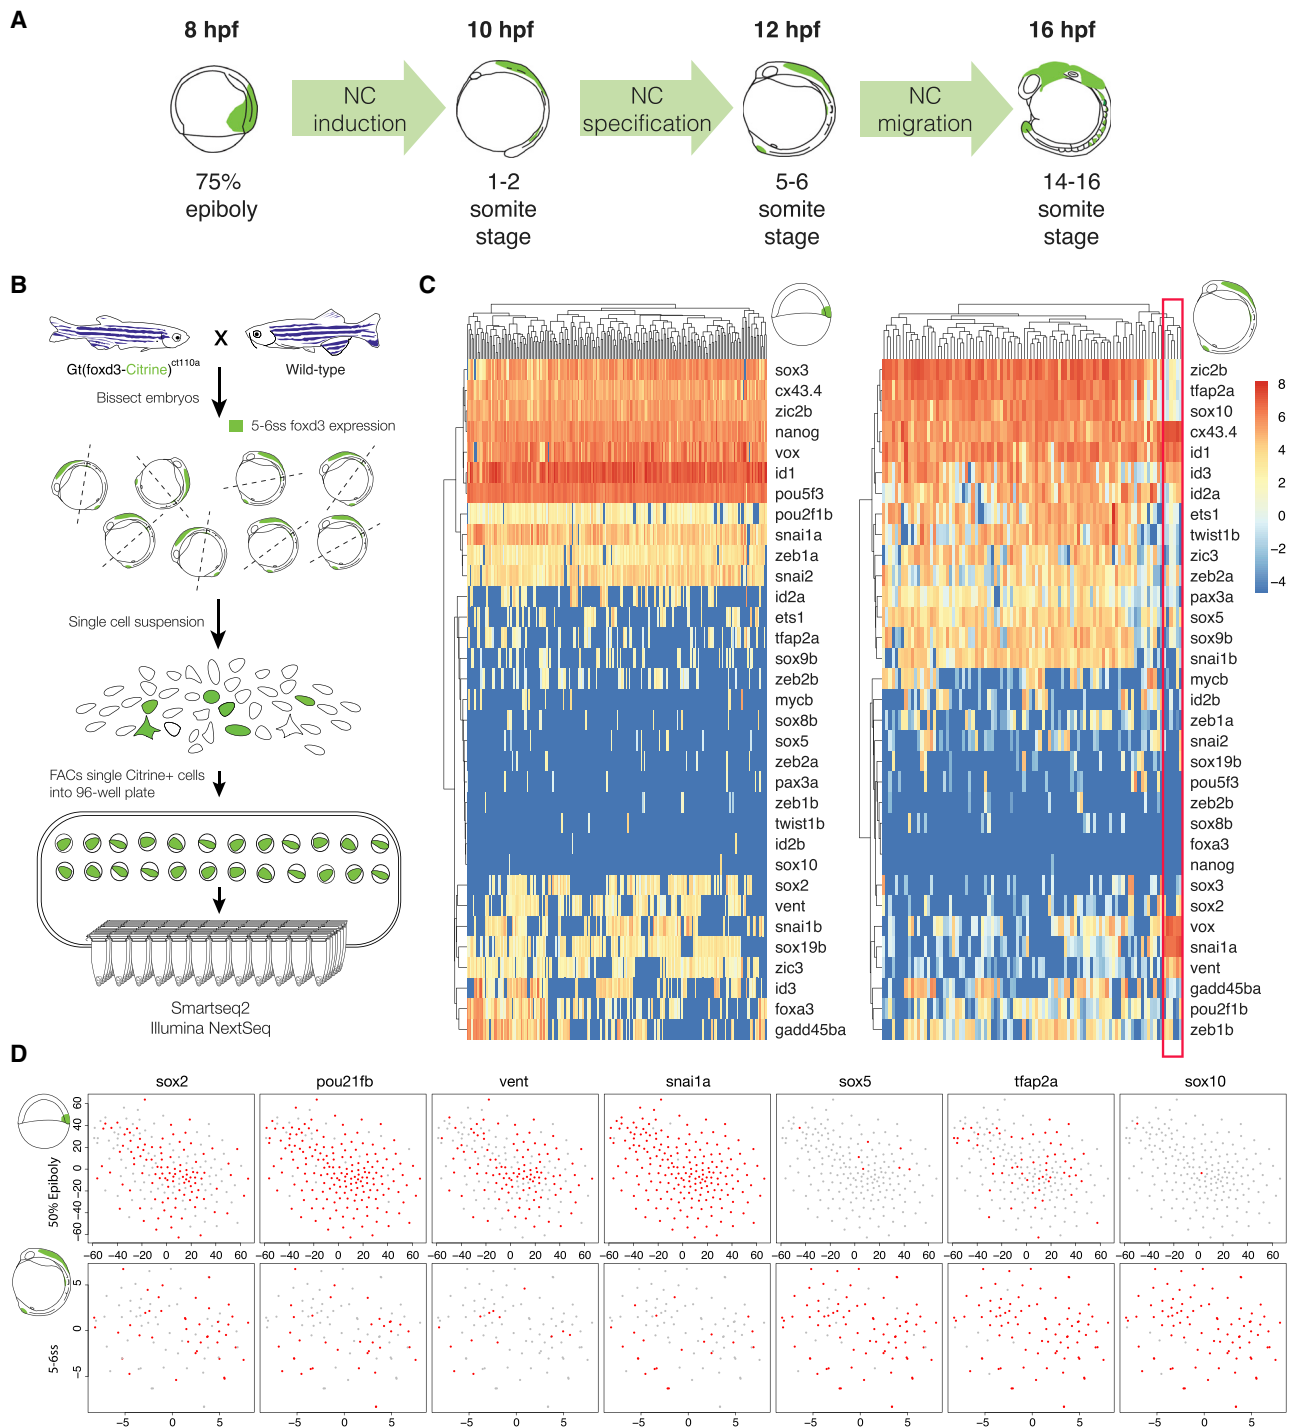

Figure 1. Transcriptome Characterization of foxd3-Expressing NC

(A) Zebrafish embryo stages examined in this study (hpf – hours post fertilization). 75% epiboly—a gastrulation stage during which embryonic shield and hypoblast are formed. 1–2 and 5–6 somite stages—induced and specified premigratory neural crest (NC), respectively. 14–16ss – migratory NC. Foxd3 expression is labeled in green.

(B) Experimental pipeline for obtaining foxd3-expressing cells and performing single-cell RNA-seq (scRNA-seq). The genetrap zebrafish line, Gt(foxd3-citrine)^{ct110}, expressing foxd3-Citrine fusion is outcrossed to wild-type resulting in fluorescent signal in endogenous foxd3⁺ cells, enabling their isolation by FACS. 5–6ss Citrine-positive NC cells are collected into individual wells of the 96-well plate and processed for smartseq2-based scRNA-seq. Total of 94 cells was sorted with two empty, External RNA Controls Consortium (ERCC)-only wells left as controls.

(C) Heatmaps illustrating the hierarchical clustering of foxd3⁺ single cells at 75% epiboly (200 cells) and 5–6ss (93 cells) and showing transcriptional levels (depicted in Log2 RPKM) of selected NC and stem cell genes. NC cells that express negligible levels of bona fide NC specifiers (zic2b, tfap2a, sox10, twist1b, ets1,

(legend continued on next page)

of *foxd3* expression occurs in premigratory neural crest cells within the neural folds at all axial levels. Even later, *foxd3* becomes restricted to a subset of migrating cranial neural crest cells and is downregulated in the trunk crest, reappearing in neural crest-derived peripheral glia and other tissues such as the somites (Gilmour et al., 2002; Kelsh et al., 2000).

Here, we tackle the molecular mechanisms by which *foxd3* influences neural crest development by taking advantage of wild-type and mutant zebrafish *foxd3* lines to characterize the transcriptional and epigenetic landscape of *foxd3*-expressing cells *in vivo*. First, using single-cell RNA sequencing, we demonstrate that *foxd3*-expressing cells display a distinct and homogeneous molecular signature in a stage-specific manner. Intriguingly, we observed a decoupling of the different strategies employed by *foxd3* to regulate gene expression over the course of neural crest ontogeny. Contrasting with its previously defined role as a transcriptional repressor, early knockout *foxd3*, in the premigratory crest, resulted in global downregulation of neural crest genes, favoring the idea that *foxd3* acts as a pioneer factor during early stages of neural crest development. This was shown by comprehensively analyzing the effects of *foxd3* depletion on chromatin accessibility, histone modifications, and nucleosome positioning, as well as by generating in-depth stage-specific *foxd3* binding maps using our newly developed biotin chromatin immunoprecipitation sequencing (ChIP-seq) method. At later stages, *foxd3* assumes its known role as a transcriptional repressor. Biotin ChIP-seq confirms the direct association of *foxd3* with a number of genes, both downregulated and upregulated in the *foxd3* mutant, exemplifying its bimodal function in NC gene regulation. By exploring the underlying *foxd3* DNA binding codes across different stages of NC development (early-activating and late-repressing stages), we show that these two contrasting *foxd3* activities are likely to be achieved by engaging differential co-partners. This in turn possibly leads to the recruitment of different chromatin remodeling complexes, such as Brg1 or PRC1 members, that mediate chromatin priming and compaction, respectively. In summary, we demonstrate that *foxd3* drives several independent chromatin-organizing mechanisms, switching from activator to repressor roles to orchestrate multiple regulatory programs during NC formation, starting with priming early NC specification to regulating essential signaling pathways, maintaining multipotency by controlling stem cell programs, and preventing premature migration and differentiation into neuronal NC derivatives.

RESULTS

Single-Cell RNA-Seq Identifies Distinctive Transcriptional Signatures between *foxd3*+ Stem Cells and *foxd3*+ NC Cells

In this study, we examined *foxd3* roles throughout premigratory and migratory NC ontology in zebrafish embryos (Figure 1A). We first looked at 75% epiboly stage embryos during which gastrulation takes place, forming the embryonic shield and hypoblast. We

then looked at premigratory NC stages, which occur during the zebrafish segmentation period and when NC gets induced and later specified at the NPB 1–2 and 5–6 somite stages (ss), respectively. Finally, we examined a migratory NC stage (14–16ss).

As a first step in characterizing the global developmental functions of *foxd3*, we examined *foxd3*-positive stem and NC cells at a single-cell level, to ascertain whether these seemingly different cell populations were non-heterogeneous. There have been debates in the literature regarding whether the premigratory neural crest is a homogeneous or heterogeneous cell population (Harris and Erickson, 2007; Krispin et al., 2010; Nitzan et al., 2013). We used a gene trap line, *Gt(foxd3-citrine)^{ct110}* (Hochgreb-Hägele and Bronner, 2013), which drives the expression of *foxd3*-Citrine fusion, yielding a fluorescent signal in endogenous *foxd3*+ cells. This line enabled us to carry out RNA sequencing (RNA-seq) on single *foxd3*-expressing NC cells (single-cell RNA-seq [scRNA-seq]) isolated from the developing zebrafish embryos by fluorescence-activated cell sorting (FACS) (Figure 1B). Metrics show that our libraries are of excellent quality (high complexity, a high number of uniquely mapped sequencing reads, and up to ~5,500 transcripts detected per cell; Figures S1A and S1B). We performed t-distributed stochastic neighbor embedding (tSNE) and principal-component analyses (PCAs) of single-cell transcriptomes at 5–6ss, based on either all 5,243 or the top 500 most divergent genes (Figures S1C and S1D). Surprisingly, we failed to identify multiple NC-specific subpopulations but instead singled out a small population of NC cells which expressed extremely low levels of *bona fide* NC specifiers (*zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1*, or *pax3a*) and lower levels of *foxd3* itself. However, these cells expressed high levels of *Iratb*, *cxc4b*, and *ved*, as well as other markers of multipotent progenitors (*snai1a*, *vent*, *vox*, and *cx43.4*; Figure 1C, outlined in red), suggesting that they may represent pluripotent non-specified NC progenitors maintained in premigratory NC.

In addition, to identify potential differences between the *foxd3*-positive stem and NC cells, we compared the transcriptional *foxd3*+ single-cell signatures at 50% epiboly (5.3 hours post fertilization [hpf]) (Satija et al., 2015) and 5–6ss (this study) (Figures 1C, 1D, S1E, and S1F). tSNE plots comparing expression of core NC and stem cell genes in single *foxd3*+ cells show that, at both stages, nearly all *foxd3*+ cells expressed the pluripotency factor *cx43.4* and NPB specifiers *id1* and *zic2b* at high levels, while more than 50% of cells expressed *pou2f1b*, *zic3*, and *id3* (Figures 1C and 1D). Interestingly, however, the expression of core pluripotency factors was different at the two stages examined. The majority of *foxd3*+ single cells at 50% epiboly expressed *Oct4* orthologs (*pou5f3*, *pou2f1b*), *SoxB* ortholog (*sox3*), *nanog*, and *vox* (reminiscent of *Xenopus* *XOct*, *Xsox2*, and *XVent*) (Buitrago-Delgado et al., 2015). In contrast, 5–6ss single *foxd3*+ cells did not express *nanog*, and only a few cells expressed *sox3* or *pou5f3* at low levels (Figures 1C and S1E), while the greater portion of cells expressed paralogous factors *sox2*, *pou2f1b*, *vent*, and *vox* (Figures 1C, 1D, and S1E). Furthermore, *foxd3*+

or *pax3a*) but high levels of *Iratb*, *cxc4b*, and *ved*, as well as other markers of stemness (*snai1a*, *vent*, *vox*, and *cx43.4*), possibly representing pluripotent non-specified NC progenitors maintained in premigratory NC (boxed and labeled in red).

(D) tSNE plots for selected stem cell (*sox2*, *pou2f1b*, *vent*) and NC genes (*snai1a*, *sox5*, *tfap2a*, *sox10*) indicate individual epiblast, and NC cells do not reveal cell subpopulations. Clustering of 5–6ss NC cells identifies a small group of cells that appear to be pluripotent non-specified NC progenitors. See Figure S1 for scRNA-seq quality control (QC) and more details.

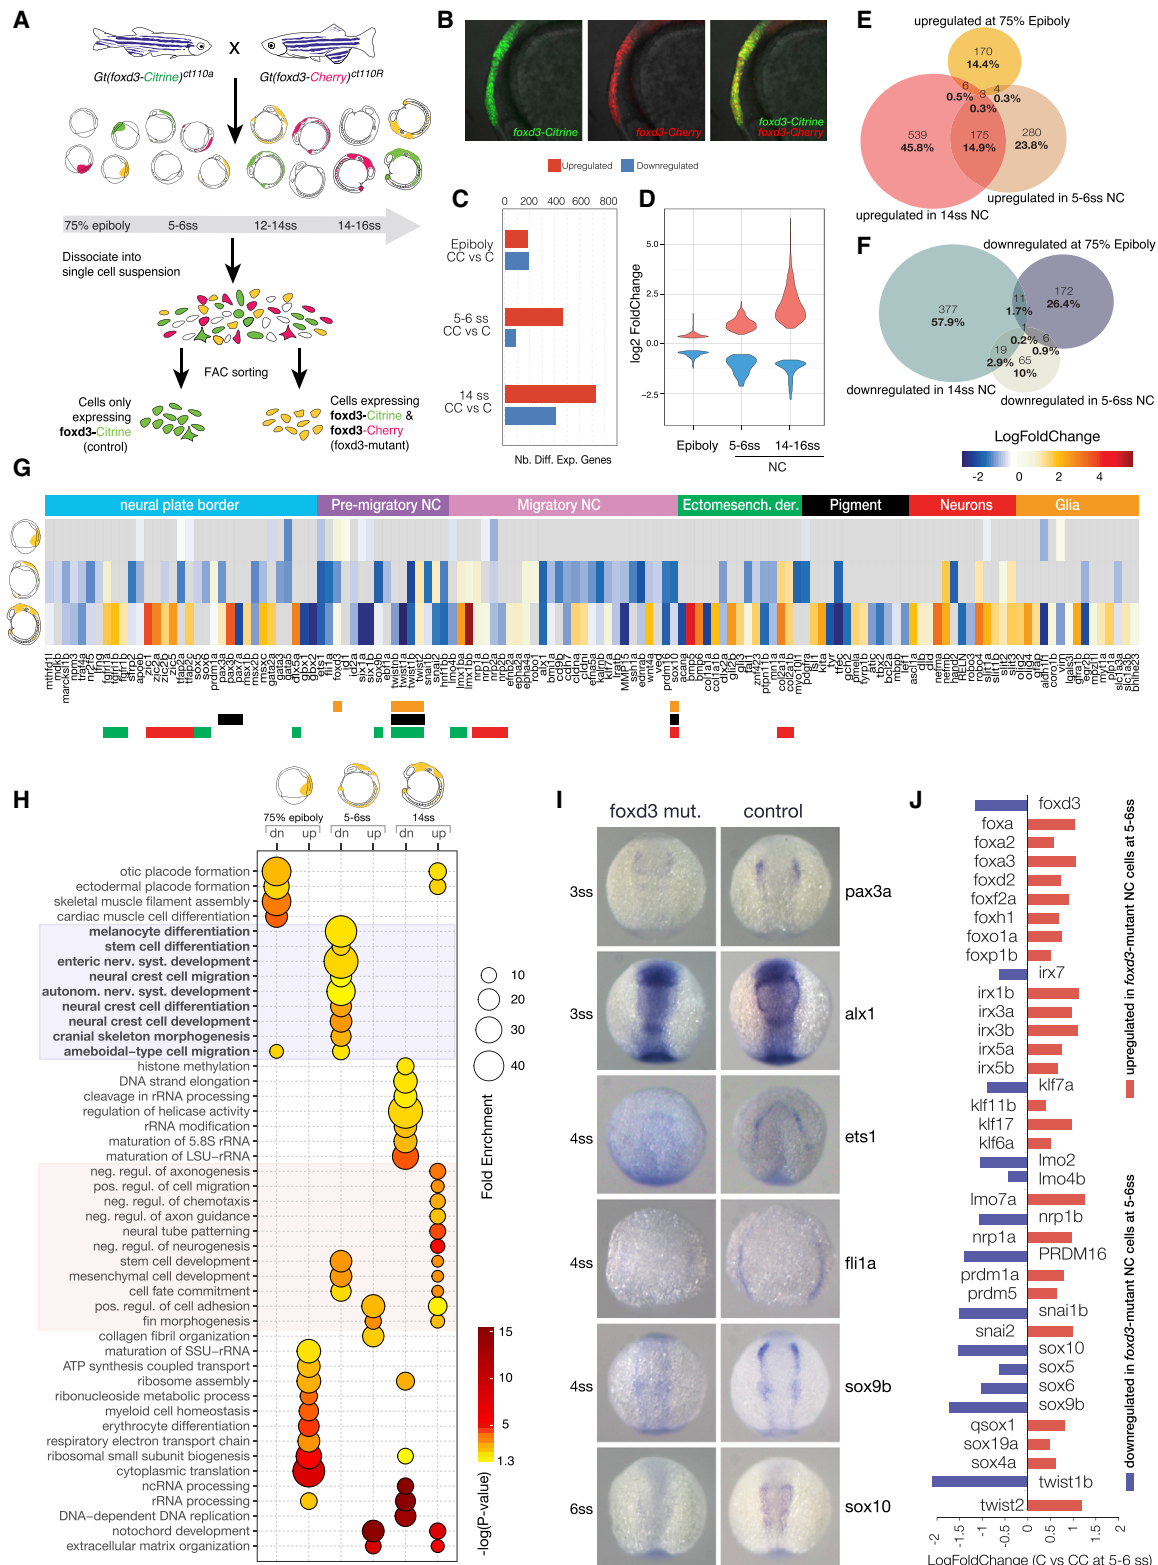

Figure 2. Transcriptional Profiling of *foxd3* Mutant NC

(A) Experimental strategy for obtaining *foxd3*-mutant (yellow) and *foxd3*-control (green) NC cells. Mutant (Citrine/Cherry; CC) and control (Citrine only; C) NC cells were isolated by FACS from crosses of heterozygote fluorescent *foxd3* transgenic fish, *foxd3-mCherry* and *foxd3-Citrine* at three stages—75% epiboly, 5–6ss, and 14ss.

(legend continued on next page)

gastrula progenitors expressed a different complement of orthologs of EMT factors compared to premigratory NC, with *zeb1a*, *snai1a*, and *snai2* present at 50% epiboly, but poorly expressed in most 5–6ss *foxd3*⁺ NC cells, which favored *zeb1b/2a* and *snai1b* (Figures 1C, 1D, and S1E). NC specifiers (*sox5*, *sox10*, *twist1b*, *pax3a*) were expressed at high levels in almost all 5–6ss *foxd3*⁺ NC cells but were absent from the majority of 50% epiboly *foxd3*⁺ cells, where early NC specifiers (*snai1b*, *sox9b*, *tfap2a*, *ets1*, *id2a*) were expressed more pervasively (Figures 1C, 1D, and S1F). In *Xenopus*, it has been suggested that neural crest cells may retain blastula-stage competence (Buitrago-Delgado et al., 2015). We found that orthologs of *Xenopus* genes were indeed expressed in the 50% epiboly *foxd3*⁺ cells in zebrafish (Figure 1C). However, as described above, our data revealed that 5–6ss *foxd3*⁺ cells do not express the same but rather paralogous pluripotency factors to those found in the epiblast. This suggests a possible redeployment of a paralogous GRN rather than maintenance of the epiblast GRN in the newly specified neural crest, in agreement with the recent single-cell-based analysis performed in both frog and fish (Briggs et al., 2018), and thus challenging the proposition that NC cells are residual blastula cells (Buitrago-Delgado et al., 2015).

Taken together, the results show that both *foxd3*⁺ epiblast and *foxd3*⁺ premigratory NC cell populations are non-heterogeneous, as well as distinctive from one another.

Knockout of *foxd3* Leads to Downregulation of NC Specifier Genes at Premigratory NC Stages and Upregulation of NC Differentiation Genes at Migratory NC Stages

We next inquired how *foxd3* depletion affects NC progenitor cells on a transcriptional level using two zebrafish transgenic lines *Gt(foxd3-mCherry)^{ct110R}* and *Gt(foxd3-Citrine)^{ct110}* (Figures 2A and 2B) in which the fluorescent reporter proteins interrupt the DNA binding domain, creating mutant fluorescent *foxd3* alleles (Hochgreb-Hägele and Bronner, 2013). These lines were crossed, and dissociated embryonic cells obtained from corresponding clutches were fluorescence activated cell (FACS)-sorted to isolate Citrine only expressing *foxd3*⁺ cells (C) as a control and *foxd3*-mutant cells expressing both fluorophores (Citrine and Cherry; CC) (Figures 2A and 2B). PCA and scatterplots of normalized read counts comparing RNA-seq biological replicates show a high level of reproducibility in our experiments (Figure S2). *De novo* assembly and analysis of the *foxd3*-mutant transcriptomes revealed the presence of truncated *foxd3* fluorescent fusion transcripts (Figure S3A), encoding only 93 N-terminal amino acids, as shown previously (Hochgreb-Hägele and Bronner, 2013). The truncated N-terminal *foxd3* variants are non-functional (Yaklichkin et al., 2007), whereas dominant nega-

tive activity is associated with the C terminus regions (Kubic et al., 2015; Zhu et al., 2014). Utilizing these lines, we investigated transcriptional changes in the absence of the functional *foxd3* protein at three key stages of neural crest ontogeny (75% epiboly, 5–6ss, and 14–16ss) (Figure 2A).

At 75% epiboly, differential expression analysis between *foxd3*-mutant (CC) and control samples (C) yielded comparable numbers of upregulated and downregulated genes. In contrast at 5–6ss and 14–16ss, a larger number of putatively repressed *foxd3* targets (or upregulated genes) was observed (Figures 2C and 2D), suggesting a possible change between activator and repressor roles of *foxd3* during NC ontogeny. Sets of upregulated and downregulated genes were distinct at different stages, with some level of overlap between 5–6ss and 14–16ss, in particular among the genes de-repressed in *foxd3* mutants (Figures 2E and 2F).

FoxD3 is required for maintenance of the multipotent NC progenitor pool and, at later stages, for control of distinct NC lineage decisions, mostly by repressing mesenchymal and promoting neuronal derivatives (Dottori et al., 2001; Kos et al., 2001; Lister et al., 2006; Montero-Balaguer et al., 2006; Mundell and Labosky, 2011; Stewart et al., 2006; Teng et al., 2008). Examination of gene ontology (GO) terms overrepresented in differentially regulated genes indicated that at 75% epiboly, *foxd3* appears to repress cell metabolism pathways, in particular ribosome biogenesis, RNA processing, and translation genes, as well as to negatively control genes involved in progenitor adhesion and migration (e.g., *nrp2a*, *nrp1b*, *slit1a*; *p < 0.05; Figures 2G and 2H), while at the same time priming genes involved in tissue-specific programs (*gata2a*, *gata5*, *ets1*, *six1a/b*, *tfap2a/c*, etc.) (Figures 2G and 2H). Strikingly at 5–6ss, we found *foxd3*-mutant cells (CC) downregulated a large proportion of known NC genes distributed across all defined NC-GRN modules (**p < 0.01; Figures 2G and 2H), many of which were *bona fide* NC transcription factors (~40%) and signaling or cell junction and adhesion molecules (~25%) (Figures 2G and S3B). Some factors previously reported to act upstream of *foxd3*, such as *prdm1* and *tfap2a/c* (Li and Cornell, 2007; Powell et al., 2013; Sauka-Spengler and Bronner-Fraser, 2008), were downregulated (Figure 2G), challenging proposed epistatic relationships within the NC-GRN. Statistical overrepresentation of the entire set of genes downregulated at 5–6ss yielded highly significant association with neural crest and stem cell development GO terms as well as terms linked to onset of EMT, cell adhesion changes, and NC cell migration (Bonferroni; **p < 0.01; Figure 2H). Interestingly, enriched terms also linked to NC derivative fates (pigment cells, cranial skeletal development, and autonomic and enteric nervous system). However, this enrichment was correlated to the defect in expression of the core NC TFs

(B) Lateral view of a *foxd3*-mutant embryo expressing both Citrine and mCherry instead of *foxd3* in premigratory NC.

(C and D) (C) Bar plot comparing numbers of differentially expressed genes in *foxd3*-mutant and control NC and (D) violin plots comparing fold-change differences.

(E and F) Venn diagrams comparing upregulated (E) and downregulated (F) genes in *foxd3*-mutant cells.

(G) Heatmap showing fold change in expression of known NC genes between *foxd3*-mutant and control cells at 75% epiboly, 5–6ss, and 14ss. Genes are grouped to reflect NC-GRN structure.

(H) Bubble plot summarizing enrichment and *ps* (Benjamini-Hochberg corrected) for the most significant biological process GO terms associated to differentially expressed genes.

(I) In situ hybridization of 3–6ss zebrafish embryos (dorsal view) showing decrease or loss in expression of NC specifier genes in *foxd3*-mutants.

(J) Bar plot representing fold change in expression of NC factors showing that paralogs are differentially regulated by *foxd3*.

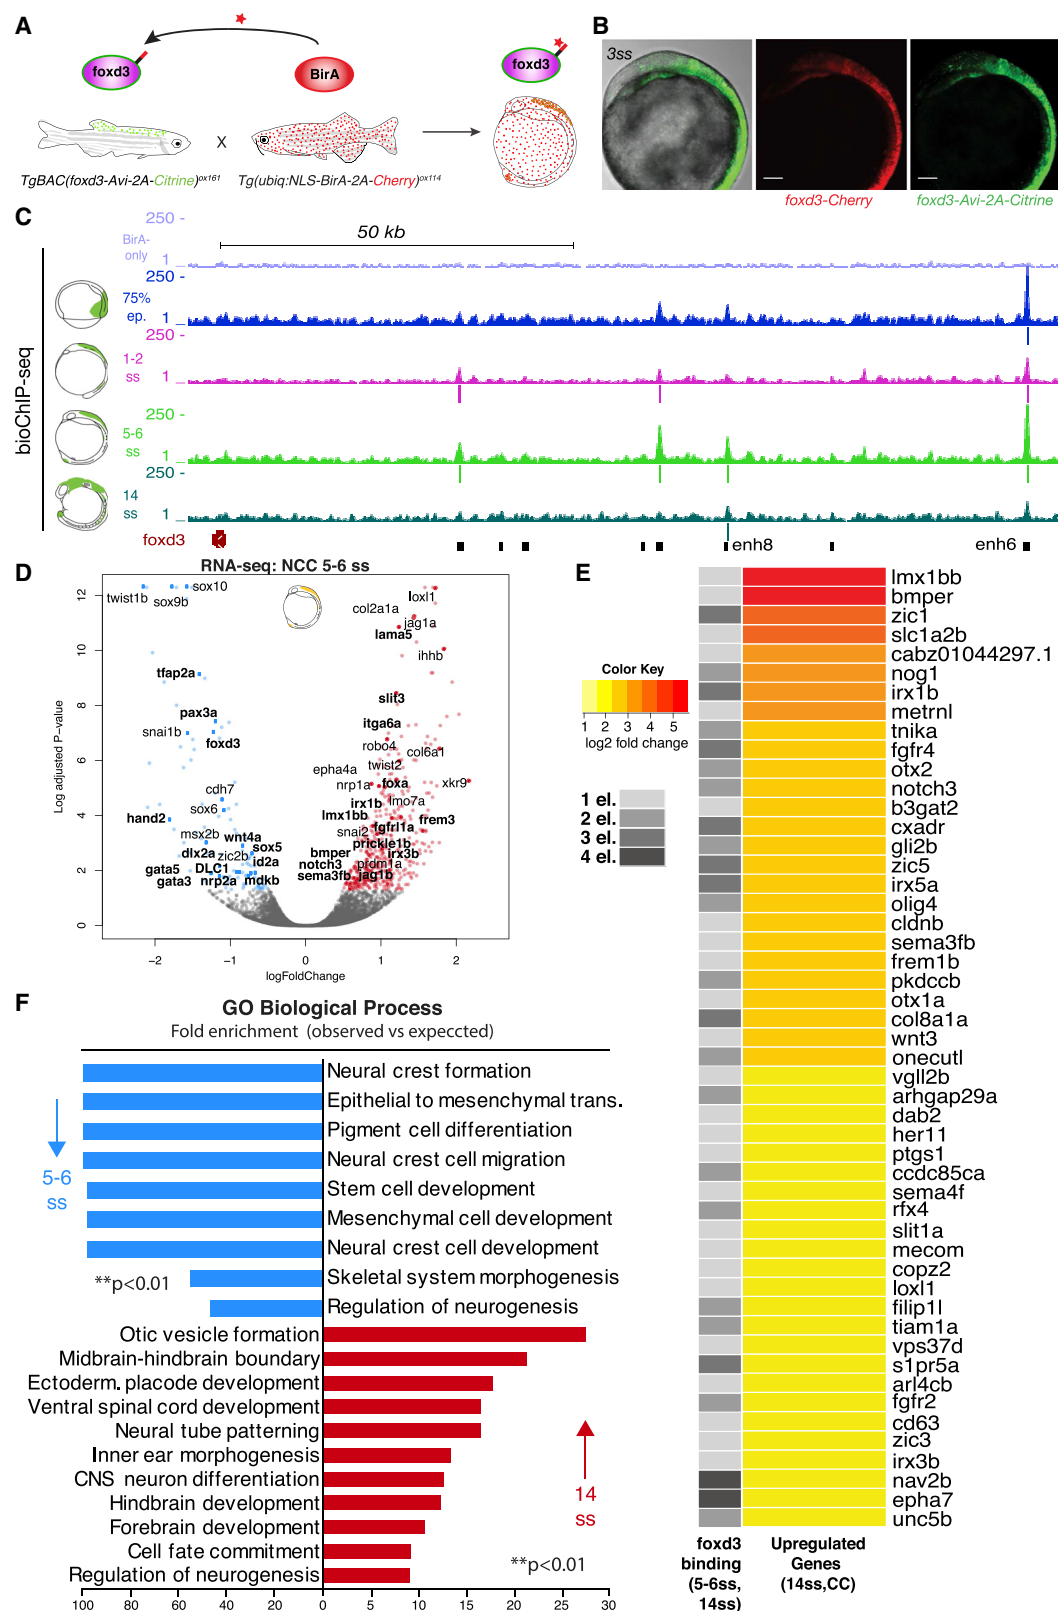

Figure 3. Biotin-ChIP Analysis Supports a Direct Bi-modal foxd3 Regulatory Action on NC Gene Expression

(A) Experimental strategy for biotagging foxd3 protein *in vivo*. Zebrafish transgenics expressing Avi-tagged foxd3 and ubiquitous NLS-BirA are crossed to obtain embryos expressing biotinylated foxd3 for use in biotin ChIP-seq.

(legend continued on next page)

(*pax3a*, *sox9b*, *sox10*, *tfap2a*, etc.) that act both in NC specification and later in NC differentiation rather than to the loss of NC downstream differentiation markers proper, which were unaffected at premigratory stage (5–6ss) (Figure 2G). Downregulation of NC specifiers was confirmed by in situ hybridization (Figure 2I).

Analysis of *foxd3* mutant cells (CC) at migratory NC stages (14–16ss) showed dysregulation of NPB and derivative markers (Figure 2G). Surprisingly, in migrating *foxd3*-mutant NC, we observed an untimely upregulation of markers of ectomesenchymal derivatives (*lmx1ba/b*, *bmp5/6*, *col2a1b*) and neuronal lineages (*delta b/d*, *robo4*, *slit1a/b*, *slit2/3*), but only partially of melanophore, xanthophore (*isl1*, *kita1*, *pmela/b*, *tyrp1b*, *ascl1a*), and glial lineages (*gfap*, *olig2/4*, *gfra1b*, *myt1a/b*, *plp1*, *slc1a3b*, *bhlhe23*), which normally would be expressed much later or not expressed in *foxd3*⁺ NC derivatives (Figure 2G). Notably, two other characterized zebrafish *foxd3* mutants, mother superior (*mos*) (Montero-Balaguer et al., 2006) and sympathetic (*sym1*) (Stewart et al., 2006), showed cranio-facial defects at later stages of development (~3 dpf [days post fertilisation]) affecting branchial arches while *sym1* mutants were also lacking sympathetic neurons. Our observed mis-expression of differential markers at 14–16ss that were expected to be expressed at later stages (~20ss) suggests a likely dysregulation of differentiation of daughter cell types at stages prior to that at which the phenotype is observed.

Several derivative and ectomesenchymal markers (*col2a1a/b*, *lmx1bb/b*) and cell surface signaling molecules (*epha4a*, *slit2/3*, *robo4*), were already de-repressed at the premigratory stage (Figure 2G), in line with a role of *foxd3* in preventing premature differentiation into NC derivatives. Statistical overrepresentation tests associated the upregulated gene sets to multiple GO terms reflecting biological processes essential for NC migration (cell migration and adhesion), suggesting a possible role of *foxd3* in active repression mesenchymal and migrating programs at this stage (Figures 2G and 2H). Interestingly, a number of derivative markers associated with late NC differentiation (neurogenesis, axonogenesis), not expressed above background (> 1FPKM) in *foxd3*⁺ control cells (C) at this stage, were upregulated (de-repressed) in *foxd3*-mutant cells (CC), suggesting a continuous repressive role of *foxd3*, possibly ensuring commitment to specific NC lineages.

To assess whether the *foxd3* mutant cells retain their NC identity, we performed comparative differential expression analysis of *foxd3*-control (C) and *foxd3*-mutant (CC) cells versus the corresponding *foxd3*-negative embryonic cells. Examination of their transcriptional signature shows that *foxd3*-mutant cells retain a

mesenchymal NC-like phenotype and have distinct signatures from the other cells in their environment (Figure S3C). This is consistent with extensive phenotypic analysis of *foxd3*-mutants demonstrating that they exhibit defects in formation of the full complement on NC derivatives (Hochgreb-Hägele and Bronner, 2013).

Interestingly, several paralogs belonging to the same gene family were differentially regulated in the mutant cells. For instance, key NC factors (*snai1b*, *twist1b*, etc.) were downregulated, while *snai2* and *twist2* were upregulated (Figure 2J), offering a possible mechanism for rescue of *foxd3* transcriptional phenotype by paralogous genes (Marletaz et al., 2015). Additionally, several Fox transcription factors were upregulated in *foxd3* mutants, which suggests a different, upstream compensating mechanism by different Fox family members.

Altogether, these results show that *foxd3* may play different regulatory roles depending on the temporal context. Importantly, in the absence of a functional *foxd3* protein, much of the NC specification module is absent at 5–6ss. We also find unexpected other Fox proteins and alternative NC factor upregulation that suggests a potential compensation in the mutant and explains a partial rescue of NC specification by early delaminating NC stages (Figures 2J and S3D). While genes associated with NC and stem cell processes are downregulated in the mutant premigratory NC, genes governing migration and differentiation are upregulated at migratory stages (Figure 2H), suggesting that *foxd3* switches from an activator to a repressor of NC programs.

Biotin-ChIP Confirms Direct Bimodal Action of *foxd3* on the NC Gene Regulation

To further investigate the apparent bimodal function of *foxd3* in gene regulation throughout NC ontogeny, we interrogated the genome-wide dynamics of direct *foxd3* binding from early steps of NC induction (75% epiboly, 1–2ss) and specification (5–6ss) to migratory NC stages (14ss). To this end, we used our recently developed binary biotagging approach (Trinh et al., 2017), enabling specific biotinylation of target proteins *in vivo* for subsequent use in biochemical procedures (Figure 3A). The effector transgenic zebrafish line, *TgBAC(foxd3-Avi-2A-Citrine)^{ox161}*, expressing Avi-tagged *foxd3* protein in an endogenous fashion (Figure 3B), was crossed to the ubiquitous BirA driver, *Tg(ubiq:NLS-BirA-2A-Cherry)^{ox114}*, expressing the biotin ligase, BirA, targeted to the nucleus (Figure 3A). The resulting progeny was collected for biotin ChIP-seq (Figure 3C), with BirA-only expressing embryos used as control.

Biotin ChIP-seq revealed 624 *foxd3*-bound regions at 75% epiboly, 531 at 1–2ss NC, 2,955 at 5–6ss NC and 658 at 14ss

(B) Lateral view of the embryo issued from crosses of *TgBAC(foxd3-Avi-2A-Citrine)^{ox161}* and *Gt(foxd3-mCherry)^{ct110R}* shows overlap of Citrine and Cherry reporters. Scale bars correspond to 100 μ m.

(C) Genome browser screenshot showing mapped *foxd3*-biotin-ChIP-seq at 75% epiboly (in blue), 1–2ss (in pink), 5–6ss (in light green) and 14ss (in dark green) developmental zebrafish stages within the *foxd3* regulatory locus. BirA-only ChIP-seq control at 5–6ss is shown in purple (top track). Positions of called peaks are indicated as vertical lines underneath each biotin-*foxd3* ChIP track. The bottom track black boxes display identified *cis*-regulatory elements of the *foxd3* gene.

(D) Volcano plot highlighting that most NC specifiers are downregulated in *foxd3*-mutant NC at 5–6ss. On the left side (downregulated genes), genes directly bound by *foxd3* at 1–2ss are marked in bold. On the right side (upregulated genes), genes that are still upregulated at 14ss and are directly bound by *foxd3* at 5–6ss and 14ss are marked in bold.

(E) Heatmap displaying top 50 most upregulated genes, based on log₂-fold change of differential gene expression, out of total 223 genes, at 14ss in *foxd3* mutant (CC) NC that were found to be occupied by *foxd3* at 1, 2, 3, or 4 associated *cis*-regulatory elements at 5–6ss and 14ss.

(F) Bar plot showing GO terms significantly enriched (**p < 0.01) to downregulated genes at 5–6ss in blue and upregulated genes at 14ss in red in *foxd3*-mutant embryos that were bound by *foxd3* at 1–2ss and at 5–6ss/14ss, respectively.

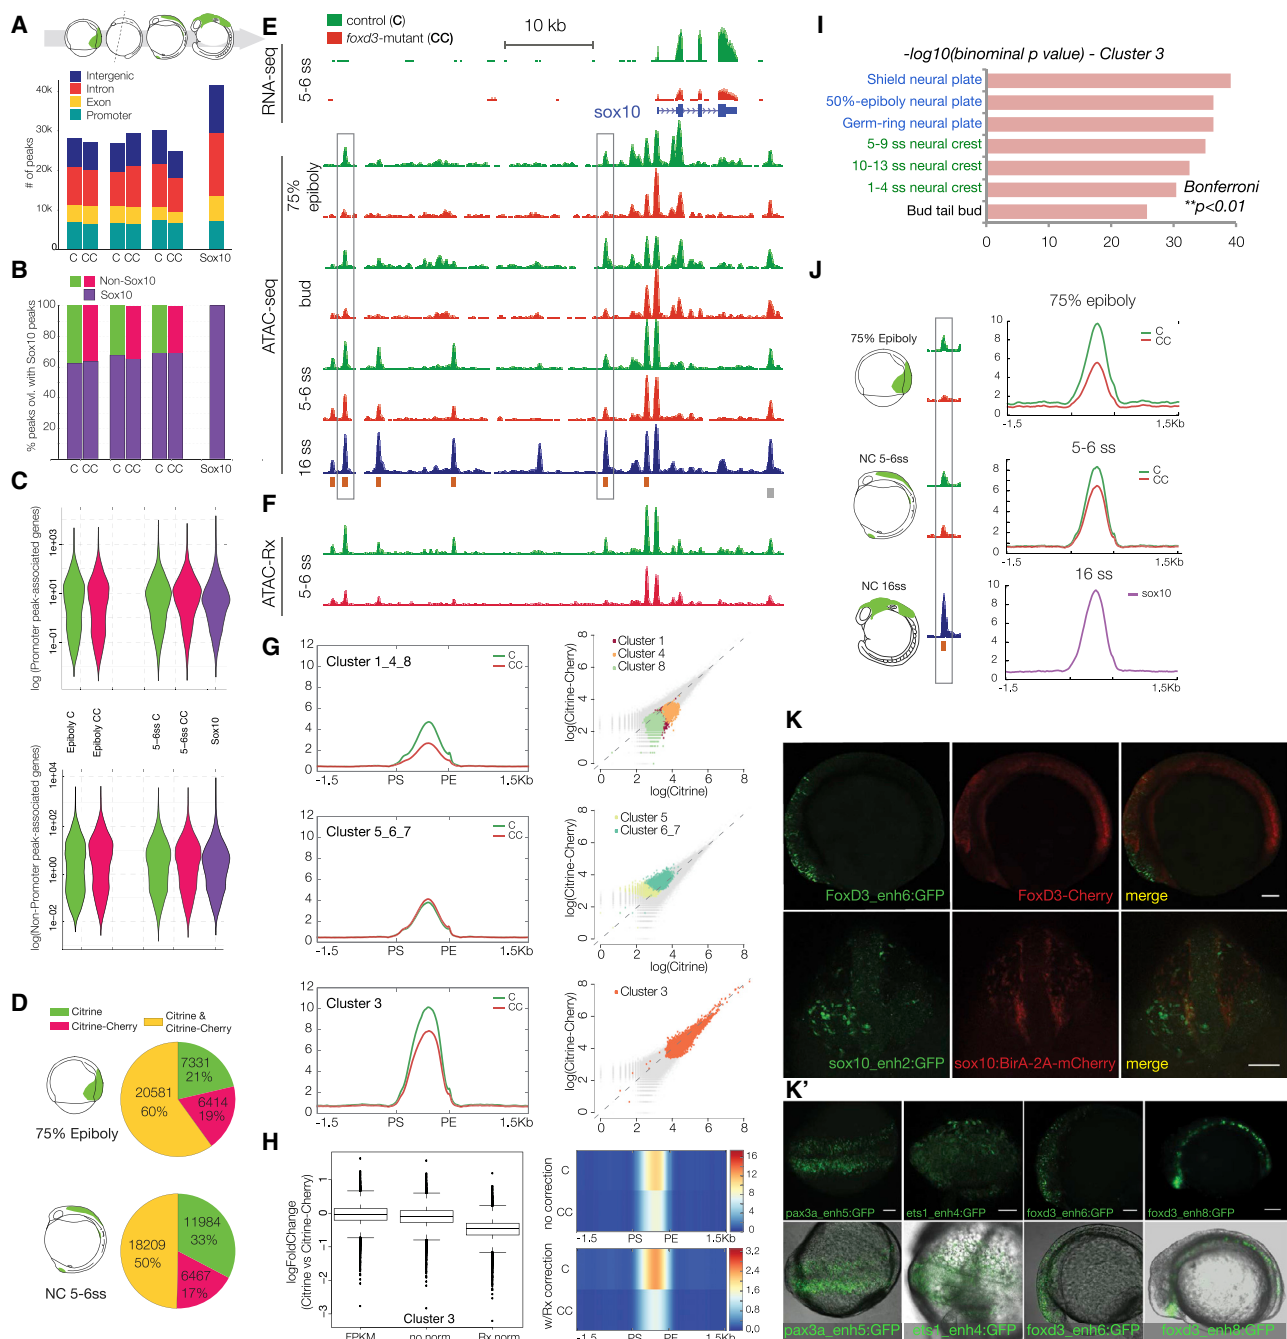

Figure 4. Epigenomic Profiling of Chromatin Accessibility in *foxd3* Mutant NC across Developmental Time

(A and B) (A) Stacked bar plots depicting genomic annotation of ATAC-seq peaks across stages analyzed (75% epiboly; bud stage; 5–6ss and 14–16ss) and (B) quantification of open elements at earlier stages as a proportion of accessible elements detected in migrating/differentiating NC.

(C) Violin plots correlating putative promoter and *cis*-regulatory elements with gene expression levels. Bimodal distribution of gene expression is associated with putative enhancers at all stages, but with promoters only at epiboly.

(D) Pie charts comparing Citrine-only, Cherry-only, and Citrine/Cherry peak number proportions of ATAC-peaks.

(E) Genome browser screenshot showing RNA-seq and ATAC-seq profiles in *foxd3* mutant (red) and *foxd3*-control cells (green) within *sox10* locus.

(F) Tracks showing normalized ATAC-Rx profiles obtained using reference exogenous *Drosophila* epigenome.

(G) Mean density maps of merged profiles and corresponding scatterplots of raw counts for *k*-means clusters featuring elements with differential accessibility and signal levels in *foxd3*-mutant and controls at 5–6ss.

(H) Boxplots and heatmap (raw read counts) showing fold change in accessibility and comparing ATAC signal levels between control (C) and mutants (CC) *k*-cluster 3 elements with and without Rx normalization.

(legend continued on next page)

NC, with only 89 non-specific peaks identified in the BirA-only controls. The substantial increase in *foxd3*-occupied genomic loci at 5–6ss followed by a drop in the peak number at 14ss suggests that the 5–6 somite stage represents a highly dynamic interface stage encompassing both activating and repressive modes of *foxd3* action.

We next sought to distinguish genes that are either directly activated or repressed by *foxd3*. To this end, we annotated each NC *foxd3*-biotin ChIP-seq peak to the nearest expressed gene at the corresponding or later stage. We found that 14.3% of genes downregulated in the 5–6ss *foxd3*-mutant NC (Figure 3D) and 30.8% of genes upregulated in the 14ss *foxd3*-mutant NC were normally directly bound by *foxd3*. Notably, 61 out of 223 direct *foxd3* target genes (at 5–6ss and 14ss) were found upregulated in *foxd3* mutants starting from 5–6ss (Figure 3D). This further supports our hypothesis that *foxd3*-mediated activation of later NC factors and *foxd3* repression of those no longer used co-occur at the premigratory NC stage.

Statistical overrepresentation of *foxd3*-primed, directly controlled genes, downregulated in *foxd3*-mutant at 5–6ss (Figure 3D) revealed a significant association with neural crest, stem cell, and mesenchymal cell development, NC cell migration, and regulation of neurogenesis (** $p < 0.01$; Figure 3F). Important genes in NC development, such as *pax3a*, *tfap2a*, *nrp2a*, and *foxd3* itself, appeared to be positively regulated by the upstream action of *foxd3* at early premigratory NC stages. Similarly, expression of transcription factors *id2a* and *gata3*, a signaling molecule *wnt4a* and a cytokine *mdkb* (all implicated in NC neuronal lineages), also appeared to be activated by *foxd3* (Figure 3D). Conversely, by 14ss stage, *foxd3*-facilitated gene repression was directed at various genes involved in cell fate commitment, including *olig2*, *tfap2c*, and *hey2*, wnt signaling genes (e.g., *wnt3*), and neuronal differentiation (e.g., *slit2/3*, *neurod4*, *gli2b*, *otx2*, and *efna1b*; Figures 3E and 3F).

Cumulatively, our *foxd3* biotin ChIP-seq data in premigratory and migratory NC argue for direct activation of a large portion of NC specification genes, followed by direct repression of cell differentiation genes, particularly to prevent premature differentiation into neuronal lineages.

***foxd3* Affects Chromatin Accessibility of Distal *cis*-Regulatory Elements**

The counter-intuitive finding that a large number of NC specification factors (Figures 2G and 3D) were downregulated in *foxd3*-mutant at 5–6ss raises the intriguing possibility that, much like FoxA1/A2 factors during endodermal specification (Iwafuchi-Doi et al., 2016), FoxD3 may act as a pioneer factor during NC specification. Therefore, in addition to its described role as a transcriptional repressor (Xu et al., 2007; Xu et al., 2009), FoxD3 may modulate the local epigenetic state of multiple *cis*-regulatory elements and thus positively control NC genes. To assess chromatin

accessibility status in *foxd3*-mutant NC cells, we carried out cell-type specific assay for transposase-accessible chromatin using sequencing (ATAC-seq) at different stages of NC formation on either FAC-sorted *foxd3*-expressing (C) and *foxd3*-mutant NC cells (CC) (75% epiboly and 5–6ss) or on dissected *foxd3*-mutant and control anterior embryonic cells at 1–2ss. In addition, we used our previously published 16ss *sox10*-specific ATAC-seq (Trinh et al., 2017), containing an extensive cohort of open *cis*-regulatory elements in migratory NC.

We recovered a constant number of open chromatin regions (ATAC-seq peaks) at all early stages with a similar genomic distribution as distal (intronic, intergenic) or proximal (promoter). The dramatic increase in the total number of open elements in late migratory and differentiating NC cells was entirely accounted for by novel distal non-promoter elements (Figure 4A). The *foxd3* depletion did not affect the distribution of peaks according to genomic annotation ($p = 0.8743$ and 0.614 for epiboly and 5–6ss, respectively), and over 60% of total peaks observed in *sox10*-specific differentiated cells were already opened at earlier stages (Figures 4B and 4E). To verify whether the open chromatin state of promoters and distal *cis*-regulatory elements correlates with gene expression, we analyzed the transcription levels of the closest associated genes. We noted a bimodal distribution of gene expression levels associated with putative enhancer elements at all stages but with putative promoters only at epiboly. Unimodal distributions after epiboly for genes associated with putative promoters indicated an onset of the *cis*-regulatory role for *foxd3* at 5–6ss (Figure 4C). Moreover, while at 75% epiboly, the difference in number of unique peaks in control (C) and cells is negligible (21% versus 19%), the number of peaks in control cells at 5–6ss is almost 2-fold of that in mutants (33% versus 17%) (Figure 4D).

To investigate whether the accessibility dynamics of distal regulatory elements could account for the drastic depletion of NC specification genes at 5–6ss, we compared the ATAC-seq profiles in *foxd3*-mutant (CC) and *foxd3*-control cells (C) (Figure 4E). *K*-means clustering identified 8 cohesive groups of elements with 3 general trends: (1) *k*-clusters 1, 4, and 8 contained lower signal elements with prominent accessibility differences between mutant and controls ($C \gg CC$), (2) *k*-clusters 5, 6, and 7 comprised elements of equally low comparable accessibility ($C \approx CC$), and (3) *k*-cluster 3 contained highly accessible regions with broad ATAC-seq peak distribution that showed intermediate signal decrease in mutants ($C > CC$) (Figure 4G). Functional annotation of *k*-clusters using GREAT Tool (McLean et al., 2010) singled out two clusters reflecting NC regulatory mechanisms—*k*-clusters 3 and 4 showed specific enrichment of zebrafish gene expression ontology terms linked to NC and neural plate development (Bonferroni; ** $p < 0.01$; Figures 4I and S4A).

To quantify the observed difference in ATAC-seq signal, we adapted a ChIP-Rx method (Orlando et al., 2014) that enables

(I) Bar chart depicting functional annotation of *k*-cluster 3 shows enrichment in zebrafish gene expression ontology terms linked to NC and neural plate development (Bonferroni; ** $p < 0.01$). For further analysis of *k*-cluster, see Figure S4.

(J) Merged profiles for 3,565 elements open at 75% epiboly showed more prominent accessibility defect than at 5–6ss ($C \gg CC$, > 50%), suggesting biological compensation over time.

(K and K') *Cis*-regulatory elements from *k*-cluster 3 show NC-specific reporter activity. (K) Lateral and frontal view of embryos injected with *foxd3*-enh6 and *sox10*-enh2 GFP reporter constructs into the genetic background of *foxd3*-Cherry and *sox10*:BirA-2A-Cherry, respectively. Scale bars correspond to 100 μ m. (K') Fluorescent and bright-field overlay images of *pax3a* and *ets1* (dorsal view) and *foxd3* (lateral view) enhancers. Scale bars correspond to 100 μ m.

genome-wide quantitative comparative analysis of histone modification ChIP signal (ATAC-Rx). To this end, ATAC was performed on mutant (CC) and control (C) *foxd3*-expressing NC cells at 5–6ss, spiked with *Drosophila melanogaster* S2 cells as a reference exogenous epigenome (Figure 4F). Quantification after Rx normalization demonstrated a discernible fold-change difference in accessibility between control (C) and mutant (CC) elements (Figure 4H), thus further confirming the defect in opening of specific distal *cis*-regulatory elements in the *foxd3*-mutant, previously identified by *k*-means clustering.

To investigate dynamics of chromatin opening over developmental time, we performed *k*-means clustering of the 75% epiboly and bud stage ATAC data. We found a subset of *k*-cluster 3 elements was open at 75% epiboly (~20%; 3,565 el. [elements]), with a more prominent change in enhancer accessibility in *foxd3* mutants at this stage (C >> CC; > 50%) as compared to 5–6ss (Figure 4J), suggesting the defect in *foxd3* mutants is compensated over time.

Using an efficient reporter assay in zebrafish, we tested the activity of ~30 putative regulatory elements from *k*-clusters 3 and 4. *k*-cluster 4 regions were not active at 5–6ss but perhaps are used at later stages, to maintain NC specifiers that remained downregulated in 14–16ss *foxd3* mutants. *k*-cluster 3 elements drove reporter expression at 5–6ss with striking NC-specific activity, recapitulating endogenous expression of their cognate genes (Figures 4K and 4K'), thus strongly suggesting they act as their *cis*-regulatory elements.

Hotspot Enhancers Associated with Downregulated NC Specification Genes Harbor Specific NC Regulatory Code

k-cluster 3 included elements involved in both neural and NC development (Figure 4I). However, *foxd3*-mutants presented defects only in NC formation, suggesting that neural *cis*-regulatory modules may not require *foxd3* activity for proper function. Further *k*-means clustering of *k*-cluster 3 revealed two pooled subgroups that were generated by assembling subclusters that exhibited similar accessibility characteristics (Figures 5A–5C): (1) *k*-cluster 3.1 containing *cis*-regulatory elements that displayed lower accessibility in *foxd3* mutants and (2) *k*-cluster 3.2 containing elements with no accessibility change. GREAT analysis further functionally segregated these subclusters: *k*-cluster 3.2 was associated with ontology terms linked only to neural plate and tube development while *k*-cluster 3.1 contained enhancers implicated in NC specification or neuronal differentiation (Bonferroni; **p < 0.01; Figures 5D and 5F). From henceforth, we refer to putative elements in *k*-cluster 3.1 as “hotspot enhancers.”

To link the putative regulatory elements identified in *foxd3*-mutant (CC) and control (C) NC cells to their transcriptional programs, we first assigned all identified non-promoter ATAC-seq elements to the genes expressed at each corresponding stage (Figure S4C). To connect the transcriptional and regulatory *foxd3* phenotypes at 5–6ss, we assigned hotspot enhancers (*k*-cluster 3.1) and elements from *k*-cluster 3.2 to the corresponding genes expressed at this stage and ranked those genes by the number of elements associated (Figures 5B and 5C). Hotspot enhancers correlated to the ensemble of NC specification genes downregulated at 5–6ss with high statistical significance

(****p = 1.12E–60). Moreover, no other *k*-cluster, including 3.2, showed significant association to genes either up- or downregulated in the *foxd3*-mutant at 5–6ss.

A number of NC specifiers that were downregulated in *foxd3*-mutants at 5–6ss recovered their expression by 14ss. We inquired whether *k*-cluster 3.2 regulatory elements (unaffected by loss of *foxd3*) could act instead of hotspot *k*-cluster 3.1 enhancers to rescue cognate gene expression. However, the genes controlled by both hotspot enhancers and *k*-cluster 3.2 elements (Figure 5C') compared to those controlled solely by hotspot elements (Figure 5B') did not recover more efficiently (50% versus 40% of genes, respectively, were still depleted in *foxd3*-mutants at 14ss). Instead, an important fraction (~25%) of downregulated NC specifiers harboring 3.2 elements, were, in fact, upregulated in 14ss *foxd3*-mutant NC, and such upregulation was not observed for genes solely controlled by hotspot activating enhancers. Moreover, genes differentially upregulated at 14ss associated to *k*-cluster 3.2 with high statistical significance (*p* = 4.73E–74), suggesting that *k*-cluster 3.2 elements, were in fact linked to *foxd3*-mediated repression.

In line with their predicted assigned functions, transcription factor binding site (TFBS) analysis using Homer suite (Heinz et al., 2010) revealed that *k*-cluster 3.1 (hotspot enhancers) and *k*-cluster 3.2 elements harbored distinct regulatory codes. Hotspot enhancers presented a canonical neural crest signature featuring *bona fide* NC master regulators Sox10 (Sauka-Spengler and Bronner-Fraser, 2008), TFAP2a, and nuclear receptor NR2 (Rada-Iglesias et al., 2012) as top enriched binding motifs (Figure 5E), while *k*-cluster 3.2 top enriched motifs were Lhx2/3, a transcription factor involved in neural development and cortical neurogenesis (Bery et al., 2016), Oct4-Sox2, and multiple FoxA motifs (Figure 5G). Interestingly, the only other *k*-clusters that were enriched in NC motifs (TFAP2a and Ets1, but not Sox10) were *k*-clusters 1, 4, and 8 (Figure S4B), suggesting that regulatory elements whose opening is dependent on *foxd3* display unifying features of an NC enhancer. Furthermore, we also found a number (~10%) of hotspot and *k*-cluster 3.2 elements were directly bound by *foxd3* at premigratory stages (Figure 5H). Given the paucity of available zebrafish TFBSs, we also formulated a new approach to build comprehensive TF binding motif maps for each enhancer *k*-cluster to be used in statistical enrichment analyses. Similarly, the majority of NC TF motifs were present in the hotspot *k*-cluster 3.1 neural crest enhancers (Figure 5I), while *k*-cluster 3.2 elements clearly lacked sox10, nr2f, and most pax motifs, except for a single pax cluster, comprising human TF binding motifs for Pax3 and Pax7, previously shown to control both NC, neuronal and mesenchymal derivatives (Manderfield et al., 2014; Murdoch et al., 2012). Moreover, *k*-cluster 3.2 enhancers harbored the majority of hnf, tcf, klf, zic, and pou motifs, suggesting these elements could both drive NC derivative as well as stem cell maintenance programs at later stages of NC development and mediate repressive activity.

This analysis singled out *k*-cluster 3.1 as the *bona fide* NC enhancer cluster that contained hotspot *cis*-regulatory modules driving NC specification genes at premigratory stages. Defects in the chromatin accessibility of these hotspot enhancers resulted in the decrease of NC specifiers' expression in *foxd3* mutants.

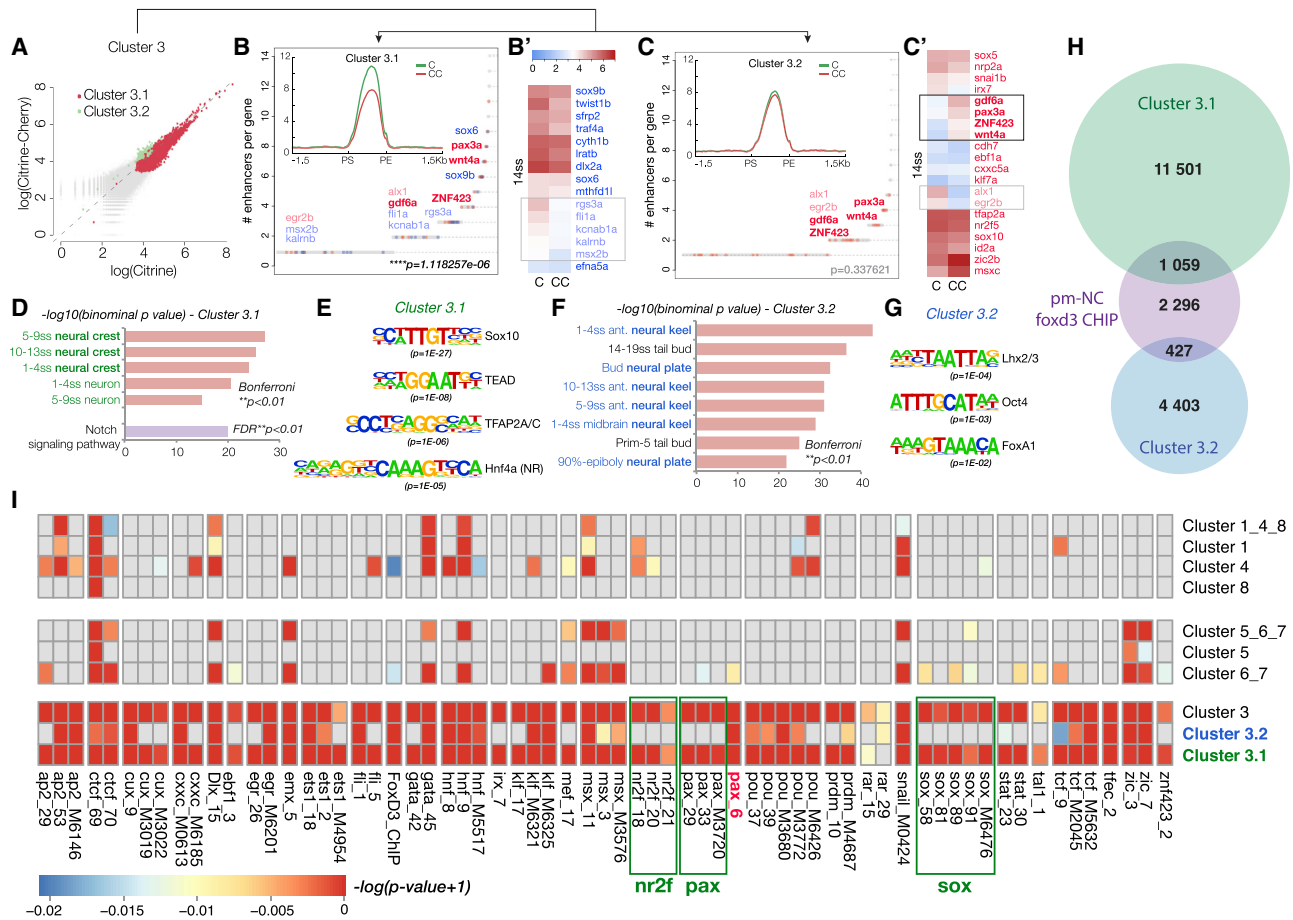

Figure 5. Characterization of Hotspot Enhancers

(A) Scatterplot showing subclustering of *k*-cluster 3, one containing elements of lower accessibility in *foxd3* mutants (*k*-cluster 3.1; 12,366 el.; $R_{Cl3.1} = 0.77$) (B) and the other elements with no change in chromatin accessibility (*k*-cluster 3.2; 4,754 el.; $R_{Cl3.2} = 0.97$) (C).

(B and C) Plots representing genes assigned to *k*-cluster 3.1 (B) and *k*-cluster 3.2 (C) ranked by the number of associated elements. (B' and C') Heatmaps showing later expression (14ss) of NC genes depleted in 5–6ss mutant NC. Genes controlled solely by 3.1 elements (in blue) are shown in (B') and those harboring both 3.1 and 3.2 elements (in red) are depicted in (C'). Genes that remain downregulated at 14ss are labeled in light color print, and those overexpressed are shown in bold. (D and F) Functional annotation by GREAT associates *k*-cluster 3.1 with neural crest specification or neuronal differentiation (D) and *k*-cluster 3.2 with neural plate/tube development (F) (Bonferroni; $**p < 0.01$).

(E and G) Top transcription factor binding site (TFBS) motifs enriched in 3.1 (E) and 3.2 (G) elements.

(H) Venn diagrams showing a number of elements from *k*-clusters 3.1 (in green) and 3.2 (in blue) that are directly bound by *foxd3* at premigratory NC (pm-NC) stages (in purple: 75% epiboly, 1–2ss, and 5–6ss ChIP-seq peaks).

(I) Comprehensive TF binding motif map representing significantly enriched TFBS for TF expressed at 5–6ss across different *k*-clusters.

foxd3 Primes Late Regulatory Elements Used in Migratory NC

To quantitatively evaluate events of chromatin opening at 5–6ss, we performed differential accessibility analysis using the DiffBind package (Stark and Brown, 2011). We identified 900 peaks that were differentially accessible in *foxd3*-control (C) versus *foxd3*-mutant (CC) neural crest (Figures 6A–6C); these elements exhibited low signal at 75% epiboly, only starting to open at 5–6ss, but were clearly accessible in the NC at 16ss (Figure 6D). Functional annotation of identified elements revealed significant enrichment of GO terms for stem cell development and differentiation, neural crest differentiation and migration, and mesenchymal cell differentiation ($**p < 0.01$), as well as gliogenesis ($*p < 0.05$), further suggesting these regions may act as *cis*-regulatory elements at later stages of NC ontogeny (Fig-

ure 6E). Interestingly, assigned genes included cell adhesion and migration factors that were de-repressed in *foxd3* mutant NC at later stages. Conversely, other associated NC regulatory factors that drive specific NC lineages and are normally highly expressed at later stages were depleted in the *foxd3* mutant at 14ss (Figure 6A). These results clearly suggest that, in addition to the NC specification program at premigratory NC stages, *foxd3* continues to aid the opening of the *cis*-regulatory elements associated with NC differentiation, while, at the same time, negatively controlling gene expression of cell surface and migration machinery that ultimately has to be deactivated in order for cells to settle and differentiate. Importantly, association of stem cell development/differentiation genes to late NC enhancers further supports a role for *foxd3* in controlling stem cell identity in the migrating and differentiating NC.

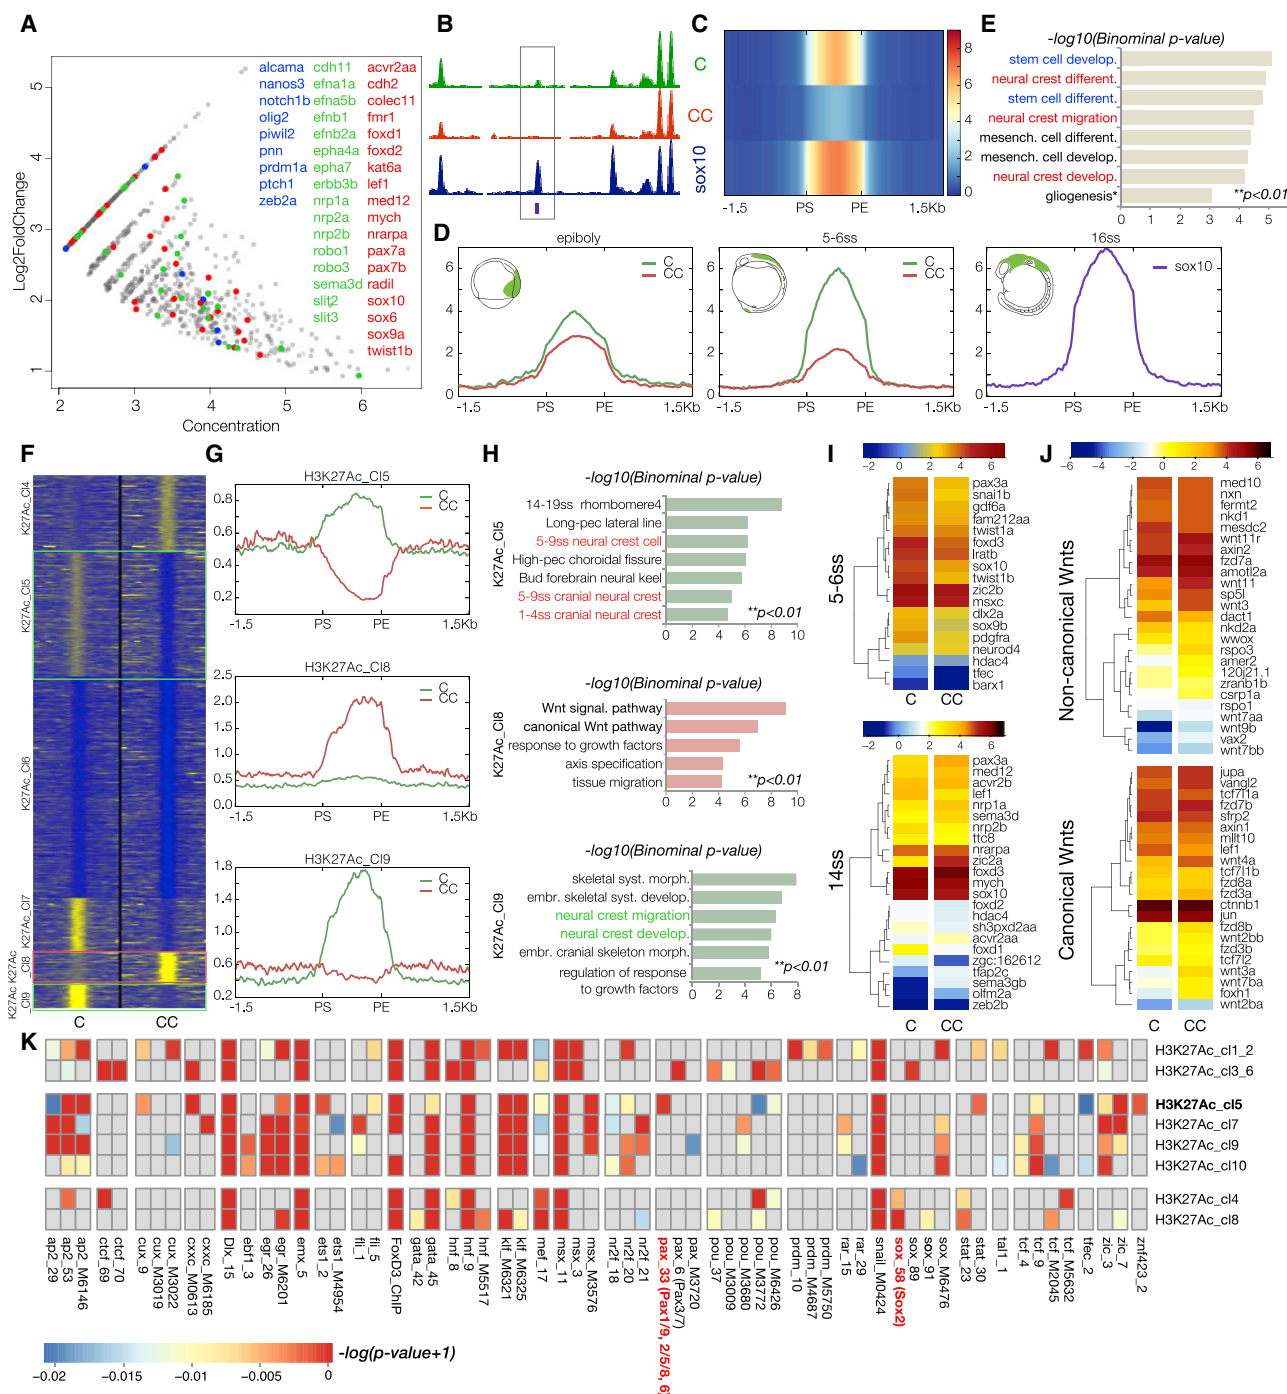

Figure 6. Differential ATAC-Seq Analysis and Clustering of Enhancers Based on H3K27Ac Profiles

(A) Annotated MA plot depicting late opening enhancers significant by DiffBind analysis ($p < 0.05$, $FDR < 0.1$) of the ATAC-seq signal at 5–6ss with annotated associated genes (stem cell genes, blue; cell adhesion/migration cues, green; NC specification and differentiation, red).

(B) Genome browser screenshot exemplifying the type of element isolated by DiffBind (boxed).

(C and D) (C) Heatmap (raw read counts) of all elements and (D) collapsed merged profiles indicating that identified elements are closed at epiboly and only start to open at 5–6ss.

(E) Functional annotation of DiffBind-identified enhancers shows association with later roles in NC (** $p < 0.01$).

(F–H) (F) Heatmap depicting *k*-means linear enrichment clustering of H3K27Ac signal across non-promoter ATAC-seq peaks in *foxd3*-mutant (CC, Citrine/Cherry) and control (C, Citrine) at 5–6ss, (G) associated mean merged profiles for selected clusters, and (H) corresponding ontology enrichment bar plots indicating functional role of selected clusters.

(legend continued on next page)

Taken together, our findings demonstrate that *foxd3* controls NC gene activation by acting at a *cis*-regulatory level both during early NC specification and at later migratory NC stages. This realization contributes to converging evidence that *foxd3* plays multiple, sometimes opposing, roles, particularly during the transition from NC specification to migration/differentiation stages.

H3K27Ac on NC Enhancers Is Altered in *foxd3* Mutants

To examine whether H3K27 acetylation, a hallmark of active enhancers, was affected in *foxd3*-mutant NC at 5–6ss, we carried out H3K27Ac ChIP using FAC-sorted *foxd3*-mutant (CC) and control *foxd3*-expressing NC cells (C). *k*-means clustering of H3K27Ac signal identified 10 clusters with differential patterns of H3K27 acetylation on putative *cis*-regulatory elements (Figures 6F, 6G, and S5). Four clusters (K27Ac_clusters 1, 2, 3, and 6) contained elements with no change in H3K27 acetylation, whereas four clusters showed a decrease (K27Ac_Cl5, 7, 9, and 10) and two an increase (K27Ac_Cl4 and Cl8) in H3K27Ac signal in *foxd3* mutant NC. In K27Ac_Cl5, acetylation in *foxd3*-mutants was abrogated below background levels, possibly indicating active removal of the H3K27Ac mark from the enhancers when they were not primed or bound by NC-specific TFs. Functional annotation of this cluster yielded specific enrichment of zebrafish GO terms linked to early (premigratory) NC, as well as nervous system development (Bonferroni; ** $p < 0.01$; Figure 6H). The majority of NC genes downregulated in *foxd3* mutants at 5–6ss were associated with one or more K27Ac_Cl5 elements ($p = 1.59E-05$; Figure 6I), suggesting that some of the enhancers initially opened by *foxd3* and used during early NC specification also depended on this factor for appropriate acetylation. Similarly, H3K27Ac_Cl9 elements, characterized by strong K27Ac signal in controls and defect in *foxd3*-mutant cells (Figure 6G), were mainly associated with factors regulating late NC events such as migration and differentiation into derivatives such as cranial skeletal elements (Figure 6H). Interestingly, a number of these genes were upregulated in *foxd3*-mutants by 14ss, indicating a supplementary *foxd3*-linked gene and enhancer regulatory mechanism (Figure 6I). The putative role of *foxd3* in repression of these NC genes until post-migratory stages is reminiscent of the observations made in studies of FoxD3 function in germ and pluripotent stem cells (Krishnakumar et al., 2016; Respuela et al., 2016).

In contrast, the increased H3K27 acetylation in *foxd3*-mutants suggests *foxd3* involvement in active removal of this histone modification from cluster K27Ac_Cl8 enhancers that control of Wnt signaling pathway components (Figures 6G and 6H). Correspondingly, both canonical Wnt signaling ligands (*Wnt1,3,3a,8a/b, 10a/b*), receptors (*fzd3,8b,10, fzdb, sfrp1a*), signal transduction effectors (*apc, axin2, wntless, tcf3a/b, tcf15*), as well as non-canonical Wnt signaling ligands (*wnt4a,5b, 7b,11,11r,16*) and signal transduction effectors (*daam1a/b, rho,*

plc, nfat3b), were differentially upregulated in *foxd3*-mutants at 14ss (Figure 6J).

Interestingly, DNA motif enrichment patterns identified in individual K27Ac clusters differed from binding maps of hotspot *k*-cluster 3.1 enhancers. For instance, elements from K27Ac_Cl5 cluster, featuring complete repression in H3K27Ac signal in *foxd3*-mutants, lacked enrichment in *sox*, *prdm*, or *pax3/7* motifs but harbored motifs for other *pax* TFs (*pax1/9, pax2/5/8, pax6*) and *ets* (erythroblast transformation specific). In general, K27Ac clusters containing elements acetylated in a *foxd3*-dependent manner (K27Ac_Cl5, 7, 9, and 10; Figures 6F and 6G) showed enrichment in *tfap2*, *nr2f*, and *zic* motifs, while elements from clusters K27Ac_Cl4 and 8, which may normally require *foxd3* binding for maintenance of repressive state (Figures 6F and 6G), are enriched in binding motifs for neural and stem cell TF *sox2*. Regions of low acetylation across ATAC peaks in K27Ac_Cl3_6 are enriched in CTCF binding motifs (Figure 6K).

These results show that *foxd3*'s effects on H3K27 acetylation of enhancers are context dependent. While correlating positively with H3K27ac deposition on enhancers of early specification and late fate commitment genes, *foxd3*-dependent H3K27Ac is negatively associated with expression of Wnt signaling genes.

Ectopic Expression of *foxd3* Modifies the Chromatin Landscape in Early Embryos

Under some conditions, FoxD3 has been shown to auto-regulate itself (Hromas et al., 1999; Lister et al., 2006; Pohl and Knochel, 2001). Indeed, here we reveal that in *foxd3*-mutants, the transcription of truncated *foxd3* form was increased at 75% epiboly, depleted at 5–6ss and again upregulated at 14–16ss, indicating different feedback loops controlling *foxd3* expression at different stages of development. To investigate the direct action of *foxd3*-mediated chromatin priming and subsequent gene activation, we performed *foxd3* overexpression experiments by injecting *foxd3* mRNA into heterozygous *Gt(foxd3-mCherry)^{ct110}* embryos (Figure 7A). To assess the degree of auto-regulation upon ectopic *foxd3* expression versus control, we first quantified fluorescence intensity and the number of endogenous *foxd3*-mCherry cells at 50% epiboly by FACS (Figures 7B and S6A). While we did not observe an increase in fluorescent cell number, we noticed an overall increase in the fluorescence intensity when compared to control non-injected embryos, consistent with supplemental gene activation at the *foxd3-mCherry* locus. Remarkably, cells from *foxd3* mRNA-injected embryos failed to exhibit the highest mCherry fluorescence found in the control cells (Figure 7B; P5 compartment – black arrow), suggesting also a potential repression at the *foxd3-mCherry* locus. Our findings suggest that *foxd3* both activates and represses itself and that its activity may be dependent on the concentration and spatial position of the cells within an embryo. Thus, under overexpression conditions, the bimodal action of *foxd3* may occur at an even earlier stage than normal.

(I) Heatmaps showing expression of NC specification genes (log FPKM) associated with K27Ac_Cl5 at 5–6ss and NC migration/differentiation genes associated with K27Ac_Cl9 at 14ss in *foxd3*-mutant (CC) and control cells (C).

(J) Heatmap depicting expression at 14ss of canonical and non-canonical Wnt pathway molecules (in log FPKM) associated with K27Ac_Cl8 that displays an increase in enhancer K27 acetylation in mutants.

(K) TF binding motif map representing significantly enriched TFBS for TF expressed at 5–6ss across different K27Ac-clusters. See Figure S5 for other K27Ac clusters and corresponding ontology enrichment bar plots.

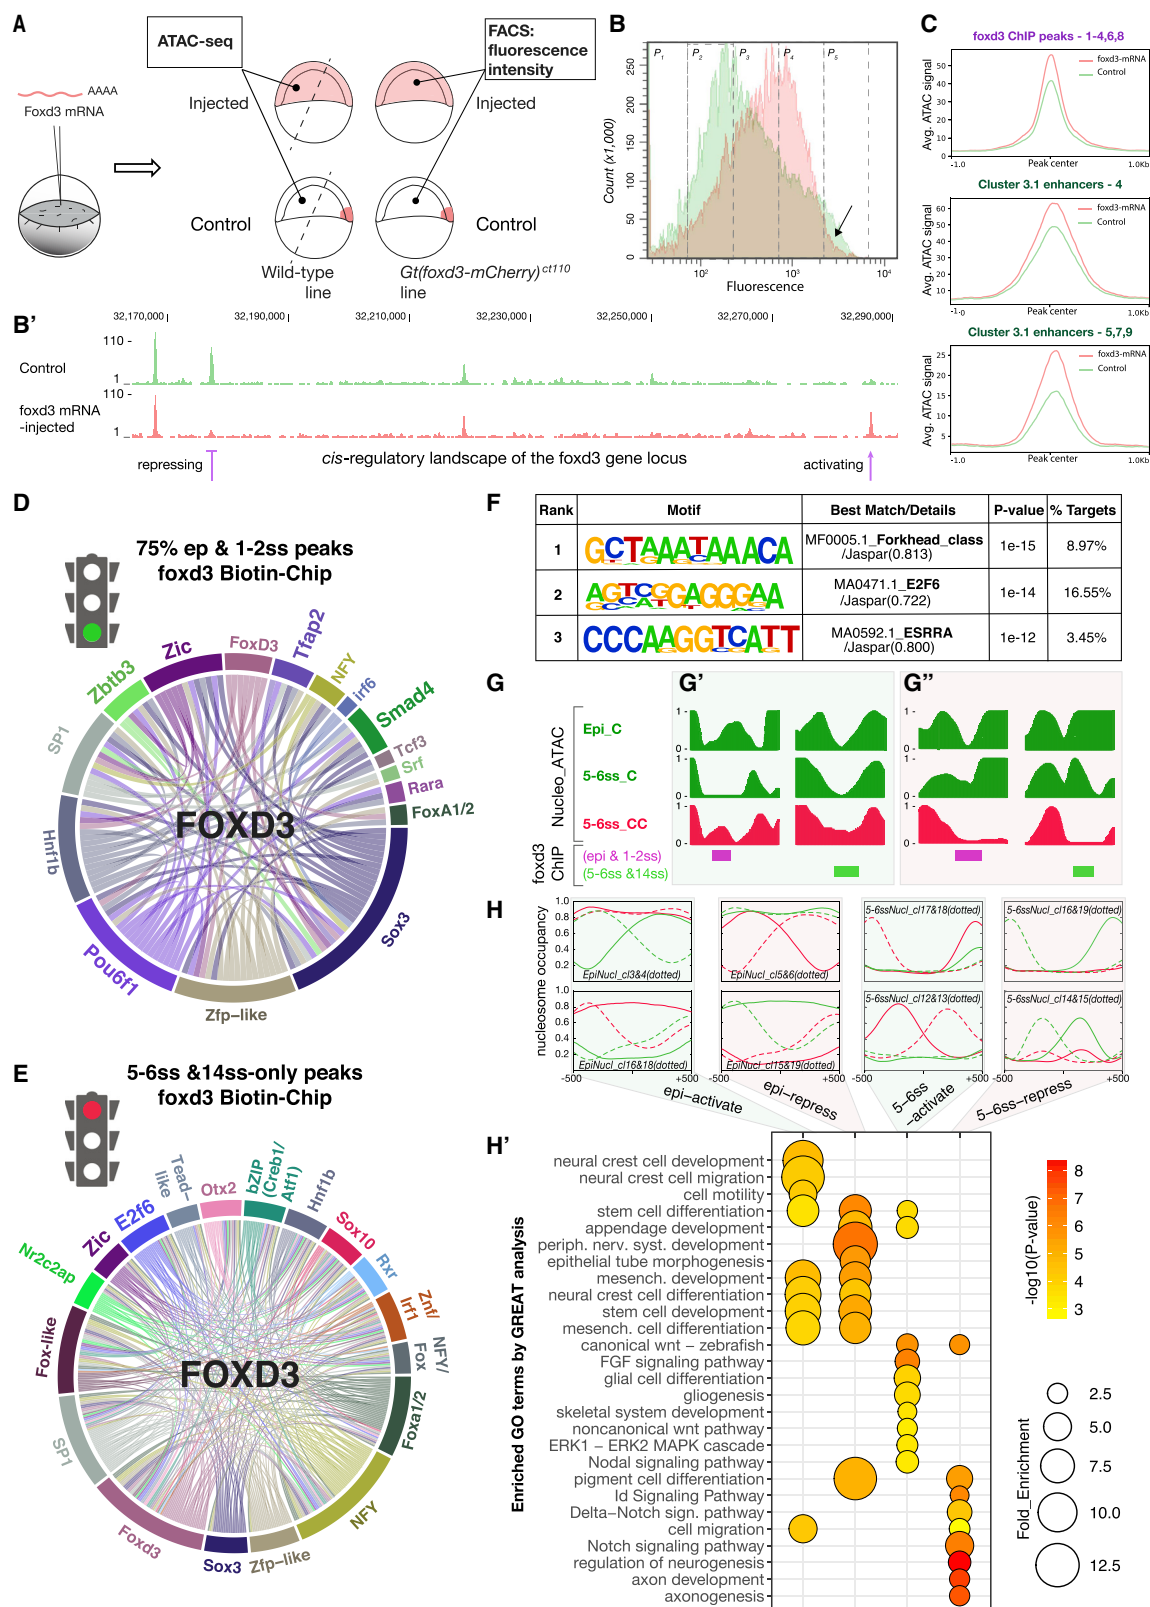

(legend on next page)

To probe *foxd3*'s capability to prematurely prime *cis*-regulatory elements, we again overexpressed it but, this time, dissected the embryos to analyze chromatin accessibility (ATAC-seq) in cells that do not normally express *foxd3* endogenously at this stage ("foxd3-naive" cells) (Figure 7A). When comparing datasets from *foxd3*-injected embryos versus controls, we failed to detect the opening of *de novo* genomic regions that were not normally accessible in the *foxd3*-expressing cells. This suggests that *foxd3* activity remains specific to a defined set of putative downstream targets. Interestingly, we observed that ectopic *foxd3* activity increased accessibility of a large number of putative elements directly bound by *foxd3* (as uncovered in our ChIP experiments), including a number of hotspot enhancer elements (Figure 7C). Elements that showed enhanced accessibility upon ectopic *foxd3* expression associated with genes involved in early neural plate and neural crest development and in particular with those controlling Wnt and BMP signaling (Figures S6B and S6B'). Furthermore, within the *foxd3* genomic locus itself, we identified *cis*-regulatory elements showing changes in accessibility in both directions upon *foxd3* expression (Figure 7B', purple arrows). Bimodal auto-regulation of *foxd3* (Figures 7B and 7B') offers an excellent example of *foxd3*'s capacity to both activate and repress a gene by priming or decommissioning different *cis*-regulatory elements.

In silico Combinatorial Transcription Factor Analysis Suggests Distinct Gene Regulatory Mechanisms Underlie the Bimodal Action of *foxd3*

Because late *cis*-regulatory regions were not fully opened by ectopic *foxd3* expression, we speculated that *foxd3* likely requires *in vivo* interacting partners to exert its bimodal activity. To identify putative *foxd3* partners, we analyzed the underlying *foxd3* biotin ChIP sequences during either gene activation or gene repression. The classification of *foxd3*-bound regulatory elements solely using one of the bimodal actions was based on the assumption that these roles are temporally distinct, with *foxd3* mainly acting as activator during early stages (75% epiboly; 1–2ss; "early" peaks), and as a repressor at later stages of NC

ontogeny (5–6ss; 14ss). Given that at the 5–6ss *foxd3* may mediate both activities, the set of "late" peaks was obtained by removing peaks already bound at earlier stages, thus focusing primarily on the *foxd3*-repressed genomic loci. After *de novo* TF binding motif enrichment analysis on early and late *foxd3*-bound NC genomic regions, we selected 20 out of 20 identified (early) and 27 out of 32 identified (late) significantly enriched sequence motifs to be used for *in silico* 2-way TF combinatorial analysis. For visualization purposes, different motifs annotated to the same TF were pooled (Figures 7D, 7E, S6C, and S6D). Combinatorial analysis yielded a signature of putative *foxd3* co-activators at early stages (Sox3, SP1, Zic, Hnf1ba, Pou6f1, zinc-finger protein (ZFP), Zbtb3, and Smad4) (Figure 7D). Conversely, late stage peaks were enriched for NFY, SP1, Otx2, Sox10, E2F6, Rxr, bZIP, Nr2c2ap, Foxd3, and other Fox-like TF motif complexes (Figure 7E). Given that some of the lineage specification factors enriched at later stages overlap *foxd3* binding genomic coordinates, we cannot unequivocally discriminate whether these factors co-operate or compete with *foxd3*. Surprisingly, we did not observe an extensive enrichment of fox/*foxd3* motifs from our *foxd3* biotin ChIP-seq sets at early NC stages (when *foxd3* is mostly playing a priming role), while fox/*foxd3* were the most highly enriched out of all motifs at *foxd3*-bound DNA sequences at later NC stages (when *foxd3* primarily acts as a repressor) (Figures 7D, 7E, S6C, and S6D). This is suggestive of differences between *foxd3* binding affinities during its priming versus repressive modes and is consistent with previous studies showing that some co-binding pioneer transcription factors exhibit only a partial DNA sequence motif recognition when binding to the nucleosome, but recognize canonical motifs when binding "naked" DNA (Soufi et al., 2015). Thus, our findings support the hypothesis that *foxd3* is a bimodal NC regulator, which progressively changes from a co-pioneering factor toward a repressor during NC ontogeny.

Foxd3 Mediates Gene Repression via Chromatin Modulation together with Other Factors

To focus on potential factors that may directly co-repress NC genes at later stages, we scanned *foxd3*-occupied genomic

Figure 7. Putative Mechanisms of the Bimodal *foxd3*-Mediated NC Gene Regulation

- (A) Experimental strategy for *foxd3* overexpression *in vivo*. *Gt(foxd3-mCherry)^{ct110}* heterozygous embryos were used for FACS and wild-type embryos for ATAC-seq experiments at 50% epiboly stages. For ATAC-seq, embryos were dissected (dashed lines) to only collect "foxd3-naive" cells that do not normally express *foxd3*. Native and ectopic *foxd3* expression is illustrated in dark pink and lighter pink, respectively.
- (B) FACS graph portraying a number of *foxd3-mCherry* expressing cells and underlying fluorescence intensities from control (green) and *foxd3* mRNA injected (pink) embryos. P1–P5 – compartments of different fluorescence levels from the lowest to the highest. Black arrow indicates a loss of highest intensity fluorescence in *foxd3* mRNA injected embryos versus control. (B') Genome browser screenshot depicting region ~60 kb upstream from the *foxd3* transcription start site (TSS). Green and pink ATAC-seq tracks represent genome accessibility from control and *foxd3* overexpressing embryonic cells. Purple arrows indicate either relative loss or acquisition of chromatin accessibility upon *foxd3* overexpression.
- (C) Mean density maps of merged profiles for *k*-means clusters featuring elements with differential accessibility between the *foxd3* mRNA injected (in pink) and control (in green) 50% epiboly-staged embryos using either *foxd3* binding maps or *k*-cluster 3.1 elements as a reference.
- (D) Circle plot showing statistically significant TF motif co-occurrences on the "early NC" *foxd3*-bound activating elements.
- (E) Circle plot showing different statistically significant TF motif co-occurrences on the "late NC" *foxd3*-bound elements, underlying repressive activity.
- (F) *De novo* TF binding motifs enriched within *foxd3*-bound elements associated with NC genes negatively regulated by *foxd3* at 14ss.
- (G) Nucleosomal occupancy profiles expressed as relative NucleoATAC normalized cross-correlation signals. Profiles show changes in nucleosome positioning within the regulatory elements in control (C; green) and *foxd3*-mutant (CC; red) cells. Direct *foxd3* binding at either early (epiboly, 1–2ss in magenta) or late stage (5–6ss, 14ss in green) results in either nucleosome clearing (G'; permissive role) or nucleosome compaction (G''; repressive role). Both processes are altered and nucleosomal patterns inverted in *foxd3*-mutant NC (G' and G'').
- (H) Mean density maps of merged profiles of nucleosomal clusters obtained by *k*-means analysis showing differential nucleosomal patterns between *foxd3*-mutants (CC; red) and controls (C; green). Both nucleosome-loose clusters of elements with activating patterns (epi-activate and 5–6ss-activate) and nucleosome-compact clusters with repressive patterns (epi-repress and 5–6ss-repress) are identified. (H') Bubble chart depicting functional annotation of different nucleosomal clusters by GREAT (Bonferroni; $p < 0.01$). Only elements directly bound by *foxd3* are analyzed.

loci associated with genes significantly upregulated in the 14ss *foxd3*-mutant NC for *de novo* TF binding motifs. Interestingly, only three significantly enriched motifs were identified: *foxd3* (MF0005.1_Forkhead_class/Jaspar(0.813); $p = 1E-15$), *e2f6* (MA0471.1_E2F6/Jaspar(0.722), $p = 1E-14$), and *Esrra* (MA0592.1_ESRRA/Jaspar(0.800), $p = 1E-12$) (Figure 7F). E2F6 was found to co-occupy the highest proportion of *foxd3*-bound repressive peaks (16.55%) (Figure 7F).

Next, we identified a set of genomic regions accessible early (75% epiboly; 1–2ss), then bound by *foxd3* from 5–6ss and ultimately closed by 14–16ss, suggesting *foxd3*-facilitated compaction. Such regulatory elements (314) were associated to 293 gene loci, 44% of which were upregulated in *foxd3*-mutants at 14ss, indicating these were directly regulated by *foxd3* via modulation of chromatin accessibility at enhancers. Moreover, GREAT analysis revealed a significant enrichment for neuronal fate specification terms (Figure S6E'; $**p < 0.01$), including genes such as *olig2/4*, *mnx1*, *fgf8a*, *gli1*, *neurog1*, and *robo1*, confirming our previous observations that *foxd3* prevents premature activation of neuronal pathways (Figure 2H). TF motif enrichment analysis of these 314 elements using the same initial set of 32 motifs (Figure 7E) yielded 19 significant co-occurring motifs (12 different TFs) (Figure S6E). We again noted promiscuous *foxd3* binding, as the top five different *fox/foxd3* motifs were enriched on 85% of repressed loci. Interestingly, 98.1% of all repressed loci exhibited the Hnf1b a/b motif sequence, while other predominantly enriched motifs underlying *foxd3*-mediated co-repression were *otx2* (92.7%), *sox10* (79.9%), two NFY motifs (78.7% and 79.9%), and *e2f6* (70.7%). Combinatorial TF analysis showed that *fox* motif factors had the highest number of statistically significant co-occurrences, followed by *foxd3* co-occupation with *sp1*, *zfp*-like, *e2f6*, *otx2*, *sox3*, NFY, *znf-irf1*, *hnf1b a/b*, and *sox10* motifs (Figure S6E). *Otx2*, *sox3*, and *sox10* factors, involved in NC differentiation and neural development, may not co-operate with *foxd3* to mediate repression but rather compete for underlying binding sequences to promote multipotent NC cell differentiation (Beby and Lamonerie, 2013; Carney et al., 2006; Dee et al., 2008). Conversely, *e2f6* factor is known to function as a transcriptional repressor that associates with Polycomb repressive complexes (PRC1 and PRC2) (Gaubatz et al., 1998; Leseva et al., 2013; Trimarchi et al., 2001). We explored *e2f6/foxd3* co-operation in transcriptional repression by scanning four different *e2f6* motifs across all *foxd3*-bound regions associated with the genes upregulated in 14ss *foxd3*-mutant embryos (Figure 3E) and found that 82.3% of them were significantly enriched for *e2f6* binding (chi-square test; $***p < 0.0004$). This indicates that *e2f6* likely plays an important role in NC development by co-operating with *foxd3* to repress target genes in order to maintain NC multipotency.

Foxd3 Affects Nucleosomal Positioning on NC Enhancers

Our analysis suggests that *foxd3*-mediated chromatin compaction at regulatory elements is one mechanism employed for specific gene repression. However, the role of *foxd3* in gene activation and maintenance may involve other mechanisms including nucleosomal rearrangements at NC enhancers. FoxD3 forkhead DNA binding domain, like that of FoxA pro-

teins, is composed of three helices and two large loops ("wings"), remarkably similar to the winged-helix structures of linker histone H1 that avidly binds nucleosomes (Clark et al., 1993). Such pioneer factors have been suggested to induce nucleosome repositioning, possibly by recruiting hyperdynamic histone variants, such as H2A.Z and H3.3 and other chromatin and DNA modifying proteins, to allow binding of *cis*-regulatory elements by transcriptional complexes (Chen and Dent, 2014; Spitz and Furlong, 2012; Zaret and Carroll, 2011). To assess whether *foxd3* affects nucleosomal positioning on NC enhancers, we analyzed nucleosome profiles in *foxd3*-mutant and control neural crest cells. To this end, we generated nucleosomal occupancy tracks using the NucleoATAC algorithm that enables calling nucleosome positions using Tn5 footprints embedded in ATAC-Seq data (Schep et al., 2015). *k*-means clustering identified cohesive groups of elements that presented significant differences in nucleosomal patterns between *foxd3*-mutant (CC) and control (C) NC. Interestingly, while no changes in chromatin architecture at promoters were observed, nucleosomal clustering at 5–6ss singled out groups with differential nucleosomal density in *foxd3*-mutants (Figure S6F). Overall, we found that *foxd3* influences the nucleosome positioning at NC regulatory elements in a context-dependent manner, resulting in both "permissive" and "repressive" chromatin organizations (Figure 7G). We find clear evidence of permissive *foxd3* occupancy resulting either in the removal of the nucleosomes from the core enhancer region (early *foxd3* binding; 75% epiboly to 1–2ss) or maintenance of nucleosome-free conformation (later *foxd3* binding, from 5–6ss). Both processes were altered in *foxd3*-mutants, resulting in compaction of enhancer cores that are habitually nucleosome-free (Figure 7G'). Conversely, at other elements, repressive *foxd3* binding was associated with the nucleosomal maintenance and compaction, as absence of functional *foxd3* protein in mutant NC resulted in clearing of nucleosomes from enhancer cores (Figure 7G'').

To analyze genome-wide changes in nucleosomal positioning at gene regulatory regions upon *foxd3* gene perturbation, we performed *k*-means clustering and identified cohesive groups of elements showing differential nucleosomal patterns between *foxd3*-mutants and controls. At both stages of development analyzed (75% epiboly and 5–6ss), we identified clusters of nucleosome-loose elements with activating patterns and nucleosome-compact clusters with repressive patterns but displaying opposite nucleosomal positioning in *foxd3*-mutants (Figure 7H). Functional annotation of *foxd3*-bound regulatory elements belonging to the identified nucleosomal clusters at early stage suggests *foxd3*-directed activation of NC and stem cell development programs, as well as preparation for neural crest migration (Figure 7H'; epi-activate). Concurrently *foxd3* appears to directly negatively control premature NC and stem cell differentiation, and formation of derivatives (peripheral nervous system, melanocytes) (Figure 7H'; epi-repress). Similarly, in the *bona fide* premigratory NC cells at 5–6ss, *foxd3*-mediated rearrangements of nucleosomes directly control activation of relevant signaling pathways (FGF, ERK1-ERK2 MAPK, as well as non-canonical Wnt signaling), as well as the onset of gliogenesis (Figure 7H'; 5–6ss-activate), while, at the same time, directly repressing late differentiation

events (pigment cells, axonogenesis) and components of signaling pathways no longer active in migrating crest (Id, Notch/Delta) (Figure 7H'; 5–6ss-repress).

DISCUSSION

Gene expression is the product of interplay between proximal and distal *cis*-regulatory elements, controlling competence at the chromatin level (Ong and Corces, 2012; Wang et al., 2015). Moreover, broad epigenetic changes to the *cis*-regulatory landscape, including histone and DNA demethylation, histone acetylation, and loss of heterochromatin characterize different stages of transition from naive to primed pluripotency (Krishnakumar and Blelloch, 2013). Several mechanisms explaining how Foxd3 promotes pluripotency *in vitro* have been proposed. FoxD3 can recruit Tle4 to repress differentiation-associated genes induced by NFAT signaling through regulation of histone de-acetylation (Zhu et al., 2014). In two recent studies investigating the transition from ESCs to EpiCs, EpiLCs, and PGCKs, mouse FoxD3 was implicated in the regulation of stem cell pluripotency by associating to different enhancer marks and subsequently manipulating transcriptional competency of downstream genes (Liber et al., 2010). The first report showed that FoxD3-bound enhancers associated with genes primed for expression upon exit from naive pluripotency, with FoxD3 promoting nucleosome depletion by recruiting SWI/SNF complex chromatin remodeler Brg1, while simultaneously acting as a repressor and preventing enhancer acetylation by recruiting HDACs (Krishnakumar et al., 2016). The other study showed that FoxD3-bound active enhancers associated with highly expressed genes that become silenced upon exit from naive pluripotency, where corresponding enhancers were decommissioned through recruitment of Lsd1, and a reduction in p300 activity (Respuela et al., 2016). Surprisingly, the two studies found a minimal overlap (only ~12%) in FoxD3 bound peaks (Plank et al., 2014; Sweet, 2016; Yong et al., 2016). The discrepancies between the different putative mechanisms of FoxD3 re-enforced the need for *in vivo* studies that would characterize the regulatory context within which FoxD3 mediates different activator and repressor roles across developmental time.

Foxd3 Is a Pioneering Factor for NC Specification

The studies described above suggest FoxD3 plays an array of complex independent roles during NC ontogeny, but its role during NC specification has remained elusive. Although Foxd3 was thought to act mostly as a transcriptional repressor, previous reports failed to recover more differentially upregulated versus downregulated genes in *foxd3* mutant cells (Respuela et al., 2016; Yaklichkin et al., 2007). Strikingly, our analysis showed that *foxd3* plays a central activating role in NC specification, both directly and indirectly controlling the expression of an entire NC specification module. We present evidence that *foxd3* acts at a global level to prime NC factors by modulating the accessibility of their *cis*-regulatory elements. Thus, much like its relatives, FoxA1 and FoxA2, shown to regulate enhancer dynamics for specific gene expression controlling pluripotent stem cell potential, cell fate transitions, lineage choice, and differentiation (Adam et al., 2015; Sérandour et al., 2011; Zaret and Carroll, 2011), *foxd3* acts as a pioneer

factor in the NC. By studying dynamics of chromatin opening across several stages, we identified a set of hotspot enhancers, a substantial portion of whose accessibility was dependent on a direct *foxd3* binding. Quantification of accessibility levels using normalized ATAC assay and statistical differential binding analysis indicated that defects in *foxd3*-mutant cells are most striking at the onset of enhancer opening and affect early genes at the onset of NC specification, late genes at the onset of migration and genes involved in the multipotent progenitor potential maintenance.

Foxd3 Affects H3K27 Acetylation on NC Enhancers

Previous studies suggested that one of the *modi operandi* of pioneer factors was the recruitment of H3K27 acetyltransferase activity, a hallmark histone modification of active enhancers (Choi et al., 2016; Kerschner et al., 2014). In contrast, a recent report found that, following FoxA1/A2 activity, accessible nucleosomes in liver-specific enhancers had reduced H3K27Ac, suggesting that the initial role of pioneer factors in opening and controlling nucleosome occupancy at enhancers was temporally uncoupled from the acetylation role (Iwafuchi-Doi et al., 2016). We found that lack of *foxd3* during NC specification resulted in differential K27 acetylation, with some NC regulatory elements showing depletion and others an increase in H3K27Ac mark in mutant embryos. We show that early NC specifiers, downregulated in *foxd3*-mutants, are controlled positively via this mechanism, as they associated to the K27Ac-depleted elements with a high statistical significance. At the same time, we demonstrate that those *cis*-regulatory elements, which show significant areas of hyperacetylation in mutants, negatively control essential components of Wnt signaling pathway. Therefore, in NC cells *foxd3* activity both enables and inhibits H3K27 Acetylation of NC regulatory elements, thus promoting both the activation of NC specification genes and the repression of factors that need to be downregulated for the NC migration/differentiation to proceed.

Bimodal Action of *foxd3*

Here, we present strong evidence that during NC formation *in vivo*, in addition to its conventional role as a repressor (Yaklichkin et al., 2007), *foxd3* acts as a pioneer factor to prime NC gene expression. In line with recent *in vitro* studies (Krishnakumar et al., 2016; Respuela et al., 2016), we demonstrate that *foxd3* functions primarily by changing the chromatin landscape of *cis*-regulatory elements and sets up a number of hotspot NC gene enhancers (*k*-cluster 3.1), as well as later migratory NC regulatory elements required for the specification of distinct NC lineages. The *foxd3* binding to the NC enhancers that were associated with the downregulated genes in the absence of *foxd3* is strongly indicative of its direct central role in NC gene activation via enhancer priming during early steps of NC ontogeny. On the other hand, later in NC development, *foxd3* represses or decommissions a considerable number of active enhancers associated with mesenchymal or neuronal genes found upregulated in *foxd3*-mutants. This indicates that, in the developing embryos, *foxd3* is capable of modulating the NC chromatin regulatory landscape in a bimodal fashion, facilitating both permissive and repressive states. These mechanisms do not exhibit sharp temporal boundaries but instead occur

concomitantly, with a gradual shift toward the repressive activity after NC specification. Whether such bimodal activity of *foxd3* could enable early NC fate transitions and maintenance of multipotency remains to be investigated in future.

Distinct Regulatory Co-factors Likely Underpin *foxd3*'s Dual Mechanisms of Action

Regulation of gene expression is largely determined by co-operative interactions between different transcription factors that are dependent on underlying DNA binding motifs (Kato et al., 2004). For instance, another Fox pioneering factor, FoxA, was shown to both promote gene expression but also to co-occupy the enhancers of silenced genes such as *cdx2* together with transcriptional repressors such as Rfx and type II nuclear hormone receptor (Watts et al., 2011). Our combinatorial TF analyses uncovered a number of novel *foxd3* co-factors required for either gene priming or repression that together control NC induction and maintain NC multipotency. One of the identified putative *foxd3* co-binding partners required for the pioneering activity, *zbtb3*, was previously shown to be critical in the early embryonic development and stem cell self-renewal by promoting Nanog expression in mice (Ye et al., 2018). Interestingly, its fly homolog GAF was shown to influence chromatin organization, including promoting nucleosome removal by associating with chromatin remodeling complexes, such as nucleosome remodeling factor or facilitates chromatin transcription (FACT) (Adkins et al., 2006). Furthermore, ZFPs were revealed as most likely *foxd3* partners during early NC development. Intriguingly, BRG1, a catalytic subunit of chromatin remodeling SWI/SNF complex previously shown to interact with *foxd3* (Krishnakumar et al., 2016), is known to be attracted to targeted chromatin regions via its N-terminal ZFP-interaction domain (Kadam and Emerson, 2003). Thus, our results suggest *foxd3*/ZFP-dependent recruitment of Brg1 to the associated enhancers that subsequently leads to nucleosome depletion and enhancer activation. Other known NC factors, such as *zic* and *tfap2*, also seem to be playing a co-pioneering role together with *foxd3* in early NC development as previously shown using *foxd3*/*tfap2* double mutant analyses (Wang et al., 2011).

In search of co-repressing partners of *foxd3*, we identified a putative novel NC regulator, *e2f6*, that potentially co-represses NC differentiation genes together with *foxd3*. E2F6 exerts its repressive functionality through recruitment of PRC complexes in a DNA sequence-targeted fashion (Attwooll et al., 2005; Ogawa et al., 2002; Trimarchi et al., 2001). Notably, a previous study exploiting a similar strategy to ours to uncover TF motif co-occurrences on FoxA2 binding sites, which were associated with upregulated genes in FoxA1/2 mutants, also identified E2F6 as a potential co-repressor in mouse liver cells (Iwafuchi-Doi et al., 2016).

Here, we present striking evidence that, during NC ontogeny, *foxd3* may switch from permissive to repressive nucleosome/chromatin organization of NC *cis*-regulatory elements to independently control NC specification and NC differentiation events. Furthermore, we identified potential distinctive transcription co-factors at different stages of NC ontogeny, indicating possible mechanisms underlying *foxd3* bimodality. Thus, our current data provide a platform for future hypothesis-driven experiments that will be crucial for deciphering the exact mechanism of *foxd3* bimodality underlying NC gene regulation *in vivo*.

The beta version of the interactive ShinyApp associated with the data produced in this study and Pagoda App (Fan et al., 2016) presenting single-cell catalogs can be downloaded from <https://github.com/tsslab/foxd3>. The live app can also be accessed here: <https://livedataoxford.shinyapps.io/FoxD3-project-TSS-Lab/>.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Zebrafish Lines
- METHOD DETAILS
  - Cell Dissociation and FAC-Sorting
  - Bulk RNA Extraction, Library Preparation and Sequencing
  - Single Cell RNA Preparation Library Preparation and Sequencing
  - *In Situ* Hybridisation
  - Generation of Avi-Tagged *foxd3* Transgenic Line
  - Foxd3 Biotin-ChIP, Library Preparation and Sequencing
  - ATAC, Library Preparation and Sequencing
  - H3K27Ac ChIP, Library Preparation and Sequencing
  - Enhancer Reporter Constructs
  - Foxd3 Ectopic Expression Assay
  - Bioinformatic Processing
  - ATAC-Seq Processing
  - H3K27Ac-ChIP Processing
  - Foxd3 Biotin-ChIP Processing
  - Transcription Factor Binding Site Identification on ATAC-Seq Peaks
  - K-Means Clustering
  - Differential Chromatin Accessibility Analysis
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

SUPPLEMENTAL INFORMATION

Supplemental Information includes six figures and can be found with this article online at <https://doi.org/10.1016/j.devcel.2018.11.009>.

ACKNOWLEDGMENTS

This work was supported by MRC (G0902418), Lister Institute prize, Leverhulme Trust grant (RPG-2015-026), and March of Dimes Basil O'Connor Award to T.S.-S.; SNF Fellowship to D.G.; and Radcliffe Department of Medicine Scholarship to M.L. We thank Ivan Candido-Ferreira for his help with the combinatorial transcription factor motif analysis and for sharing his custom R and Python scripts.

AUTHOR CONTRIBUTIONS

Conceptualization, T.S.-S., M.L., and D.G.; Methodology, R.M.W., M.L., and V.C.-M.; Software, D.G., M.L., and E.R.; Validation, T.S.-S., M.L., D.G., and R.M.W.; Formal Analysis, M.L., D.G., R.M.W., S.T., and T.S.-S.; Investigation, R.M.W., M.L., V.C.-M., U.S., and T.H.-H.; Writing – Original Draft, T.S.-S., M.L.,

and D.G.; Writing – Review & Editing, all authors; Visualization, T.S.-S., M.L., D.G., and E.R.; Supervision, T.S.-S.; Funding Acquisition, T.S.-S.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: November 7, 2017

Revised: August 15, 2018

Accepted: October 31, 2018

Published: December 3, 2018

REFERENCES

- Adam, R.C., Yang, H., Rockowitz, S., Larsen, S.B., Nikolova, M., Oristian, D.S., Polak, L., Kadaja, M., Asare, A., Zheng, D., et al. (2015). Pioneer factors govern super-enhancer dynamics in stem cell plasticity and lineage choice. *Nature* **521**, 366–370.
- Adkins, N.L., Hagerman, T.A., and Georgel, P. (2006). Gaga protein: a multifaceted transcription factor. *Biochem. Cell Biol.* **84**, 559–567.
- Adli, M., and Bernstein, B.E. (2011). Whole-genome chromatin profiling from limited numbers of cells using nano-ChIP-seq. *Nat. Protoc.* **6**, 1656–1668.
- Attwooll, C., Oddi, S., Cartwright, P., Prosperini, E., Agger, K., Steensgaard, P., Wagener, C., Sardet, C., Moroni, M.C., and Helin, K. (2005). A novel repressive E2F6 complex containing the polycomb group protein, EPC1, that interacts with EZH2 in a proliferation-specific manner. *J. Biol. Chem.* **280**, 1199–1208.
- Baggiolini, A., Varum, S., Mateos, J.M., Bettosini, D., John, N., Bonalli, M., Ziegler, U., Dimou, L., Clevers, H., Furrer, R., et al. (2015). Premigratory and migratory neural crest cells are multipotent in vivo. *Cell Stem Cell* **16**, 314–322.
- Bailey, T.L., Johnson, J., Grant, C.E., and Noble, W.S. (2015). The MEME Suite. *Nucleic Acids Res.* **43**, W39–W49.
- Beby, F., and Lamonerie, T. (2013). The homeobox gene *Otx2* in development and disease. *Exp. Eye Res.* **111**, 9–16.
- Bery, A., Mérot, Y., and Rétaux, S. (2016). Genes expressed in mouse cortical progenitors are enriched in Pax, Lhx, and Sox transcription factor putative binding sites. *Brain Res.* **1633**, 37–51.
- Betancur, P., Bronner-Fraser, M., and Sauka-Spengler, T. (2010). Assembling neural crest regulatory circuits into a gene regulatory network. *Annu. Rev. Cell Dev. Biol.* **26**, 581–603.
- Briggs, J.A., Weinreb, C., Wagner, D.E., Megason, S., Peshkin, L., Kirschner, M.W., and Klein, A.M. (2018). The dynamics of gene expression in vertebrate embryogenesis at single-cell resolution. *Science* **360**, <https://doi.org/10.1126/science.aar5780>.
- Bronner-Fraser, M., and Fraser, S.E. (1988). Cell lineage analysis reveals multipotency of some avian neural crest cells. *Nature* **335**, 161–164.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* **10**, 1213–1218.
- Buitrago-Delgado, E., Nordin, K., Rao, A., Geary, L., and LaBonne, C. (2015). Neurodevelopment. Shared regulatory programs suggest retention of blastula-stage potential in neural crest cells. *Science* **348**, 1332–1335.
- Carney, T.J., Dutton, K.A., Greenhill, E., Delfino-Machin, M., Dufourcq, P., Blader, P., and Kelsh, R.N. (2006). A direct role for Sox10 in specification of neural crest-derived sensory neurons. *Development* **133**, 4619–4630.
- Chen, T., and Dent, S.Y. (2014). Chromatin modifiers and remodellers: regulators of cellular differentiation. *Nat. Rev. Genet.* **15**, 93–106.
- Choi, S.H., Gearhart, M.D., Cui, Z., Bosnakovski, D., Kim, M., Schennum, N., and Kyba, M. (2016). DUX4 recruits p300/CBP through its C-terminus and induces global H3K27 acetylation changes. *Nucleic Acids Res.* **44**, 5161–5173.
- Clark, K.L., Halay, E.D., Lai, E., and Burley, S.K. (1993). Co-crystal structure of the HNF-3/fork head DNA-recognition motif resembles histone H5. *Nature* **364**, 412–420.
- Dee, C.T., Hirst, C.S., Shih, Y.H., Tripathi, V.B., Patient, R.K., and Scotting, P.J. (2008). Sox3 regulates both neural fate and differentiation in the zebrafish ectoderm. *Dev. Biol.* **320**, 289–301.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21.
- Dottori, M., Gross, M.K., Labosky, P., and Goulding, M. (2001). The winged-helix transcription factor Foxd3 suppresses interneuron differentiation and promotes neural crest cell fate. *Development* **128**, 4127–4138.
- Fan, J., Salathia, N., Liu, R., Kaeser, G.E., Yung, Y.C., Herman, J.L., Kaper, F., Fan, J.B., Zhang, K., Chun, J., et al. (2016). Characterizing transcriptional heterogeneity through pathway and gene set overdispersion analysis. *Nat. Methods* **13**, 241–244.
- Gaubatz, S., Wood, J.G., and Livingston, D.M. (1998). Unusual proliferation arrest and transcriptional control properties of a newly discovered E2F family member, E2F-6. *Proc. Natl. Acad. Sci. USA* **95**, 9190–9195.
- Gilmour, D.T., Maischein, H.M., and Nüsslein-Volhard, C. (2002). Migration and function of a glial subtype in the vertebrate peripheral nervous system. *Neuron* **34**, 577–588.
- Harris, M.L., and Erickson, C.A. (2007). Lineage specification in neural crest cell pathfinding. *Dev. Dyn.* **236**, 1–19.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* **38**, 576–589.
- Hochgreb-Hägele, T., and Bronner, M.E. (2013). A novel FoxD3 gene trap line reveals neural crest precursor movement and a role for FoxD3 in their specification. *Dev. Biol.* **374**, 1–11.
- Hromas, R., Ye, H., Spinella, M., Dmitrovsky, E., Xu, D., and Costa, R.H. (1999). Genesis, a Winged Helix transcriptional repressor, has embryonic expression limited to the neural crest, and stimulates proliferation in vitro in a neural development model. *Cell Tissue Res.* **297**, 371–382.
- Iwafuchi-Doi, M., Donahue, G., Kakumanu, A., Watts, J.A., Mahony, S., Pugh, B.F., Lee, D., Kaestner, K.H., and Zaret, K.S. (2016). The Pioneer transcription factor FoxA maintains an accessible nucleosome configuration at enhancers for tissue-specific gene activation. *Mol. Cell* **62**, 79–91.
- Joshi, N.A., and Fass, J.N. (2011). Sickle: A Sliding-Window, Adaptive, Quality-Based Trimming Tool for FastQ files, Version 1.33 [Software], Available online at: <https://github.com/najoshi/sickle>.
- Kadam, S., and Emerson, B.M. (2003). Transcriptional specificity of human SWI/SNF BRG1 and BRM chromatin remodeling complexes. *Mol. Cell* **11**, 377–389.
- Kato, M., Hata, N., Banerjee, N., Fletcher, B., and Zhang, M.Q. (2004). Identifying combinatorial regulation of transcription factors and binding motifs. *Genome Biol.* **5**, R56.
- Kelsh, R.N., Dutton, K., Medlin, J., and Eisen, J.S. (2000). Expression of zebrafish *fkf6* in neural crest-derived glia. *Mech. Dev.* **93**, 161–164.
- Kerschner, J.L., Gosalia, N., Leir, S.H., and Harris, A. (2014). Chromatin remodeling mediated by the FOXA1/A2 transcription factors activates CFTR expression in intestinal epithelial cells. *Epigenetics* **9**, 557–565.
- Kim, J.H., Lee, S.R., Li, L.H., Park, H.J., Park, J.H., Lee, K.Y., Kim, M.K., Shin, B.A., and Choi, S.Y. (2011). High cleavage efficiency of a 2A peptide derived from porcine teschovirus-1 in human cell lines, zebrafish and mice. *PLoS One* **6**, e18556.
- Kimmel, C.B., Ballard, W.W., Kimmel, S.R., Ullmann, B., and Schilling, T.F. (1995). Stages of embryonic development of the zebrafish. *Dev. Dyn.* **203**, 253–310.
- Kos, R., Reedy, M.V., Johnson, R.L., and Erickson, C.A. (2001). The winged-helix transcription factor FoxD3 is important for establishing the neural crest lineage and repressing melanogenesis in avian embryos. *Development* **128**, 1467–1479.
- Krishnakumar, R., and Blelloch, R.H. (2013). Epigenetics of cellular reprogramming. *Curr. Opin. Genet. Dev.* **23**, 548–555.

- Krishnakumar, R., Chen, A.F., Pantovich, M.G., Danial, M., Parchem, R.J., Labosky, P.A., and Blelloch, R. (2016). FOXD3 regulates pluripotent stem cell potential by simultaneously initiating and repressing enhancer activity. *Cell Stem Cell* 18, 104–117.
- Krispin, S., Nitzan, E., Kassem, Y., and Kalcheim, C. (2010). Evidence for a dynamic spatiotemporal fate map and early fate restrictions of premigratory avian neural crest. *Development* 137, 585–595.
- Kubic, J.D., Lui, J.W., Little, E.C., Ludvik, A.E., Konda, S., Salgia, R., Aplin, A.E., and Lang, D. (2015). PAX3 and FOXD3 promote CXCR4 expression in melanoma. *J. Biol. Chem.* 290, 21901–21914.
- Langmead, B., Trapnell, C., Pop, M., and Salzberg, S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25.
- Lee, M.T., Bonneau, A.R., Takacs, C.M., Bazzini, A.A., DiVito, K.R., Fleming, E.S., and Giraldez, A.J. (2013). Nanog, Pou5f1 and SoxB1 activate zygotic gene expression during the maternal-to-zygotic transition. *Nature* 503, 360–364.
- Leseva, M., Santostefano, K.E., Rosenbluth, A.L., Hamazaki, T., and Terada, N. (2013). E2f6-mediated repression of the meiotic Stag3 and Smc1 β genes during early embryonic development requires Ezh2 and not the de novo methyltransferase Dnmt3b. *Epigenetics* 8, 873–884.
- Li, W., and Cornell, R.A. (2007). Redundant activities of Tfp2a and Tfp2c are required for neural crest induction and development of other non-neural ectoderm derivatives in zebrafish embryos. *Dev. Biol.* 304, 338–354.
- Liao, Y., Smyth, G.K., and Shi, W. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923–930.
- Liber, D., Domasch, R., Holmqvist, P.H., Mazzarella, L., Georgiou, A., Leleu, M., Fisher, A.G., Labosky, P.A., and Dillon, N. (2010). Epigenetic priming of a pre-B cell-specific enhancer through binding of Sox2 and Foxd3 at the ESC stage. *Cell Stem Cell* 7, 114–126.
- Lister, J.A., Cooper, C., Nguyen, K., Modrell, M., Grant, K., and Raible, D.W. (2006). Zebrafish Foxd3 is required for development of a subset of neural crest derivatives. *Dev. Biol.* 290, 92–104.
- Liu, Y., and Labosky, P.A. (2008). Regulation of embryonic stem cell self-renewal and pluripotency by Foxd3. *Stem Cells* 26, 2475–2484.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Manderfield, L.J., Engleka, K.A., Aghajanian, H., Gupta, M., Yang, S., Li, L., Baggs, J.E., Hogenesch, J.B., Olson, E.N., and Epstein, J.A. (2014). Pax3 and hippo signaling coordinate melanocyte gene expression in neural crest. *Cell Rep.* 9, 1885–1895.
- Marletaz, F., Maeso, I., Faas, L., Isaacs, H.V., and Holland, P.W. (2015). Cdx ParaHox genes acquired distinct developmental roles after gene duplication in vertebrate evolution. *BMC Biol.* 13, 56.
- McLean, C.Y., Bristor, D., Hiller, M., Clarke, S.L., Schaaf, B.T., Lowe, C.B., Wenger, A.M., and Bejerano, G. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28, 495–501.
- Montero-Balaguer, M., Lang, M.R., Sachdev, S.W., Knappmeyer, C., Stewart, R.A., De La Guardia, A., Hatzopoulos, A.K., and Knapik, E.W. (2006). The mother superior mutation ablates foxd3 activity in neural crest progenitor cells and depletes neural crest derivatives in zebrafish. *Dev. Dyn.* 235, 3199–3212.
- Mundell, N.A., and Labosky, P.A. (2011). Neural crest stem cell multipotency requires Foxd3 to maintain neural potential and repress mesenchymal fates. *Development* 138, 641–652.
- Murdoch, B., DelConte, C., and Garcia-Castro, M.I. (2012). Pax7 lineage contributions to the mammalian neural crest. *PLoS One* 7, e41089.
- Nitzan, E., Krispin, S., Pfaltzgraff, E.R., Klar, A., Labosky, P.A., and Kalcheim, C. (2013). A dynamic code of dorsal neural tube genes regulates the segregation between neurogenic and melanogenic neural crest cells. *Development* 140, 2269–2279.
- Odenthal, J., and Nüsslein-Volhard, C. (1998). fork head domain genes in zebrafish. *Dev. Genes Evol.* 208, 245–258.
- Ogawa, H., Ishiguro, K., Gaubatz, S., Livingston, D.M., and Nakatani, Y. (2002). A complex with chromatin modifiers that occupies E2F- and Myc-responsive genes in G0 cells. *Science* 296, 1132–1136.
- Ong, C.T., and Corces, V.G. (2012). Enhancers: emerging roles in cell fate specification. *EMBO Rep.* 13, 423–430.
- Orlando, D.A., Chen, M.W., Brown, V.E., Solanki, S., Choi, Y.J., Olson, E.R., Fritz, C.C., Bradner, J.E., and Guenther, M.G. (2014). Quantitative ChIP-seq normalization reveals global modulation of the epigenome. *Cell Rep.* 9, 1163–1170.
- Picelli, S., Faridani, O.R., Björklund, A.K., Winberg, G., Sagasser, S., and Sandberg, R. (2014). Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* 9, 171–181.
- Plank, J.L., Sufita, M.T., Galindo, C.L., and Labosky, P.A. (2014). Transcriptional targets of Foxd3 in murine ES cells. *Stem Cell Res.* 12, 233–240.
- Pohl, B.S., and Knöchel, W. (2001). Overexpression of the transcriptional repressor FoxD3 prevents neural crest formation in *Xenopus* embryos. *Mech. Dev.* 103, 93–106.
- Powell, D.R., Hernandez-Lagunas, L., LaMonica, K., and Artinger, K.B. (2013). Prdm1a directly activates foxd3 and tfap2a during zebrafish neural crest specification. *Development* 140, 3445–3455.
- Rada-Iglesias, A., Bajpai, R., Prescott, S., Brugmann, S.A., Swigut, T., and Wysocka, J. (2012). Epigenomic annotation of enhancers predicts transcriptional regulators of human neural crest. *Cell Stem Cell* 11, 633–648.
- Ramírez, F., Ryan, D.P., Grüning, B., Bhardwaj, V., Kilpert, F., Richter, A.S., Heyne, S., Dündar, F., and Manke, T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 44, W160–W165.
- Respuela, P., Nikolić, M., Tan, M., Frommolt, P., Zhao, Y., Wysocka, J., and Rada-Iglesias, A. (2016). Foxd3 promotes exit from naive pluripotency through enhancer decommissioning and inhibits germline specification. *Cell Stem Cell* 18, 118–133.
- Robinson, M.D., McCarthy, D.J., and Smyth, G.K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139–140.
- Satija, R., Farrell, J.A., Gennert, D., Schier, A.F., and Regev, A. (2015). Spatial reconstruction of single-cell gene expression data. *Nat. Biotechnol.* 33, 495–502.
- Sauka-Spengler, T., and Bronner-Fraser, M. (2008). A gene regulatory network orchestrates neural crest formation. *Nat. Rev. Mol. Cell Biol.* 9, 557–568.
- Schep, A.N., Buenrostro, J.D., Denny, S.K., Schwartz, K., Sherlock, G., and Greenleaf, W.J. (2015). Structured nucleosome fingerprints enable high-resolution mapping of chromatin architecture within regulatory regions. *Genome Res.* 25, 1757–1770.
- Sérandour, A.A., Avner, S., Percevault, F., Demay, F., Bizot, M., Lucchetti-Miganeh, C., Barloy-Hubler, F., Brown, M., Lupien, M., Métié, R., et al. (2011). Epigenetic switch involved in activation of pioneer factor FOXA1-dependent enhancers. *Genome Res.* 21, 555–565.
- Simões-Costa, M., and Bronner, M.E. (2015). Establishing neural crest identity: a gene regulatory recipe. *Development* 142, 242–257.
- Soufi, A., Garcia, M.F., Jaroszewicz, A., Osman, N., Pellegrini, M., and Zaret, K.S. (2015). Pioneer transcription factors target partial DNA motifs on nucleosomes to initiate reprogramming. *Cell* 161, 555–568.
- Spitz, F., and Furlong, E.E. (2012). Transcription factors: from enhancer binding to developmental control. *Nat. Rev. Genet.* 13, 613–626.
- Stark, R., and Brown, G. (2011). Diffbind: Differential Binding Analysis of ChIP-Seq Peak Data (Bioconductor).
- Stewart, R.A., Arduini, B.L., Berghmans, S., George, R.E., Kanki, J.P., Henion, P.D., and Look, A.T. (2006). Zebrafish foxd3 is selectively required for neural crest specification, migration and survival. *Dev. Biol.* 292, 174–188.
- Sweet, D.J. (2016). Foxd3: A repressor, an activator, or both? *Cell Stem Cell* 18, 1–2.

- Teng, L., Mundell, N.A., Frist, A.Y., Wang, Q., and Labosky, P.A. (2008). Requirement for Foxd3 in the maintenance of neural crest progenitors. *Development* 135, 1615–1624.
- Trimarchi, J.M., Fairchild, B., Wen, J., and Lees, J.A. (2001). The E2F6 transcription factor is a component of the mammalian Bmi1-containing polycomb complex. *Proc. Natl. Acad. Sci. USA* 98, 1519–1524.
- Trinh, L.A., Chong-Morrison, V., Gavriouchkina, D., Hochgreb-Hägele, T., Senanayake, U., Fraser, S.E., and Sauka-Spengler, T. (2017). Biotagging of specific cell populations in zebrafish reveals gene regulatory logic encoded in the nuclear transcriptome. *Cell Rep.* 19, 425–440.
- van Heeringen, S.J., and Veenstra, G.J. (2011). GimmeMotifs: a de novo motif prediction pipeline for ChIP-sequencing experiments. *Bioinformatics* 27, 270–271.
- Wang, P., Qin, J., Qin, Y., Zhu, Y., Wang, L.Y., Li, M.J., Zhang, M.Q., and Wang, J. (2015). ChIP-Array 2: Integrating multiple omics data to construct gene regulatory networks. *Nucleic Acids Res.* 43, W264–W269.
- Wang, W.D., Melville, D.B., Montero-Balaguer, M., Hatzopoulos, A.K., and Knapik, E.W. (2011). Tfp2a and Foxd3 regulate early steps in the development of the neural crest progenitor population. *Dev. Biol.* 360, 173–185.
- Watts, J.A., Zhang, C., Klein-Szanto, A.J., Kormish, J.D., Fu, J., Zhang, M.Q., and Zaret, K.S. (2011). Study of FoxA pioneer factor at silent genes reveals Rfx-repressed enhancer at Cdx2 and a potential indicator of esophageal adenocarcinoma development. *PLoS Genet.* 7, e1002277.
- Weirauch, M.T., Yang, A., Albu, M., Cote, A.G., Montenegro-Montero, A., Drewe, P., Najafabadi, H.S., Lambert, S.A., Mann, I., Cook, K., et al. (2014). Determination and inference of eukaryotic transcription factor sequence specificity. *Cell* 158, 1431–1443.
- Westerfield, M. (2000). *The Zebrafish Book. A Guide for the Laboratory Use of Zebrafish (Danio rerio)*, Fourth Edition (University of Oregon Press).
- Xu, J., Pope, S.D., Jazirehi, A.R., Attema, J.L., Papathanasiou, P., Watts, J.A., Zaret, K.S., Weissman, I.L., and Smale, S.T. (2007). Pioneer factor interactions and unmethylated CpG dinucleotides mark silent tissue-specific enhancers in embryonic stem cells. *Proc. Natl. Acad. Sci. USA* 104, 12377–12382.
- Xu, J., Watts, J.A., Pope, S.D., Gadue, P., Kamps, M., Plath, K., Zaret, K.S., and Smale, S.T. (2009). Transcriptional competence and the active marking of tissue-specific enhancers by defined transcription factors in embryonic and induced pluripotent stem cells. *Genes Dev.* 23, 2824–2838.
- Yaklichkin, S., Steiner, A.B., Lu, Q., and Kessler, D.S. (2007). FoxD3 and Grg4 physically interact to repress transcription and induce mesoderm in *Xenopus*. *J. Biol. Chem.* 282, 2548–2557.
- Ye, B., Liu, B., Yang, L., Zhu, X., Zhang, D., Wu, W., Zhu, P., Wang, Y., Wang, S., Xia, P., et al. (2018). LncKdm2b controls self-renewal of embryonic stem cells via activating expression of transcription factor Zbtb3. *EMBO J.* 37, <https://doi.org/10.15252/embj.201797174>.
- Ye, T., Krebs, A.R., Choukallah, M.A., Keime, C., Plewniak, F., Davidson, I., and Tora, L. (2011). seqMINER: an integrated ChIP-seq data interpretation platform. *Nucleic Acids Res.* 39, e35.
- Yong, J.S., Intriago-Baldeón, D.P., and Lam, E.W. (2016). FOXD3 controls pluripotency through modulating enhancer activity. *Stem Cell. Investig.* 3, 17.
- Zaret, K.S., and Carroll, J.S. (2011). Pioneer transcription factors: establishing competence for gene expression. *Genes Dev.* 25, 2227–2241.
- Zhang, Y., Liu, T., Meyer, C.A., Eeckhoute, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., et al. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 9, R137.
- Zhu, L., Zhang, S., and Jin, Y. (2014). Foxd3 suppresses NFAT-mediated differentiation to maintain self-renewal of embryonic stem cells. *EMBO Rep.* 15, 1286–1296.

STAR★METHODS

KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
H3K27ac antibody	Abcam	Cat#Ab4729; RRID: AB_2118291
IgG antibody	Millipore	Cat#12-370; RRID: AB_145841
**Critical Commercial Assays**		
RNAqueous Micro Total RNA isolation kit	Ambion	Cat#AM1931
SmartSeq2 V4 kit	Takara Clontech	Cat#634889
Nextera XT library preparation kit	Illumina	Cat#FC-131-1024
Dynabeads Protein A	Life Technologies	Cat#10006D
Dynabeads Streptavidin M-280	Invitrogen	Cat#11206D
MicropPlex Library Preparation kit	Diagenode	Cat#05010012
NextSeq ® 500/550 High Output Kit v2 (75 cycles)	Illumina	Cat#FC-404-2005
Nextera DNA kit	Illumina	Cat#FC-121-1030
NEB Next High-Fidelity 2X PCR Mas-ter Mix	New England Biolabs	Cat#M0543S
Long Range HotStart PCR kit	KAPA Biosystems	Cat#KK3501
InFusion HD Cloning kit	Clontech	Cat#638910
DIG RNA Labelling Kit	Roche	Cat#11277073910
**Deposited Data**		
RNA-seq data (inc. single cell)	This paper	ShinyApp GEO: GSE106676, Pagoda https://github.com/tsslab/foxd3
ChIP-seq data	This paper	ShinyApp GEO: GSE106676
ATAC-seq data	This paper	ShinyApp GEO: GSE106676
**Experimental Models: Organisms/Strains**		
Zebrafish Gt(foxd3-citrine) ^{ct110}	Sauka-Spengler laboratory	ct110
Zebrafish Gt(foxd3-mCherry) ^{ct110R}	Sauka-Spengler laboratory	ct110R
TgBAC(foxd3-Avi-2A-Citrine) ^{ox161}	Sauka-Spengler laboratory	ox161
Tg(ubiq:NLS-BirA-2A-Cherry) ^{ox114}	Sauka-Spengler laboratory	ox114
**Recombinant DNA**		
BAC clone CH211-196F13	CHORI https://bacpacresources.org	CH211-196F13
**Software and Algorithms**		
Sickle	Joshi and Fass (2011)	https://github.com/najoshi/sickle
STAR 2.4.2a	Dobin et al. (2013)	https://github.com/alexdobin/STAR
FeatureCounts (v1.4.6-p4)	Liao et al. (2014)	http://bioinf.wehi.edu.au/featureCounts
R v3.4.2	R Core Team	https://www.r-project.org/
DESeq2 (v.1.14.1)	Love et al. (2014)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
edgeR	Robinson et al. (2010)	https://bioconductor.org/biocLite.R
SCDE	Fan et al. (2016)	http://hms-dbmi.github.io/scde/index.html
PAGODA	Fan et al. (2016)	http://hms-dbmi.github.io/scde/index.html
Bowtie (v.1.0.0)	Langmead et al. (2009)	http://bowtie-bio.sourceforge.net/bowtie2/index.html
Bedtools (v.2.15.0)	Langmead et al. (2009)	https://github.com/arq5x/bedtools
MACS2 (v2.1.0)	Zhang et al. (2008)	https://github.com/taoliu/MACS
HOMER (v.4.4)	Heinz et al. (2010)	http://homer.ucsd.edu/homer/index.html
SeqMINER	Ye et al. (2011)	http://seqminer.genomic.codes

(Continued on next page)

Continued

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Deeptools (v.2.2.2)	Ramírez et al. (2016)	https://github.com/deeptools/deepTools
MEME suite	Bailey et al. (2015)	http://meme-suite.org/doc/download.html
Gimmemotifs (v.0.9.0.3)	van Heeringen and Veenstra (2011)	https://gimmemotifs.readthedocs.io/en/master/
GREAT	McLean et al. (2010)	http://great.stanford.edu/public/html/
DiffBind	Stark and Brown (2011)	https://bioconductor.org/packages/release/bioc/html/DiffBind.html

CONTACT FOR REAGENT AND RESOURCE SHARING

EXPERIMENTAL MODEL AND SUBJECT DETAILS

For this study, both females and males of transgenic and wild-type zebrafish strains were used. Animals that were bred were from 3 months old to 2 years old. Zebrafish embryos that were used for the experiments were between 8-16 hours post fertilisation.

Zebrafish Lines

Genetrap line, *Gt(foxd3-citrine)^{ct110}* was generated by (Hochgreb-Hägele and Bronner, 2013). Animals were handled in accordance to procedures authorized by the UK Home Office in accordance with UK law (Animals [Scientific Procedures] Act 1986) and the recommendations in the Guide for the Care and Use of Laboratory Animals. All vertebrate animal work was performed at the facilities of Oxford University Biomedical Services. Adult fish were maintained as described previously (Westerfield, 2000). In brief, adult fish were exposed to 12 hour light – 12 hour dark cycle (8am to 10pm light; 10pm to 8am dark), kept in a closed recirculating system water at 27-28.5°C, fed 3-4 times a day, kept at 5 fish per 1L density. Embryos were staged as described previously (Kimmel et al., 1995). In brief, embryos were staged using a dissecting stereo-microscope. 75% epiboly stage was identified by observing a distinctively thicker dorsal side and visible epiblast, hypoblast and evacuation zone. 1-2ss – by observing first/second segment furrow. 5-6ss – counting 5/6 somites, apparent optical and Kupffer's vesicles and prominent polster. 14-16ss – counting 14/16 somites, observing otic placode, v-shaped trunk somites.

METHOD DETAILS**Cell Dissociation and FAC-Sorting**

Selected embryos were dissociated with collagenase (20mg/ml in 0.05% trypsin) at 30°C for 10-15mins with intermittent pipetting to achieve a single cell suspension. Cells were centrifuged at 500g for 10mins and re-suspended in Hanks buffer, passed through a 0.22µm filter and centrifuged at 750g for 10min, pelleted cells were re-suspended in ~500µl Hanks buffer. Fluorescent positive cells were sorted and collected using BD FACS-Aria Fusion.

Bulk RNA Extraction, Library Preparation and Sequencing

How the deposited data were processed for this re-analysis (not part of the article)

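RNA and H3K27Ac samples, and ATAC samples of 75% epiboly and 5–6ss, were zebrafish cells sorted by their *foxd3* reporter, with 1 mutant allele (C, the control) or 2 (CC, the mutant), and reporter-negative cells (Neg). Samples were mapped from their labels to 40 conditions, and where labels of a sample conflict, its title or source name and the paper were followed. C replicate 1 of RNA at 5–6ss carries a stage tag of 75% epiboly, C replicate 1 of ATAC at 5–6ss a tag of 1ss, C replicate 2 of ATAC at 1–2ss a strain tag with both reporter alleles, the BirA control a strain tag with both transgenes, and H3K27Ac of CC a source name of 14–16ss; none of these conflicts could be settled from the labels, and the comparisons of C with CC rest on this mapping. Bulk RNA-seq was measured at 75% epiboly, 5–6ss and 14–16ss with 2 libraries per condition, and at 8ss with 1 library each of C and CC. ATAC-seq was measured in 2 libraries per genotype at 75% epiboly and 5–6ss, and at 1–2ss in 2 of C and 1 of CC, with 1 spike-in library (ATAC-Rx) per genotype at 5–6ss; the 1–2ss cells were dissected from anterior embryos, and those of 3 *foxd3*-injected and 3 control libraries from wild-type embryos at 50% epiboly. Foxd3 biotin ChIP-seq has 1 library each at 75% epiboly, 1–2ss, 5–6ss and 14ss and for the BirA control, plus a first set at 5–6ss, and H3K27Ac ChIP-seq has 1 library per genotype at 5–6ss. Single cells number 94, all C cells of 5–6ss. Replicates are libraries with their own replicate number, and cells, genes and peaks are not counted as replicates.

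RNA files hold raw counts per gene, which the authors made with STAR 2.4.2a on zebrafish build danRer10 and featureCounts on Ensembl genes, with the antisense gene at *foxd3* removed. The single-cell table holds raw read counts per gene and per ERCC spike-in, made by the authors with the same tools. ATAC lists are peaks that the authors called per library with MACS2 after mapping with Bowtie 1.0.0 and shifting reads to the cut site of the transposase, and they carry no score. ATAC-Rx reads were mapped by the authors to the zebrafish and fly genomes together. The authors called foxd3 peaks with HOMER 4.7 against down-sampled input and H3K27Ac peaks with MACS2; how the first foxd3 set was called is not stated. Overexpression lists hold elements in k-means clusters that the authors made with SeqMINER from reads of 3 injected and 3 control libraries, and nucleosome lists hold elements in 20 k-means clusters of the authors' nucleosome signal; both give positions alone.

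Of 31952 gene identifiers, 26121 were given a symbol and 5831 were not. Symbols were taken from assembly GRCz12tu, for 19296 of them by their position among neighbours (15 genes on each side, at least 3 shared). RNA counts were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, low-count filter by group) in R 4.3.3, with C and CC of each stage in 1 model, each group against Neg in another, and the change between stages as an interaction over 12 libraries. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg), with no minimum fold change. Genes tested numbered 18384, 19000 and 20195 at the 3 stages, and 21190 for the interaction. Counts in the text are TMM-normalized means ± SD of 2 libraries. Libraries held 22205378 to 73827587 counts apart from 8ss, and the 10 most abundant genes took 5.38% to 10.5% of them. The biological coefficient of variation was 0.183, 0.251 and 0.152 at the 3 stages, which sets the precision more than depth does. At 8ss, without replicates, only the direction of change was read, for genes with 10 reads or more over both libraries and 0.5 CPM added.

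Peaks were compared with bedtools 2.31.1 by an overlap of 1 bp, and a group peak is one found in both replicates where there are 2. Each peak was given to the gene with the nearest start site, for foxd3 peaks among genes above an FPKM of 1. Promoters run from 1000 bp before to 100 bp after a start site. Shares of genes were compared by Fisher's exact test in scipy 1.17.1 and against 100000 draws of genes matched on the distance between neighbouring start sites, or on their number of ATAC peaks, and intervals for shares are exact 95% intervals. The peak lists carry no read counts, so the precision of single peaks is unknown. Single cells were kept with at least 100000 reads and 2000 genes above an RPKM of 1, the paper's filter, and 93 passed; RPKM was computed from the counts and the exon length. A cell low in neural crest genes has at most 2 of *zic2b*, *tfap2a*, *sox10*, *twist1b*, *ets1* and *pax3a*. Figures were drawn with matplotlib 3.10.9.

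The 33 gene lists were fixed before the files were read, from the paper and textbook knowledge. They hold crest specifiers, neural plate border, migration and EMT, ectomesenchyme and cartilage, pigment cells, neurons, glia, Wnt, Wnt targets, Notch, Fox, Sox and Hox genes, ribosomal proteins, ribosome biogenesis, translation factors, pluripotency, apoptosis and p53, dissociation stress, cell cycle, 8 lists of cells outside the crest, and 5 of genes that the paper names. The Wnt list, apart from these 5, was also drawn from genes that the paper names. The lists of crest specifiers, migration and EMT, ectomesenchyme and cartilage, pigment cells, neurons, glia and Fox genes hold some genes that the paper names. Ribosome biogenesis is a theme that the paper names. Lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and p-values were also adjusted over each list alone. Genes named are *foxd3*, those the paper names for the stage, the 10 largest changes each way among called genes with no overlap between the groups and at least 50 counts in each library of the higher group, and up to 4 genes of each other list by adjusted p. The paper's tables and figures were seen before this rule was set.

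Other settings were DESeq2 1.42.0, RLE scaling, no low-count filter, 1 model over 12 libraries, the replicate number as a block, each library left out in turn, other rules of overlap and distance, peaks without those of BirA, and other thresholds in single cells. The gene test was tested on simulated data with 50 genes changed at each of 4 sizes. At a log2 fold change of 1, edgeR recovered 50% of them at the dispersion of 75% epiboly, 44% at that of 5–6ss and 74% at that of 14–16ss, with 15 to 18 false calls. The share test was also tested on simulated data, 200 times per case.

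Neg libraries of 5–6ss were left out because their files hold 8 genes. The forkhead motif was left out because no genome sequence was at hand, and a stricter peak threshold because the lists carry no score. The 50% epiboly single cells of another study were not analysed here. The 5–6ss nucleosome list holds cluster 9 in duplicate, which was counted once, and no cluster 10.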

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

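No test in this part was chosen after the result was seen. The effect of losing foxd3 changed with stage, which is a difference between time points that an interaction test can measure. From 5–6ss to 14–16ss, the log2 fold change of CC over C rose in 699 genes and fell in 377 (edgeR, 21190 genes, adjusted p under 0.05, 2 libraries per genotype and stage). From 75% epiboly to 5–6ss, it rose in 86 genes and fell in 23. These counts rest on single libraries. For the later pair of stages, 452 genes rose without CC replicate 2 of 5–6ss, 388 without C replicate 1, 293 without C replicate 2 and 331 without CC replicate 1 of 14–16ss. The genes that fell numbered 213 without C replicate 1 and 202 without CC replicate 2 of 5–6ss, and 157, 102, 87 and 197 without C replicate 1, C replicate 2, CC replicate 1 and CC replicate 2 of 14–16ss. For the earlier pair, the genes that rose numbered 46, 36 and 6 without C replicate 1, CC replicate 1 and CC replicate 2 of 75% epiboly, and 16, 29 and 33 without C replicate 1, C replicate 2 and CC replicate 2 of 5–6ss. Those that fell numbered 12, 64, 11 and 8 without C replicate 1, C replicate 2, CC replicate 1 and CC replicate 2 of 75% epiboly, and 12, 6 and 7 without C replicate 1, C replicate 2 and CC replicate 2 of 5–6ss. The paper gives another sequencing platform and read length for C and CC at 5–6ss than for 75% epiboly and 14–16ss, so a difference between stages in how libraries were made stays open beside a biological change with stage, and it was not tested.

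Libraries of C and CC cells at 8ss, whose sequencing the paper describes without giving a result, were sequenced once each, with 16706057 counts in C and 18943471 in CC. Without replicates no gene was tested; only the sign of the change was compared with 5–6ss. Of 255 genes higher at 5–6ss, 248 (97.3%, exact 95% interval 94.4% to 98.9%) were also higher in CC at 8ss, with a median log2 difference of 0.64. Of 57 lower genes measured, 55 (96.5%, 87.9% to 99.6%) were also lower, with a median of −1.06, while genes not called had the same sign in 63.1% of cases. Among crest genes, *twist1b* (−2.61), *ets1* (−2.22), *snai1b* (−1.58), *sox9b* (−1.49), *tfap2a* (−1.12), *sox10* (−1.02) and *pax3a* (−0.65) were lower on the log2 scale, and *snai2* (0.48) and *tfap2c* (0.82) higher. The *foxd3* transcript itself had 0 counts in both 8ss libraries, although the cells were sorted on a *foxd3* reporter, so it is not known whether these files count this gene as those of other stages do, and the 0 is not read as a lack of the transcript.

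A first foxd3 ChIP set at 5–6ss, whose peak number the paper does not give, holds 9231 peaks. Of the authors' sublists, 1 holds 3706 peaks that overlap ATAC peaks and the other 5526 that do not, which is 1 peak more in sum than the set, so they are not an exact split of it; 34.0% of all its peaks overlapped a 5–6ss ATAC peak of C cells here. Of the 5–6ss foxd3 peaks that the paper counts, 55.6% overlapped a peak of this first set. Of the 89 BirA control peaks, 2.25% (2 peaks) did so. Peaks of the BirA control sequenced with this set were not analysed here, so its own background is unknown.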

How the results depend on the processing

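DESeq2 without a low-count filter, the shares of genes with a foxd3 peak computed from RNA calls without each library, and the matched backgrounds for overexpression and nucleosome elements were tests chosen after the result was seen, and the other alternatives were set before the data were examined. Where a library is left out, its group keeps 1, which is assumed to vary like the others. Counts of called genes moved most at 75% epiboly. There edgeR called 1 gene higher in CC and 0 lower (at an unadjusted p under 0.05, 362 and 416), DESeq2 7 and 38, DESeq2 without a filter 7 and 32, edgeR without a filter 68 and 85, and 1 model over 12 libraries 2 and 1. With each library left out in turn, 13 to 108 genes were higher and 14 to 89 lower, so that every set of 3 libraries gave more calls than all 4; the highest counts came without C replicate 2 and the lowest without CC replicate 2. At 5–6ss, where edgeR called 255 and 58, DESeq2 called 950 higher and 411 lower, DESeq2 without a filter 944 and 361, edgeR without a filter 524 and 179, and 1 model over 12 libraries 578 and 185. Leaving out 1 library gave 144 to 235 higher and 30 to 58 lower, the lowest without CC replicate 2. At 14–16ss, where 3324 genes were lower, 1 model over 12 libraries called 2177 lower and the sets without 1 library 2120 to 3247, the lowest without CC replicate 1. RLE in place of TMM scaling left all 14 counts within 1.5 times.

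Samples of the files share only a replicate number, and whether libraries with the same number were collected together is not stated. A block for this number rests on 2 pairs per stage, and the difference of replicate 1 from 2 in C and in CC correlated across genes with a coefficient of 0.358 at 75% epiboly, 0.322 at 5–6ss and −0.05 at 14–16ss. With the block, 243 genes were higher and 184 lower at 75% epiboly, and 1196 and 671 at 5–6ss. Against Neg at 14–16ss, the block gave 1004 genes higher in C and 1604 higher in CC. For the change between stages, the block within each stage gave 1313 genes higher and 1009 lower from 5–6ss to 14–16ss, and 464 and 302 from 75% epiboly to 5–6ss. Of the genes the paper names as higher at 5–6ss, 29 rose with the block.

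The comparisons with Neg depend on single libraries. At 75% epiboly, leaving out 1 library gave 1651 to 4634 genes higher and 1103 to 4421 lower in C, where all libraries gave 3102 and 2710, and 1716 to 4211 lower in CC, where all gave 3021; the lowest came without a Neg library. At 14–16ss, DESeq2 called 1251 genes higher in C and 1469 in CC, and without a filter 1272 and 1491, where edgeR called 656 and 827. Sets without 1 library ran over 378 to 6120 higher and 1617 to 5932 lower in C, and 526 to 6782 and 1001 to 6299 in CC, each highest without Neg replicate 2. The 2 Neg libraries of that stage differ more than any other pair.

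For genes whose response to genotype changed between 5–6ss and 14–16ss, where edgeR called 699 higher and 377 lower, DESeq2 called 804 lower, and the sets without 1 library gave 293 to 596 higher, the lowest without C replicate 2 of 14–16ss, and 87 to 297 lower, the lowest without CC replicate 1 of 14–16ss. Between 75% epiboly and 5–6ss, where edgeR called 86 and 23, DESeq2 called 478 and 260, and edgeR without a filter 218 and 160. The sets without 1 library gave 6 to 105 higher, the lowest without CC replicate 2 of 75% epiboly, and 6 to 64 lower, the lowest without C replicate 2 of 5–6ss. Genes called at more than 1 stage were counted again with DESeq2. At 75% epiboly and 5–6ss, 10 were lower at both, 1 was higher then lower and 2 were lower then higher. At 75% epiboly and 14–16ss, 4 were higher at both, 12 lower at both, 2 higher then lower and 7 lower then higher. At 5–6ss and 14–16ss, these numbers were 615, 270, 38 and 42.

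Among gene lists, the genes the paper names as higher at 5–6ss went from 11 called by edgeR to 29 by DESeq2, with or without a filter. At 14–16ss, 1 model over 12 libraries called 16 Hox genes higher in place of 27 and 24 ribosomal protein genes lower in place of 53. The ribosomal protein count ran from 4 without CC replicate 1, 6 without C replicate 2 and 35 without CC replicate 2 to 73 without C replicate 1, so it rests on libraries of both genotypes. Over all alternatives, 423 counts of list members moved by more than 1.5 times and 1057 did not. Of the values for single genes, 3321 kept call and direction, 385 gained a call, 120 lost it and 19 changed sign.

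Sign changes were found only with 1 library left out, and only in genes that edgeR did not call with all libraries. At 75% epiboly, the log2 fold change ran over *aurkb* −0.0112 to 0.28, *ca15b* −0.43 to 1.50, *cdx4* −0.11 to 0.37, *ctslb* −0.27 to 0.77, *egr1* −0.90 to 0.13, *frzb* −0.37 to 0.16, *gsc* −0.11 to 0.84, *klf6a* −0.49 to 0.14, *olig2* −0.69 to 0.0616 and *tal1* −1.34 to 0.54. At 5–6ss, it ran over *ca15b* −4.97 to 0.0137, *dnd1* −1.81 to 0.24, *gra* −2.19 to 0.35 and *piwil1* −0.0288 to 0.75, and at 14–16ss over *pmelb* −0.0626 to 0.37.

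ATAC elements depend strongly on how libraries are combined. With peaks of either replicate in place of both, shared, C-only and CC-only elements numbered 49376, 57527 and 50567 at 75% epiboly and 65571, 66514 and 57806 at 5–6ss. At 1–2ss, 39251 were shared and 79795 in C alone. A reciprocal overlap of 50% left 13082 shared elements at 75% epiboly in place of 20441. Leaving out 1 library gave 3358 to 48000 elements in C alone at 75% epiboly, 42628 to 45331 at 1–2ss and 11461 to 59692 at 5–6ss, and 4876 to 56804 in CC alone at 75% epiboly and 5576 to 45768 at 5–6ss. A group left with 1 library is not filtered by its replicate, so these ranges hold the effect of that filter as well as of the library. At 1–2ss, the count without a CC library could not be run, since CC has 1, and a stricter threshold could not be set, since the lists carry no score.

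Shares of called genes near elements are given as points above genes not called. For an element in C alone, genes lower at 5–6ss stood 17.5 points above others, 1.84 with the calls of DESeq2 and −4.22 against genes with as many ATAC peaks. Genes higher at 5–6ss stood 16.5 and 0.374 points above, without and with this match. For an element in CC alone, the values were 1.91, within 100 kb −0.838 and matched −15.5 for lower genes, and 11.5 and matched −0.322 for higher genes. For shared elements, the match brought 24.2 points down to 7.15 for lower genes and 13.3 to 0.8 for higher genes. So the excess of genes with an element in 1 genotype is not seen once the number of ATAC peaks is matched. The matched number covers all ATAC peaks of a gene, the tested elements among them. The match can therefore take away a real excess, and it does not decide whether peak number explains the excess.

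For foxd3 1–2ss peaks, genes lower at 5–6ss stood 6.92 points above genes not called, 6.12 above genes matched on territory length, and 3.48 to 9.91 without 1 library, the lowest without CC replicate 2. Genes higher at 5–6ss stood 1.55 points above, 2.27 when peaks went to the nearest gene of any expression, and −0.089 to 2.18 without 1 library, the lowest without CC replicate 2. For 5–6ss peaks, lower genes of 5–6ss stood 3.57 points above, 4.61 with the calls of DESeq2, and −3.32 to 10.3 without 1 library, the lowest without CC replicate 2. Lower genes of 14–16ss stood 0.344 points above for 5–6ss or 14ss peaks, and −0.729 to 0.71 without 1 library, below 0 without C replicate 2 and without CC replicate 2. The count of the forkhead motif in foxd3 peaks, also planned, could not be run without a genome sequence.

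Against genes matched on territory length, elements of cluster 3.1 in overexpression clusters 5, 7 and 9 lay at higher genes of 5–6ss 2.54 points more often, in place of 4.56, and elements bound by foxd3 at lower genes 8.46 points more often, in place of 10.7; neither difference passed the matched test. The same match turned the sign of small differences in the nucleosome lists. Bound elements of the activated clusters at 5–6ss went from 0.515 to −0.07 points for lower genes of 5–6ss and from −0.002 to 0.075 for lower genes of 14–16ss, and those of the repressed clusters from −0.033 to 0.067 for the latter. Bound elements of the repressed clusters at 75% epiboly went from 1.23 to 1.08 points for higher genes of 5–6ss, which no longer passed. Of all shares of genes, 77 kept call and direction.

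In single cells, with a gene detected from 1 read in place of an RPKM above 1, 0 of 93 cells had at most 2 of 6 neural crest genes (a share of up to 3.89%). This threshold moved 46 shares of cells outside their interval and left 12 inside; a threshold of 5 reads moved 11. Shares of peaks and elements stayed inside their interval in 145 of the values computed with another overlap rule or without BirA peaks and left it in 29. Depth limits the RNA comparisons little, with the smallest library at 22205378 counts; the 2 libraries per group limit them more, and the peak lists carry no read counts. For the changes given in this part, the cause was not tested, apart from the filter by replicates in the ATAC counts.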

Differences from the paper's values

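The minimum fold changes tried below were chosen after the result was seen, and the other alternatives were set before the data were examined. The paper gives 223 as its number of genes higher in CC at 14–16ss with a foxd3 peak at 5–6ss or 14ss, and here it was 788. No other setting tried is within 1.5 times of the paper's number: 721 with peaks given to the nearest gene of any expression, 732 within 100 kb, 788 without peaks shared with BirA or with a matched background, and 780 with the calls of DESeq2. The paper gives 14.3% of genes lower at 5–6ss with a peak, against 10.5% here, within 1.5 times, but 6.67% with the calls of DESeq2 and 8.62% with peaks given to the nearest gene of any expression are not. It gives 30.8% of genes higher at 14–16ss, against 30.3% here, and 20.04% with the nearest gene of any expression is not within 1.5 times.

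Numbers of genes called are shown in Fig. 2C of the paper, at an adjusted p under 0.05 from DESeq2. At 75% epiboly, the paper has about 180 genes higher in CC in Fig. 2C, read by eye, and 1 was called here; it has about 190 lower in Fig. 2C, read by eye, and 0 were called by edgeR (at an unadjusted p under 0.05, 416). The replicate block gave 243 and 184, which are within 1.5 times of the paper's numbers. DESeq2 (7 and 38), RLE scaling (1 and 0), no filter (68 and 85), 1 model over 12 libraries (2 and 1) and the sets without 1 library (13 to 108 and 14 to 89) are not. At 5–6ss, the paper has about 460 higher in Fig. 2C, read by eye, against 255 here, and about 91 lower in Fig. 2C, read by eye, against 58. For higher genes, no filter (524) and 1 model over 12 libraries (578) are within 1.5 times, while DESeq2 (950), RLE scaling (256), the replicate block (1196) and the sets without 1 library (144 to 235) are not. For lower genes none is: DESeq2 gave 411, RLE scaling 59, no filter 179, the replicate block 671, 1 model over 12 libraries 185 and the sets without 1 library 30 to 58.

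At 14–16ss, the paper has about 720 higher in Fig. 2C, read by eye, against 3597 here, and about 410 lower in Fig. 2C, read by eye, against 3324. No other setting is within 1.5 times: DESeq2 gave 3333 and 3413, RLE scaling 3510 and 3387, no filter 4074 and 3647, the replicate block 3296 and 2891, 1 model over 12 libraries 2573 and 2177, and the sets without 1 library 2550 to 3351 and 2120 to 3247. A minimum absolute log2 fold change was scanned from 0 to 3 in edgeR and DESeq2, chosen after seeing the values. At 5–6ss, DESeq2 with a minimum of 1 gave 411 higher and 99 lower, within 1.5 times of both numbers of the paper, and dropped 19 of the 43 genes the paper names at this stage that DESeq2 had called. At 14–16ss, edgeR with a minimum of 2 gave 716 higher, and dropped 14 of 23 called genes that the paper names, and DESeq2 with a minimum of 1.5 gave 1079 higher and with 2 gave 622, dropping 6 and 14 of 23. For lower genes of 14–16ss, a minimum of 1.5 in edgeR gave 299, and dropped 6 of 23. At 75% epiboly, no minimum reaches the paper's numbers, and none was adopted.

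Some statements of the paper on direction or genes differ from the values here. At 75% epiboly, the paper has ribosome biogenesis and translation genes among those held down by foxd3; of 37 and 19 genes edgeR called 0, DESeq2 called 0, and 1 and 0 were higher at an unadjusted p under 0.05. Of 78 ribosomal protein genes, 48 were higher at that level, edgeR and DESeq2 called 0, and the list had an adjusted p = 0.563 with an estimated correlation. It also has *nrp2a*, *nrp1b* and *slit1a* as genes that foxd3 holds down, while their log2 fold changes in the mutant are −1.65, −0.85 and −0.52, and DESeq2 called *nrp2a* lower. Of the tissue-specific genes that it describes as primed, edgeR called none, and all had negative values. Lower were *gata5* (−1.70) in DESeq2, without a filter, with the replicate block and without each library in turn, and *ets1* (−1.11) in the first 3 of these and without C replicate 1. Lower were also *six1b* without a filter and with the block, *tfap2a* with the block, and *gata2a* without a filter, without C replicate 1 and without CC replicate 1, while *six1a* and *tfap2c* were called in no setting. At 5–6ss, it has *prdm1* and *tfap2c* as lower: *prdm1a* stood at 0.87, with DESeq2 calling it higher, and *tfap2c* at −0.32, called in no setting, while *tfap2a* was lower as the paper says. It has *snai2* as higher, which stood at 1.11 and was called by DESeq2, without a filter, with the replicate block and in 1 model over 12 libraries, without C replicate 1 and without C replicate 2, but not by edgeR with all libraries and its filter. Of the 44 genes measured that it names at 5–6ss, edgeR called 21 and DESeq2 43, in either direction.

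At 14–16ss, it has *dld* and *pmelb* as higher: *dld* was lower (−0.51), and *pmelb* (0.15) was called in no setting, while *dlb* and *pmela* were higher. For *plp1*, which it has as higher, *plp1a* was higher, and *plp1b* (−0.97) was not called with all libraries and called lower without CC replicate 2. It has more genes higher than lower at this stage. With no minimum fold change, edgeR gave 51.97% higher and DESeq2 more lower than higher genes; with a minimum absolute log2 fold change of 1, edgeR gave 1988 higher and 740 lower and DESeq2 1761 and 690, the balance the paper has. In single cells at 5–6ss, it has most cells with *sox2*, *pou2f1b*, *vent* and *vox*, while 15.05%, 45.2%, 9.68% and 39.8% of cells had these genes above an RPKM of 1; from 1 read on, *pou2f1b* (79.6%), *vox* (65.6%) and *vent* (52.7%) were in most cells, and from 5 reads on *pou2f1b* was (55.9%). It has *foxd3* and *slit3* as genes bound by foxd3, and no peak had either as its nearest expressed gene. For *foxd3*, the paper marks called peaks in the regulatory locus, so the rule of assignment does not show a lack of binding there.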

Other observations

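The check of the H3K27Ac lists against another genome build, the comparison of ATAC-Rx lists between genotypes, that of single ATAC libraries within and between genotypes, the coverage of start sites against shifted points and the recurrence of ATAC elements in ATAC-Rx were tests chosen after the result was seen. At 14–16ss, many Hox genes rose and many genes of cell division and ribosome production fell in CC. Of 46 Hox genes, 27 rose, 2 fell and 17 did not pass (30 higher and 3 lower when adjusted over the list alone; adjusted p = 0.194 with an estimated correlation), with *hoxb1a* (1.095) higher and *hoxa2b* (−0.83) lower on the log2 scale. Of 24 cell cycle genes, 20 fell and 4 did not pass (21 lower when adjusted over the list alone; adjusted p = 0.207), among them the replication genes *pcna* (−1.12) and *mcm7* (−1.101). Of 37 ribosome biogenesis genes, 36 fell and 1 did not pass (36 lower when adjusted over the list alone; adjusted p = 0.207), with *npm1a* (−1.29) and *dkc1* (−1.13). Of 78 ribosomal protein genes, 53 fell and 25 did not pass (69 lower when adjusted over the list alone; adjusted p = 0.561), with *rpl5b* (−0.67), and the count was 6 without C replicate 2, 4 without CC replicate 1 and 35 without CC replicate 2. Of 19 translation factor genes, 13 fell and 6 did not pass (16 lower when adjusted over the list alone; adjusted p = 0.300). At 5–6ss, of 37 ribosome biogenesis genes edgeR called 0 (at an unadjusted p under 0.05 23 lower, by DESeq2 10 lower, 18 lower when adjusted over the list alone).

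Genes of tissues outside the crest also moved with genotype at 14–16ss. Of 13 epidermis genes, 7 rose and 6 did not pass (7 higher when adjusted over the list alone; 12 higher by DESeq2), of 7 hatching gland genes, 4 rose and 3 did not pass (4 higher when adjusted over the list alone), and of 15 somite and muscle genes, 3 rose and 12 did not pass (3 higher when adjusted over the list alone). Of 9 endoderm genes, 4 rose, 1 fell and 4 did not pass (5 higher and 1 lower when adjusted over the list alone), of 11 blood and vessel genes, 4 rose, 2 fell and 5 did not pass (5 higher and 2 lower when adjusted over the list alone), with *kdrl* (2.04) higher and *gata1a* (−2.74) lower, and of 7 germ cell genes, 1 rose and 6 did not pass (1 higher when adjusted over the list alone). The gene *klf17* (3.18), of hatching gland, blood and early embryos, rose and stands on 3 of the lists, and *fli1* is on the crest and vessel lists alike. Of 14 apoptosis and p53 genes, 4 rose, 2 fell and 8 did not pass (4 higher and 3 lower when adjusted over the list alone), and of 16 genes raised by cell dissociation, 4 rose, 2 fell and 10 did not pass (4 higher and 2 lower when adjusted over the list alone). At 5–6ss, 1 of 14 apoptosis and p53 genes rose, *bbc3* (0.84), and 1 of 15 somite and muscle genes, *actc1a* (0.57). Whether these transcripts come from the sorted crest cells or from other cells in the sort was not tested.

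At 75% epiboly, edgeR called 0 members of each of the 33 lists. Of 14 crest specifier genes, 2 were higher and 5 lower at an unadjusted p under 0.05. DESeq2 called 1 each way, the higher being *foxd3* itself. Of 10 endoderm genes, 1 was higher and 4 lower at that level, and DESeq2 called 4 lower. Of the 11 genes that the paper names at this stage, DESeq2 called 1 higher and 3 lower, and of each other list 0 to 2, both directions taken together. At 5–6ss, of 17 neural plate and tube genes 1 fell and 16 did not pass (2 higher and 2 lower when adjusted over the list alone). Of the 18 direct targets that the paper names, 1 rose, 4 fell and 13 did not pass at 5–6ss (2 higher and 9 lower when adjusted over the list alone). The 18 join genes that the paper has as activated by foxd3 with genes it has as repressed.

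The H3K27Ac lists of C and CC lie at start sites no more often than points 50 kb away. Another genome build is argued against, since on 25 of 25 chromosomes the last peak ends within 0.1% of that of the ATAC lists. ChIP and input exchanged in peak calling is a candidate explanation: start sites of the top 25% of expressed genes by FPKM are covered 0.380 times as often as those of genes at 0 FPKM in the list where this ratio is higher (1.67% against 4.40% in CC, and 1.98% against 7.56% in C). A low enrichment of the ChIP stays open, and no biological explanation was tested.

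ATAC elements found in C alone and in CC alone at 5–6ss were both found more often in the C list of ATAC-Rx alone than in the CC list alone. Peaks missed in 1 library at the calling threshold stay open: elements in C alone have a median width 0.691 times that of shared elements (295 against 427 bp, and 269 bp in CC alone), and a C replicate misses 44.0% of the peaks of the other, but a CC replicate misses 50.7% of them, so the first share is 0.867 times the second, which leaves this explanation open. The comparison written down before, with 36.02% of C group peaks missed in the CC group, is met in part by construction, since group peaks are those found in both replicates. Genotype predicts that elements in C alone are found in the C list of ATAC-Rx and not the CC list more often than elements in CC alone. The ratio of these was 1.95 for elements in C alone and 1.76 for elements in CC alone, which is 1.11 times (95% interval 1.01 to 1.22), and with 1 ATAC-Rx library per genotype a small effect of genotype cannot be told apart from none. Neither explanation is excluded, and both may hold together.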
